# Phase-separated CCER1 coordinates the histone-to-protamine transition and male fertility

**DOI:** 10.1038/s41467-023-43480-z

**Published:** 2023-12-11

**Authors:** Dongdong Qin, Yayun Gu, Yu Zhang, Shu Wang, Tao Jiang, Yao Wang, Cheng Wang, Chang Chen, Tao Zhang, Weiya Xu, Hanben Wang, Ke Zhang, Liangjun Hu, Lufan Li, Wei Xie, Xin Wu, Zhibin Hu

**Keywords:** Infertility, Chromatin remodelling

## Abstract

Idiopathic fertility disorders are associated with mutations in various genes. Here, we report that coiled-coil glutamate-rich protein 1 (CCER1), a germline-specific and intrinsically disordered protein (IDP), mediates postmeiotic spermatid differentiation. In contrast, CCER1 deficiency results in defective sperm chromatin compaction and infertility in mice. CCER1 increases transition protein (*Tnp1/2*) and protamine (*Prm1/2*) transcription and mediates multiple histone epigenetic modifications during the histone-to-protamine (HTP) transition. Immiscible with heterochromatin in the nucleus, CCER1 self-assembles into a polymer droplet and forms a liquid-liquid phase-separated condensate in the nucleus. Notably, we identified loss-of-function (LoF) variants of human *CCER1* (h*CCER1*) in five patients with nonobstructive azoospermia (NOA) that were absent in 2713 fertile controls. The mutants led to premature termination or frameshift in *CCER1* translation, and disrupted condensates in vitro. In conclusion, we propose that nuclear CCER1 is a phase-separated condensate that links histone epigenetic modifications, HTP transitions, chromatin condensation, and male fertility.

## Abstract (web summary)

Here the authors reveal that phase‐separated nuclear CCER1 condensates are required for male fertility by mediating chromatin condensation and histone epigenetic modification, while loss‐of‐function variants of human CCER1 are pathogenic in patients with nonobstructive azoospermia (NOA).

## Introduction

Genomic DNA is compacted into nuclear protein assemblies in the nuclei of eukaryotic cells within the nucleosome. Spermatogenesis is one of the most complex and continuous cellular differentiation processes and is characterized by extensive reprogramming of chromatin organization and structure^1^. In contrast to somatic differentiation, the histone-to-protamine (HTP) transition during spermatogenesis is essential for the entire genome to be packaged into the highly concentrated sperm nucleus. Most core histones are initially replaced by testes specific histones, and then transition proteins, followed by protamine proteins, which promote chromatin compaction and in turn lead to chromatin structural remodeling^2^. In addition to the factors involved in this lineage-specific developmental program, epigenetic regulation is key to the HTP transition. Covalent conjugation of different posttranslational modifications of histones leads to dramatic changes in chromatin conformation, nucleosome stability, and/or histone-DNA interactions during the HTP transition. In general, ubiquitination on testis histone H2 variants promotes histone removal^3^, methylation on testis histone H3 regulates transition protein (*Tnp1/2*) and protamine (*Prm1/2*) gene expression^4^, whereas the acetylation of histone H4 is essential for destabilization and remodeling of nucleosomes and subsequent incorporation of *Tnps* and/or *Prms*^5^.

Liquid-liquid phase separation (LLPS) is a fundamental mechanism for organizing the contents of living cells^6^. Through multivalent interactions, LLPS drives the assembly of various protein aggregates and the formation of membrane-less organelles in cells. LLPS is generally mediated by molecules with intrinsically disordered proteins/regions (IDP/IDR) and is associated with their low-complexity sequences and prion-like domains. Within the nucleus, phase separation and phase transitions are of particular interest because nuclear condensates must interact with chromatin to control its organization and gene expression. For example, nuclear IDR-driven condensates preferentially form in regions of low chromatin density, where they act as mechanical chromatin filters, excluding untargeted regions of adjacent genomes and reorganizing the genome^7,8^. There is increasing evidence to suggest that nuclear membrane-less organelles such as Cajal bodies, nucleoli, and speckles influence the chromatin structure through LLPS and that LLPS plays critical roles in diverse structures, such as by affecting postsynaptic density, the synaptic complex, and the mitotic spindle^9^.

Recently, the fragile X–related (FXR) protein family member FXR1 was identified in cell polysome fractions, which suggest that FXR1 plays a key role in the translation activation of stored mRNAs in mouse spermatids and male fertility in mice through LLPS^10^. Although many studies have described the importance of phase separation and shown that functional imbalances in cellular LLPS condensates orchestrate the assembly of various physiological structures and pathological transformations, the biological evidence of these functions, in particular, germ-cell specific LLPS stories, in terms of their development, has not been discovered; however, these functions are essential for passing genetic information to the next generation. In the present study, we show that nuclear CCER1 (coiled-coil glutamate-rich protein 1), a germline-specific regulator, mediates histone epigenetic modification and chromatin condensation as a phase-separated condensate. The *Ccer1* gene is located on mouse chromosome 10, and the human homologous gene of *CCER1* is located on chromosome 12. Both mouse *Ccer1* and human homologue are single-exon genes. 

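*Ccer1* (ENSMUSG00000047025) has 1 annotated exon and 1 annotated transcript in mouse. In GRCm38 the gene lies on chromosome 10 from 97693059 to 97694926, a length of 1868 bases. In the older build NCBIM37, whose gene annotation was used for the parts of the transcript, the same exon runs from 97155693 to 97157560 on the plus strand. It holds a 5′ untranslated region of 418 bases and a coding sequence of 1212 bases with its stop codon, which encodes 403 amino acids.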

Information from the protein UniProt database showed that the sequence of CCER1 is rich in glutamic acids, while the human sequence contains two coiled-coil domains and the mouse contains one coiled-coil domain. Currently, the *Ccer1* gene lacks any functional study. Importantly, we also show the mutations in human *CCER1* gene link spermatogenesis and male infertility in the population, which is a major issue in human health.

## Results

### Identification of h*CCER1* mutation in patients with azoospermia

Idiopathic infertility is often associated with mutations in genes^11,12^, we screened for potential mutations in the gene coding regions in a cohort of 620 patients with NOA and found *CCER1 *mutations can be pathogenic to human spermatogenesis. All patients underwent semen analyses on at least three occasions, and those with a history of orchitis, obstruction of the vas deferens, or endocrine disorders were excluded. Sanger sequencing (Supplementary Fig. 1a, b) of the coding region in the *CCER1* gene showed three unique (MAF = 0 in gnomAD populations) loss-of-function variants (c.157 C > T; c.358_388del, 31 bp; c.534 G > A) were identified in five patients with NOA but absent in 2713 fertile controls and were associated with an increased risk of NOA (Fig. 1a, b, *P*_Combined_ = 4.551 × 10^−7^). Among these patients, three patients with NOA carried a frameshift mutation (c.358_388del, 31 bp; p.Cys120fs), and two carried stop-gain mutations (c.157 C > T, p.Arg53*; c.534 G > A, p.Trp178*), which may have led to premature termination of translation and loss of CCER1 function (Fig. 1c). Next, we transfected the full-length wild-type and mutant cDNA constructs of CCER1 to HEK293T cells. As a result, we found the degradation of p.Cys120fs mutants, and truncation of p.Arg53* and p.Trp178* mutants (Fig. 1d). The results suggested that *CCER1* loss-of-function variants might be pathogenic in patients with NOA.

**Fig. 1:**
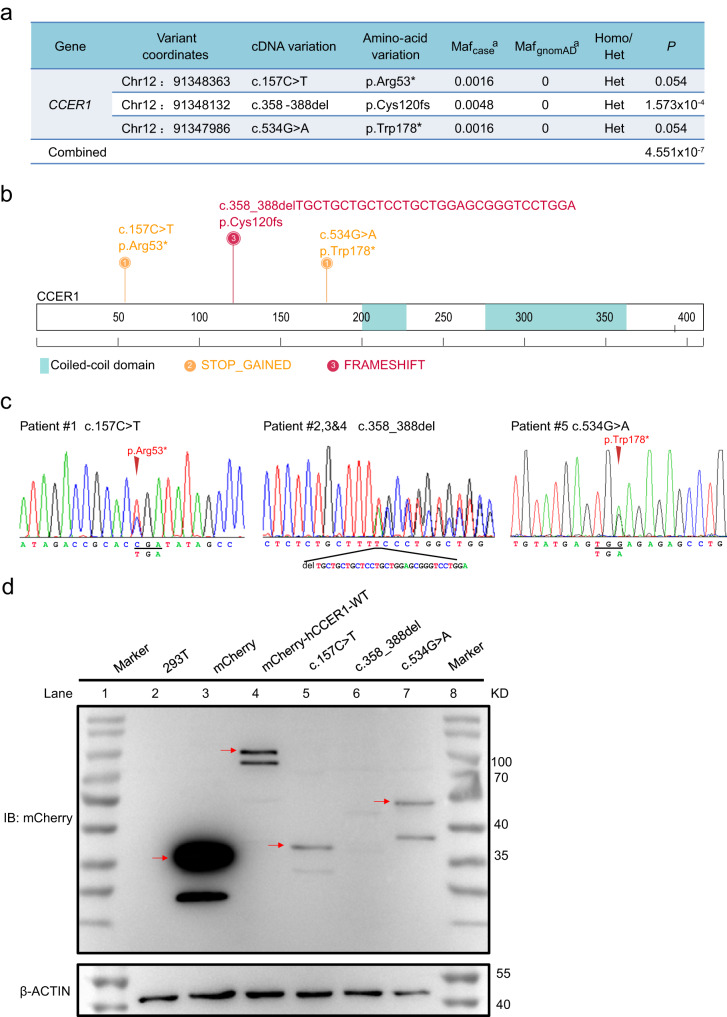
Identification of unique and deleterious *CCER1* mutations in patients with NOA. **a** Association of *CCER1* LOF mutations with the risk of NOA based on 620 patients and 10,847 controls in the gnomAD database. *P* value significance was analyzed by Fisher’s exact test (*P*_Combined_ = 4.551 × 10^−7^). **b** Diagrammatic representation of the CCER1 protein with known protein domains indicated. The orange mutations represent stop gain mutations, and the red mutations represent frameshift deletions. **c** Chromatogram of the sequences of the *CCER1* coding region for the three abovementioned LOF mutations in patients with NOA. **d** Western blot to investigate the effects of human mutations on the CCER1 protein levels. Red arrows indicate the predicted bands. From left to right: protein marker (lane 1 & 8), HEK293T cell lysis control (lane 2), HEK293T cells transfected with the mCherry plasmid (lane 3, 35 KD), mCherry-hCCER1-WT (lane 4, approximately 100–110 KD), mCherry-hCCER1-c.157 C > T (lane 5, 35–40 KD truncated protein), mCherry-hCCER1-c.358_388del (lane 6, no truncated protein) and mCherry-hCCER1-c.534 G > A plasmids (lane 7, 40–55 KD), respectively. The samples derive from the same experiment and that blots were processed in parallel.

### Germline-specific expression of *Ccer1* is cis-regulated by CpG islands

Because CCER1 studies have not been widely reported in the literature, we first generated an antibody (recognizing the C-terminus of CCER1 at aa 179–403) to analyze the expression of CCER1 in mice. The spatiotemporal distribution showed that the CCER1 protein was expressed only in mouse testes (Fig. 2a) and was significantly elevated starting at P28 and continuing into adulthood (Fig. 2b). CCER1 signal was evident in the nuclei of round-to-elongated spermatids at stages II–X in seminiferous tubules (Fig. 2c), corresponding to steps 2–10 of the 16-step spermatid development process (Fig. 2d). Notably, we observed that CCER1 signal in the testis was consistently absent in intense DAPI-staining and H3K9me3^+^-labeled regions, reflecting a clear boundary between CCER1 signals and H3K9me3^+^ heterochromatin in all spermatids (Fig. 2e), and the two regions were clearly immiscible with each other.

**Fig. 2:**
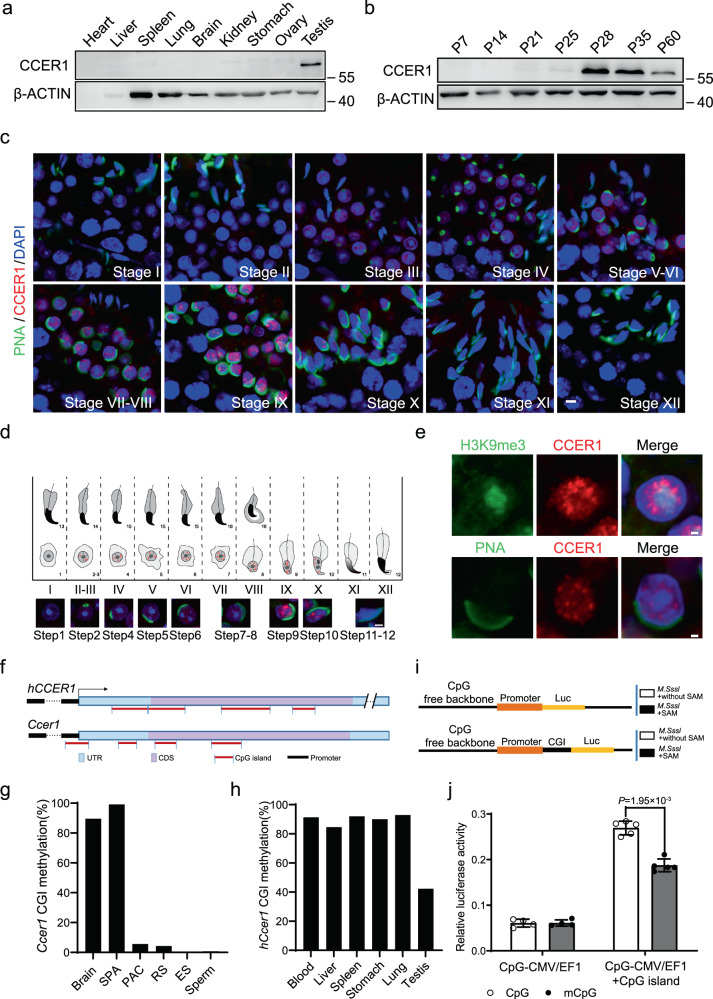
Testis-specific expression of *Ccer1* requires demethylation of CGIs. **a** Western blot analysis of the CCER1 protein in different tissues of adult mice. β-actin was used as a protein loading control. CCER1 protein is approximately 55KD. **b** Western blot analysis of the CCER1 protein in mouse testis tissue lysates at different time points (postnatal day, PD) in postnatal development. **c** Immunofluorescence staining with an anti-CCER1 antibody (red, C-terminal) and PNA (green, peanut agglutinin, a sperm acrosome marker) in adult testes. Nuclear DNA was counterstained with DAPI. Scale bar: 5 μm. **d** Immunofluorescence staining with anti-CCER1 (red) and PNA (green) in stage I–XII in adult testes. Nuclear DNA was counterstained with DAPI. Scale bar: 2 μm. (UP); We drew the schematic during spermatogenesis according to the schematic pattern outlined by Russell L et al.^40^ and labelled the expression of CCER1 (red) in the schematic pattern (Down). **e** Immunofluorescence staining shows that the localization of CCER1 (red) was immiscible with H3k9me3^+^ heterochromatin (green) and DAPI-stained nuclear regions (blue). Scale bar: 1 μm. **f** In silico sequence analysis of the human and mouse *Ccer1* genes showing the discovery of multiple CpG islands (highlighted in red) in promoter and coding regions. **g** Demethylation of CpG islands was found in late spermatogenic cells (PAC pachytene spermatocytes, RS round spermatid, ES elongating spermatid) in the mouse testis but not in other tissues or spermatogonia (SPA). **h** Methylation of CpG islands in other tissues is much higher than in human testis. **i** Schematic of the human CCER1 CpG island linked to the dual-luciferase (Luc) reporter system. Before transfection, Plasmid CpG-CMV/EF1(upper) and CpG-CMV/EF1+CpG island (bottom) were treated by methyltransferase without S-adenosylmethionine (SAM, the substrates for methyltransferase; *M.SssI+without SAM*) or methyltransferase with SAM (*M.SssI* + SAM), respectively. **j** Effect of CpG islands on CMV/EF1 promoter-driven luciferase expression levels in transfected HEK293T cells. (*n* = 4 replicate wells for CpG-CMV/EF1 plasmid and *n* = 5 replicate wells for CpG-CMV/EF1+CpG island plasmid). Two-sided student’s *t*-test. Error bars, mean ± SD. *P* = 1.95 × 10^−3^. Source data are provided as a Source Data file.

Since methylation levels of gene CpG islands (CGIs) often correlate with their tissue-specific expression^13^, and *Ccer1* appears to be testis-specific; therefore, we investigated that the CGI methylation level of *Ccer1* in the testes. Using in silico sequence analysis, we found that both human and mouse *CCER1* contain a single exon with successive CGIs located within the gene body, including the 5’UTR and CDS regions, except for the first CGI in mouse *Ccer1*, in which the upstream 88 bp overlap with the transcription start site (TSS), indicating a biased CGI distribution in the *Ccer1* gene (Fig. 2f). Next, we investigated whether *Ccer1* expression in the germline is regulated by CGI in testes. We first examined the CpG sites of the c.404-c.741 region in the mouse *Ccer1* gene body, which is the sequence homologous to the *hCCER1* third CGI sequence, and approximately covered the fourth CGI sequence (c.381-c.557), which is the longest CGI in the mouse gene. Then, we found that the CGI of *Ccer1* was demethylated in mid- or late germ cells during spermatogenesis in the mouse testes but not in the spermatogonia or brain tissue (Fig. 2g). Moreover, we determined the average methylation level of all four CGIs in *hCCER1* and found that the CGIs in *hCCER1* were highly methylated in human tissues in addition to testes (Fig. 2h). Next, we generated a dual-luciferase reporter using a CpG-free reporter vector that was unaffected by DNA methylation^14^ and cloned the largest CGI fragment in h*CCER1* (CGI3, 292 bp) into the luciferase sequence upstream of the reporter (Fig. 2i). Notably, higher luciferase expression was found in these plasmids than in CpG-null islands. In contrast, CpG islands were treated with methyltransferase *M.SssI* in vitro, and a decrease in luciferase expression was observed (Fig. 2j, mCpG versus CpG). Taken together, these data suggest that the CGI in *Ccer1* plays a cis-regulatory role and that testis-specific expression of *Ccer1* requires demethylation of the CGIs.

### Deletion of *Ccer1* leads to male infertility in mice

Next, we applied CRISPR‒Cas9-mediated gene targeting to generate mutant mice to explore the function of CCER1 (Supplementary Fig. 2a). Three mouse lines with *Ccer1* frameshift mutations were obtained, including a 58-bp deletion, a 29-bp deletion, and an 8-bp deletion in the coding sequence, all of which produced a premature stop codon (hereafter referred to as *Ccer1*^*−/−*^). Generations of *Ccer1* mutants were successfully generated from founder lines with indels or deletions of *Ccer1* alleles (Fig. 3a) and the progeny mice we used from each line were all further bred for at least five generations. The *Ccer1*^*−/−*^ mice showed testicular size and body/testicular weight ratio comparable to those of their wild-type littermates (*Ccer1*^*+/+*^, Fig. 3a, b and Supplementary Fig. 2b), and the wild-type and heterozygous mice of littermate controls have no fertility problems; however, in the mating experiment, none of the males from the three lines (−58 bp, −29 bp, −8 bp) of *Ccer1* mutant mice produced offspring (Fig. 3c), although *Ccer1*^*−/−*^ females were fertile (*Ccer1* mutant females were used to generate offspring for over 6 months). We selected the 58-bp deletion mouse line for further analysis of pathological changes. Notably, compared to those in *Ccer1*^+/+^ mice, elongating spermatids starting at step 10 in *Ccer1*^−/−^ mice showed malformed spermatids, e.g., the nucleus was overextended, and the structural integrity (hooked head and dorsal angle) was lost. Moreover, the acrosome did not normally extend when its dorsal and ventral surface were lost; therefore, all the elongating spermatids in the following steps (11–16) were globally malformed, and elongated spermatids that should not be found at steps 9 and 10 were still found at stages IX-X in the seminiferous epithelium (Fig. 3d, e and Supplementary Fig. 2f). In contrast, all types of germ cells were present and appeared normal in the epithelium before step 9 in the spermatids of the testes of the *Ccer1*^−/−^ mice compared to the *Ccer1*^+/+^ mice (Fig. 3d and Supplementary Fig. 2h). Further examination of the morphology of the seminiferous epithelium in mouse testis by histology revealed delayed sperm release in the testis tubules (Fig. 3e and Supplementary Fig. 2f) and extensively malformed spermatozoa in the epididymis of the *Ccer1*^−/−^ mice compared to the *Ccer1*^+/+^ mice (Fig. 3f, g). Using a computer-assisted semen analyzer (CASA), we found that the sperm count, percentage of motile sperm, and percentage of forward motile sperm were significantly reduced in the epididymis of *Ccer1*^−/−^ mice (Supplementary Fig. 2c–e), which was consistent with the pathological findings in the epididymis (Supplementary Fig. 2g). To further examine *Ccer1*^*−/−*^ sperm function, we performed in vitro fertilization (IVF) assays. Compared with normal sperm, *Ccer1* mutant sperm were rarely able to fertilize oocytes (7.57% for *Ccer1*^*−/−*^ and 88.20% for *Ccer1*^*+/+*^) (Supplementary Fig. 3a, b).

**Fig. 3:**
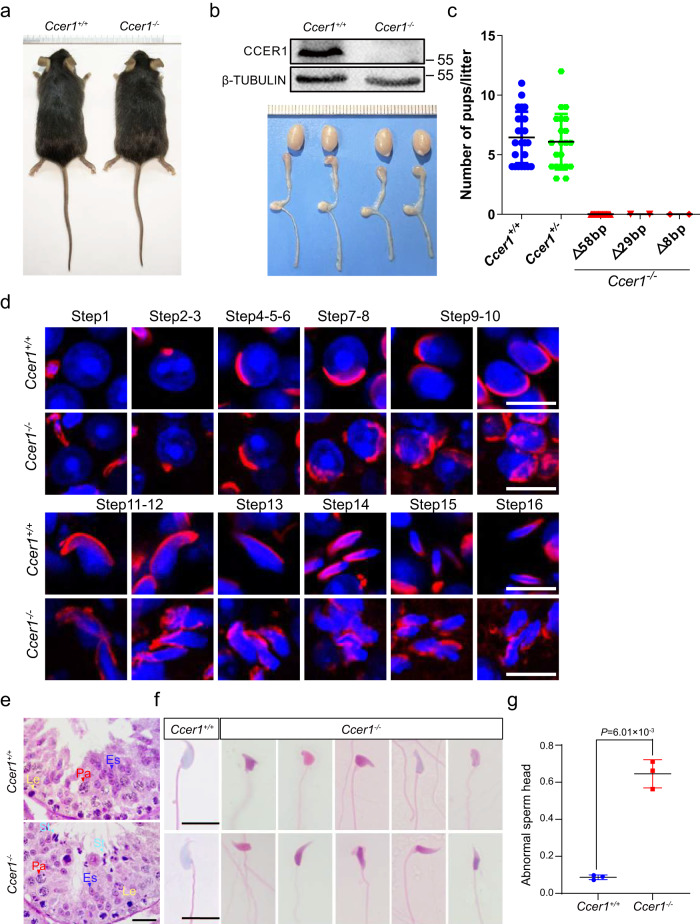
Deletion of mouse CCER1 results in male sterility. **a** Body size of *Ccer1*^*+/+*^ and CRISPR/Cas9-editing used to generate *Ccer1*^*−/−*^ mice. **b** Protein validation of *Ccer1*^*+/+*^ and CRISPR/Cas9-mediated deletion of CCER1 and the testis and epididymal morphology in *Cc*er1^−/−^ mice. The samples derive from the same experiment and that blots were processed in parallel. **c** Breeding experiments with *Ccer1*^*−/−*^, *Ccer1*^*+/−*^ and *Ccer1*^*+/+*^ males. Mice of each genotype (−58 bp, −29 bp, −8 bp) were crossed with fertile mates. The results (the mean ± SD) were determined using males in cages housing all three *Ccer1*^*−/−*^ lines (Homozygous of N_wildtype_ = 24, N_−58bp_ = 20, N_−29bp_ = 2, N_−8bp_ = 2; and Heterozygous of N_−58bp_ = 21). **d** PNA staining revealed the morphology associated with the 16-step spermatid development process in the *Ccer1*^*−/−*^ testes and *Ccer1*^*+/+*^ testes; the results show round-to-elongated spermatids with abnormal sperm heads. Scale bar: 10 μm. **e** Histologically determined morphology of the seminiferous epithelial tissue in the mouse testis revealed a spermiation failure in stage IX (arrow). Scale bar: 20 μm. **f** In addition, compared to those in the *Ccer1*^*+/+*^ mice, the spermatozoa in the epididymis of *Ccer1*^*−/−*^ mice presented a larger number of malformations. Scale bar: 10 μm. **g** Statistical comparison of the number of abnormal spermatozoa between *Ccer1*^*−/−*^ and *Ccer1*^*+/+*^ mice (8.70% ± 1.24% and 64.60% ± 7.57%, *n* = 3 for each genotype biological independent mice), Two-sided student’s *t*-test. Error bars, mean ± SD. *P* = 6.01 × 10^−3^. Source data are provided as a Source Data file.

A scanning electron microscopy (SEM) analysis further showed that spermatozoa in the *Ccer1*^*−/−*^ testes were very abnormal, and these observations of which were consistent with those of the histology analysis (Supplementary Fig. 4a); however, sperm flagella appeared normal, and typical “9 + 2” microtubule structures in the tails were integrated (Supplementary Fig. 4b). Thus, the loss of CCER1 affects the development of spermatids during spermiogenesis (the process of spermatid development) and causes male infertility in mice.

### Loss of CCER1 affects sperm nuclear condensation and the 3D chromatin structure

Next, we applied transmission electron microscopy (TEM) to further dissect the defects in the sperm from *Ccer1*^−/−^ mice. We found that most sperm heads in the *Ccer1*^−/−^ epididymis were less condensed than those in the *Ccer1*^*+/+*^ controls and grey intensity ratio of *Ccer1*^−/−^ were decreased (Fig. 4a, b), and the acrosome was separated from the nucleus. These observations suggest that sperm chromatin compaction produced by the *Ccer1*^*−/−*^ mice was defective.

**Fig. 4:**
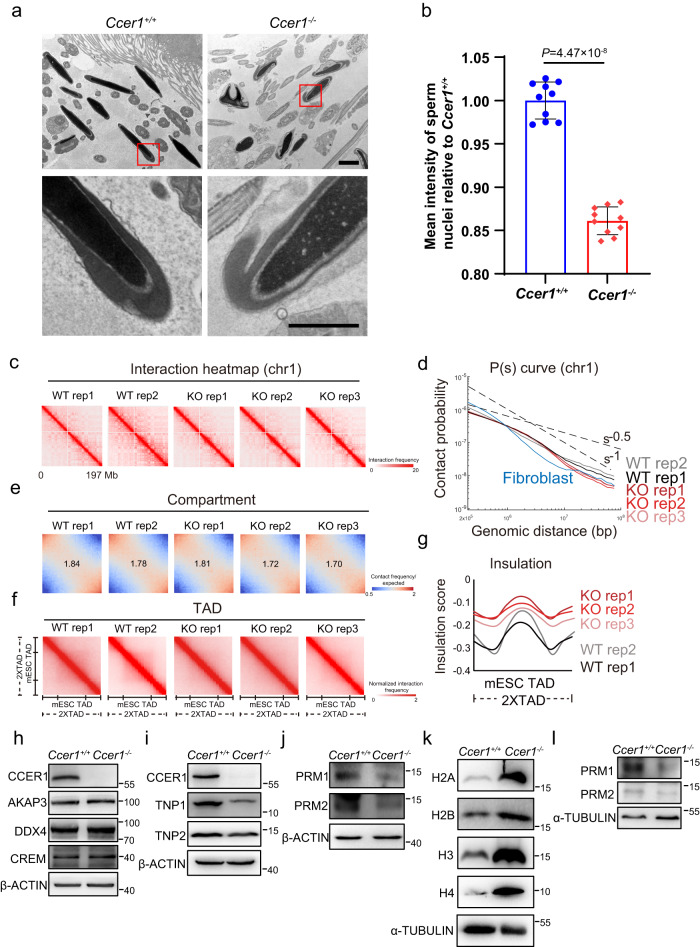
CCER1 mediates *Tnp1/2* and *Prm1/2* transcription and sperm nuclear condensation. **a** Representative images of transmission electron micrographs (TEM) showing the defects of DNA condensation in sperm nuclei in *Ccer1*^*−/−*^ mice. Scale bar: 2 μm (upper panel) and 1 μm (lower panel). **b** The grey intensity ratio of *Ccer1*^*−/−*^ vs. *Ccer1*^*+/+*^sperm was shown (100% ± 2.14% vs. 86.11% ± 1.60%, *n* = 10 replicates). Two-sided student’s *t*-test. Error bars, mean ± SD. *P* = 4.47 × 10^−8^. Source data are provided as a Source Data file. **c** Heatmaps show the interaction frequency for both *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ cells (chr1, 500 kb bin, two biological replicates for *Ccer1*^*+/+*^ and three biological replicates for *Ccer1*^*−/−*^ sperms). **d** P(s) curve (100 kb, chr1), which represents the chromatin contact probability relative to genomic distance, is shown for all samples. **e** Saddle plots show the strength of compartmentalization between *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ sperms. **f** Heatmaps show the normalized average interaction frequencies around all TADs (defined in mESC) between *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ replicates. **g** The metaplot shows the insulation score around all TADs for all samples. **h** Western blot analysis of the levels of spermatogenesis-associated proteins in testis. **i** Western blot analysis of the levels of transition proteins in testis. **j** Western blot analysis of the levels of Protamine proteins in testes. **k** Western blot analysis of the levels of H2A, H2B, H3 and H4 in mature sperm. **l** Western blot analysis of the levels of Protamine proteins in mature sperm of *Ccer1*^*+/+*^, and *Ccer1*^*−/−*^ mice. For (**h**–**l**), the loading control used for quantification and the protein to be compared were derived from the same experiment and that blots were processed in parallel.

To confirm the condensate state in the *Ccer1*^*−/−*^ mutants, we took advantage of in situ Hi-C to illustrate the chromatin state in both wild-type and mutant sperm at the molecular level^15,16^ (Supplementary Fig. 5c, d). According to the Hi-C results, the higher-order chromatin structure was altered in the *Ccer1*^*−/−*^ sperm compared to the wild-type control sperm (Fig. 4c–g). The distal interaction gradually decreased in the mutant cells, as shown in an interaction heatmap (Fig. 4c). We confirmed this observation by P(s) curve analysis, which displayed the chromatin contact probability relative to the genomic distance (Fig. 4d). The P(s) curve clearly showed decreased interaction frequency in distal regions, and this result was highly reproducible, indicating different principles of chromatin folding. Moreover, compared to that in WT cells, the compartment was slightly blurred in the *Ccer1*^*−/−*^ sperm (Fig. 4e). At a finer resolution, the dynamics of TADs (topologically associating domains) was analyzed. Both the average TAD interaction frequency and the insulation score results around TADs revealed that the TAD dynamics were weakened in *Ccer1*^*−/−*^ cells (Fig. 4f, g). To summarize, these results support the idea that chromatin in *Ccer1* mutant sperm underwent condensation at a lower rate, and that CCER1 was important for the 3D chromatin organization in sperm. Moreover, these data were consistent with our observations made via TEM.

### Loss of CCER1 reduces the transcript levels of *Tnp1/2* and *Prm1/2*

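Testis RNA was sequenced from 3 *Ccer1*+/+ and 3 *Ccer1*-/- adult mouse samples, which the paper describes as independent samples. A whole adult testis holds germ cells from spermatogonia to elongated spermatids together with Sertoli, Leydig, peritubular and blood cells, so each value averages over all of them. Messenger RNA was selected with oligo(dT) beads and copied with random primers. *Ccer1* itself separated the genotypes. Its level was 439, 610 and 529 CPM (counts scaled to a common library size) in *Ccer1*+/+ replicates 1, 2 and 3 and 82.1, 93.0 and 88.3 CPM in *Ccer1*-/- replicates 1, 2 and 3. Most other transcripts did not follow genotype alone. *Ccer1*+/+ replicate 1 had a mean Pearson correlation, over the log2 CPM of all genes tested, of 0.988 with the *Ccer1*-/- libraries and of 0.968 with the other *Ccer1*+/+ libraries. The first principal component held 44.7% of the variance and set *Ccer1*+/+ replicates 2 and 3 apart from the other 4 libraries, and the next component held 32.1% and set replicate 3 of each genotype apart from replicates 1 and 2. Across 13777 genes, which are not independent replicates, the log2 difference between *Ccer1*+/+ replicate 1 and the mean of *Ccer1*+/+ replicates 2 and 3 followed the GC content of the transcript (Spearman's rho = -0.69) and its length (rho = 0.23). The deposited values are estimated read counts for 22259 mouse genes, and they are not scaled between libraries. Each library held 15970289 to 19621550 counts. The submitters' notes name fastp 0.18.0, Bowtie2 2.2.8, HISAT2, StringTie 1.3.1 and the mouse build GRCm38, and the program that counted reads is not given in the sources used here. Counts were rounded, and 15139 genes passed edgeR's filter on low counts. They were scaled by TMM, which sets the libraries' factors from the bulk of the genes, and the genotypes were compared with edgeR's two-sided quasi-likelihood test. P values were adjusted by the Benjamini-Hochberg method, and a log2 fold change is *Ccer1*-/- over *Ccer1*+/+ throughout. On simulated counts with the same design the test called 46 of 50 genes changed 4-fold, 26 of 50 changed 2-fold and 4 of 50 changed 1.5-fold. Each gene was simulated independently, without the differences between libraries that many genes share in the real data. These shares therefore do not show how many such changes the test would find here.

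**Figure D1:**
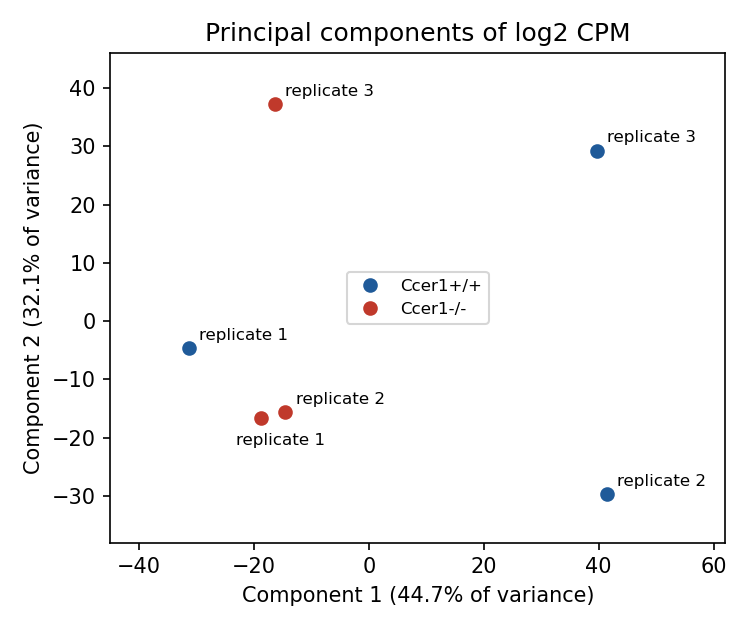
Principal components of log2 CPM over the 15139 genes tested, with 1 point per library. *Ccer1*+/+ replicate 1 lies beside *Ccer1*-/- replicates 1 and 2. The same held once a curve on transcript length and GC content was removed from each library.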

CCER1 is present in the nuclear euchromatic region during spermatogenesis, where transcription is thought to be active (although global transcription ceases in haploid germ cells); therefore, we performed RNA-seq with adult *Ccer1*^+/+^ and *Ccer1*^−/−^ mouse testes. The comparison of mRNA expression profiles revealed 110 upregulated and 72 downregulated genes, representing 0.82% of all transcripts (182/22259 transcripts) that were significantly up- or downregulated (as shown in the pie chart in Supplementary Fig 4c; *P* < 0.05, fold-change>1.5; three independent samples; GEO database, accession no. GSE212733). 

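Of 15139 genes tested, *Ccer1* alone fell in *Ccer1*-/- testes and 0 rose at an adjusted p under 0.05 from edgeR. With DESeq2, 4 genes fell (*Ccer1*, *Tnp1*, *Prm1* and *Prm2*) and 1 rose (*Cypt1*). The paper states a P under 0.05 and a fold change over 1.5 and its text does not say whether P was adjusted. With these thresholds taken on the unadjusted p, 124 genes were higher and 55 were lower, which is 0.804% of 22259 genes. Among the leading higher genes, *Cypt1*, which encodes a protein of the perinuclear theca of spermatids, was at 183 ± 1.66 CPM (SD, n = 3) in *Ccer1*-/- and 110 ± 18.4 CPM (SD, n = 3) in *Ccer1*+/+, a log2 fold change of 0.74 (standard error 0.14). *Wipi1*, an autophagy gene, had a log2 fold change of 0.58 (standard error 0.14), and *Usp3*, which encodes a deubiquitinase of histone H2A, one of 0.62 (standard error 0.16). *Vgf*, a neuropeptide precursor, had one of 1.79, but its mean was 1.14 CPM in *Ccer1*-/- and 0.325 CPM in *Ccer1*+/+. The other named leading higher genes, *Gm10807*, *Pcdhb1*, *Serpina1a* and *Plekho2*, had log2 fold changes of 1.14, 1.14, 1.36 and 0.51. *Serpina1a* has close paralogs that may share reads with it. After *Ccer1*, *Tnp1*, *Prm1*, *Prm2* and *Tnp2*, the leading lower genes were *Grin3b*, a glutamate receptor subunit, *Rhbdl2*, a rhomboid protease, *Ankrd13d*, and *Zan*, which encodes the sperm head protein zonadhesin. Their log2 fold changes were -0.95, -1.65, -1.19 and -0.45, and *Zan* was at 76.3 ± 3.23 CPM (SD, n = 3) in *Ccer1*-/- and 104 ± 11.1 CPM (SD, n = 3) in *Ccer1*+/+. The smallest adjusted p after *Ccer1* was 0.786 from edgeR, shared by all of these leading genes. At an unadjusted p under 0.05 alone, 245 genes were higher and 193 lower, 438 in all, where 757 would be reached if no gene differed. Without *Ccer1*+/+ replicate 1 the comparison rests on *Ccer1*+/+ replicates 2 and 3, which the first principal component set apart from all other libraries. EdgeR then called 1414 genes higher and 1923 lower at an adjusted p under 0.05, and at the paper's thresholds 1262 were higher and 806 lower. In 1112 of the 3337 genes called, *Ccer1*+/+ replicate 1 lay inside the range of the 3 *Ccer1*-/- libraries. These counts therefore cannot be ascribed to genotype alone. Of the leading genes, *Cypt1*, *Wipi1*, *Usp3*, *Gm10807*, *Pcdhb1*, *Plekho2*, *Grin3b*, *Ankrd13d* and *Zan* then passed too, and *Vgf*, *Serpina1a* and *Rhbdl2* did not. At those thresholds the counts of higher and lower genes were 72 and 31 without *Ccer1*+/+ replicate 2, 65 and 56 without *Ccer1*+/+ replicate 3, 45 and 90 without *Ccer1*-/- replicate 1, 55 and 86 without *Ccer1*-/- replicate 2, 106 and 93 when DESeq2's size factors replaced TMM, and 100 and 75 with upper quartile factors. They were 315 and 69 with a block for replicate number, 193 and 98 with no filter, 72 and 90 with the DESeq2 test, 80 and 104 with at least 10 counts in every library and, chosen after the values were seen, 112 and 19 with a surrogate variable.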

*Ccer1* deficiency led to a somewhat limited alteration in global gene expression in testes, and CCER1 both activated and suppressed gene expression in round spermatids. 

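The median log2 fold change of the transcripts of each stage of spermatogenesis lay between -0.092 and 0.14. Of 22 transcripts of elongating spermatids other than *Tnp1*, *Tnp2*, *Prm1* and *Prm2*, 12 had a positive and 10 a negative log2 fold change, with a median of 0.038 (camera adjusted p = 0.729). The median was -0.092 over 20 round spermatid transcripts (0.0563), 0.14 over 20 spermatocyte transcripts (0.676) and 0.020 over 18 spermatogonia transcripts (0.933). Each of these lists had 0 members past an adjusted p under 0.05 from edgeR, over all genes or adjusted over the list alone, and 2, 2, 2 and 0 members at an unadjusted p under 0.05 in the same order. DESeq2 called 0 of these members too. Examples of elongating spermatids are *Akap4*, a sheath protein of the sperm tail (0.30, standard error 0.12), and *Prm3* (-0.61, standard error 0.26). *Prm3* lies between *Tnp2* and *Prm2* on chromosome 16. Other examples are *Catsper4*, a sperm calcium channel subunit (-0.30, standard error 0.12), the heat shock gene *Hspa2* (-0.36, standard error 0.15) and *Piwil1*, a partner of piRNAs (-0.32, standard error 0.14). Of 26 lists tested with camera at a preset correlation of 0.01 between genes, the mitochondrially encoded genes rose (adjusted p = 2.22e-05), with 12 of 13 positive and a median log2 fold change of 0.52. The cytosolic ribosomal protein genes fell (adjusted p = 0.0133), with 16 of 22 negative and a median of -0.17. Neither call held with an estimated correlation (camera adjusted p = 0.959 for both). Neither list followed genotype in every library. The mean log2 level of the mitochondrially encoded genes, relative to the mean of all 6 libraries, was 0.53 in *Ccer1*+/+ replicate 1, -0.69 and -0.78 in *Ccer1*+/+ replicates 2 and 3, and 0.20 to 0.44 in *Ccer1*-/-. That of the ribosomal protein genes was -0.27, 0.29 and 0.19 in *Ccer1*+/+ and -0.11 to -0.047 in *Ccer1*-/-. Of the mitochondrially encoded genes, *mt-Co3* and *mt-Co2*, subunits of cytochrome c oxidase, had log2 fold changes of 0.52 (standard error 0.21) and 0.63 (standard error 0.26). *Rps18* and *Rps14*, of the small ribosomal subunit, had log2 fold changes of -0.52 (standard error 0.26) and -0.44 (standard error 0.23). All of these example genes passed with edgeR without *Ccer1*+/+ replicate 1. The somatic cells of the testis gave lists with medians of -0.0039 (19 Sertoli cell transcripts), 0.17 (14 Leydig cell transcripts), -0.040 (10 transcripts of peritubular myoid and smooth muscle cells), 0.018 (14 of macrophages and antigen-presenting cells), -0.10 (10 of endothelial cells) and -0.28 (3 of red blood cells). None of these 6 lists passed with camera (adjusted p = 0.384 to 0.932). The median and the direction of the test differ in sign for the Sertoli list (camera upward) and the macrophage list (camera downward), and the mean log2 fold change of the myoid list was 0.0077, opposite in sign to its median. The ribosomal call was lost without *Ccer1*+/+ replicate 2 (camera adjusted p = 0.151), *Ccer1*+/+ replicate 3 (0.125) or *Ccer1*-/- replicate 1 (0.0594), in a range of 3.87e-11 to 0.959 over all alternatives. The round spermatid list passed as lower without *Ccer1*+/+ replicate 1 (0.0426), *Ccer1*+/+ replicate 2 (0.00330), *Ccer1*-/- replicate 2 (0.0283) or *Ccer1*-/- replicate 3 (0.0211), and with DESeq2's size factors (0.0320), upper quartile factors (0.0334), the DESeq2 test (0.0220) or at least 10 counts in every library (0.0312). In settings chosen after the values were seen it passed with a curve on length and GC content removed (0.0135) or a surrogate variable (0.0140), in a range of 0.00330 to 0.604 over all alternatives, and the elongating spermatid list passed as higher in 2 such settings (range 1.87e-04 to 0.959).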

Intriguingly, we noted that the most important genes involved in spermatid development, including transition proteins 1 and 2 (*Tnp1/2*) and protamine 1 and 2 (*Prm1/2*), were the most downregulated transcripts (Supplementary Fig. 4d) while the levels of gene transcripts marking various cell-development stages, including *Akap3*, *Tssk6*, *Crem*, *Spaca9*, and *Odf3*, were likely to remain intact (Supplementary Fig. 4e), consistent with the western blot analysis (Fig. 4h). 

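The loss of *Ccer1* RNA was partial. *Ccer1* was at 526 ± 85.5 CPM (SD, n = 3) in *Ccer1*+/+ and 87.8 ± 5.46 CPM (SD, n = 3) in *Ccer1*-/- testes, which is 16.7% of the *Ccer1*+/+ mean. It fell by 2.58 on the log2 scale (standard error 0.15, adjusted p = 7.35e-04 from edgeR). *Tnp1* and *Tnp2* encode the transition proteins that replace histones in elongating spermatids, and *Prm1* and *Prm2* encode the protamines that follow them. *Tnp1*, on chromosome 1 of GRCm38 from 73015074 to 73015899, was at 2122 ± 771 CPM (SD, n = 3) in *Ccer1*+/+ and 639 ± 92.2 CPM (SD, n = 3) in *Ccer1*-/- testes, a log2 fold change of -1.73 (standard error 0.26). The other 3 genes lie near each other on chromosome 16, *Tnp2* from 10787935 to 10788655, *Prm2* from 10791377 to 10792105 and *Prm1* from 10796332 to 10796823. *Tnp2* was at 4947 ± 918 CPM in *Ccer1*+/+ and 2984 ± 233 CPM in *Ccer1*-/- (SD, n = 3 each), a log2 fold change of -0.73 (standard error 0.15). *Prm1* was at 2170 ± 479 and 1164 ± 103 CPM, a log2 fold change of -0.90 (standard error 0.17), and *Prm2* was at 5245 ± 1230 and 2938 ± 78.7 CPM, a log2 fold change of -0.84 (standard error 0.17). For each of the 4 genes every *Ccer1*-/- library lay below every *Ccer1*+/+ library (two-sided exact permutation test, p = 0.10, the smallest p that 3 samples against 3 allow). With edgeR over all genes each had an adjusted p of 0.786, and 4 of 4 passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on these samples. As a set they fell with camera (adjusted p = 8.21e-20), and this call was lost with an estimated correlation (adjusted p = 0.202). Together the 4 genes made up 1.09%, 1.62% and 1.56% of all counts in *Ccer1*+/+ replicates 1, 2 and 3 and 0.823%, 0.808% and 0.714% in *Ccer1*-/- replicates 1, 2 and 3. Their mean log2 level exceeded that of the other elongating spermatid transcripts by 2.49 ± 0.37 (SD, n = 3) in *Ccer1*+/+ and by 1.39 ± 0.11 (SD, n = 3) in *Ccer1*-/- testes (two-sided exact permutation test, p = 0.10). Among lower genes *Prm2*, *Tnp2*, *Tnp1* and *Prm1* ranked 1, 2, 3 and 5 by the difference of mean CPM, and *Tnp1*, *Prm1*, *Prm2* and *Tnp2* ranked 4, 41, 58 and 107 by log2 fold change. The genes reported intact did not pass the test. Their log2 fold changes were 0.12 for *Akap3*, a tail sheath protein (95% interval -0.15 to 0.40), -0.29 for the kinase gene *Tssk6* (-0.75 to 0.17) and 0.078 for *Crem*, a transcription factor of spermatids (-0.21 to 0.36). They were -0.096 for *Spaca9* (-0.42 to 0.23) and -0.080 for *Odf3*, an outer dense fiber gene (-0.32 to 0.16). The germ cell helicase gene *Ddx4*, for whose protein the paper lists an antibody, had one of 0.31 (-0.24 to 0.86). The adjusted p of these genes from edgeR was 0.786 to 0.866. From the RNA-seq the paper states that *Tnp1*, *Tnp2*, *Prm1* and *Prm2* were the most downregulated transcripts (Supplementary Fig. 4d). Its qRT-PCR of testis RNA (Supplementary Fig. 4e) also reports significant differences for *Ccer1* and for each of these 4 genes. From the same qRT-PCR and western blotting (Fig. 4h) it proposes that the stage markers remained intact. It then measures the 4 proteins by western blotting (Fig. 4i, j). Without *Ccer1*+/+ replicate 1, edgeR's adjusted p was 0.00218 for *Tnp1*, 0.00319 for *Tnp2*, 0.00312 for *Prm1* and 8.01e-04 for *Prm2*. In that setting *Tssk6* (-0.58, adjusted p = 0.00358), *Spaca9* (-0.30, 0.0313) and *Ddx4* (0.57, 0.0488) also passed. Against *Ccer1*+/+ replicate 1 alone, chosen after the values were seen, *Tssk6* (0.27), *Spaca9* (0.18) and *Ddx4* (-0.20) had the opposite sign. DESeq2 on all 6 libraries called *Tnp1* (adjusted p = 1.50e-07), *Prm1* (0.0142) and *Prm2* (0.0477) but not *Tnp2* (0.0770), and over all alternatives the adjusted p of each of these 7 genes reached up to 1.00.

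**Figure D2:**
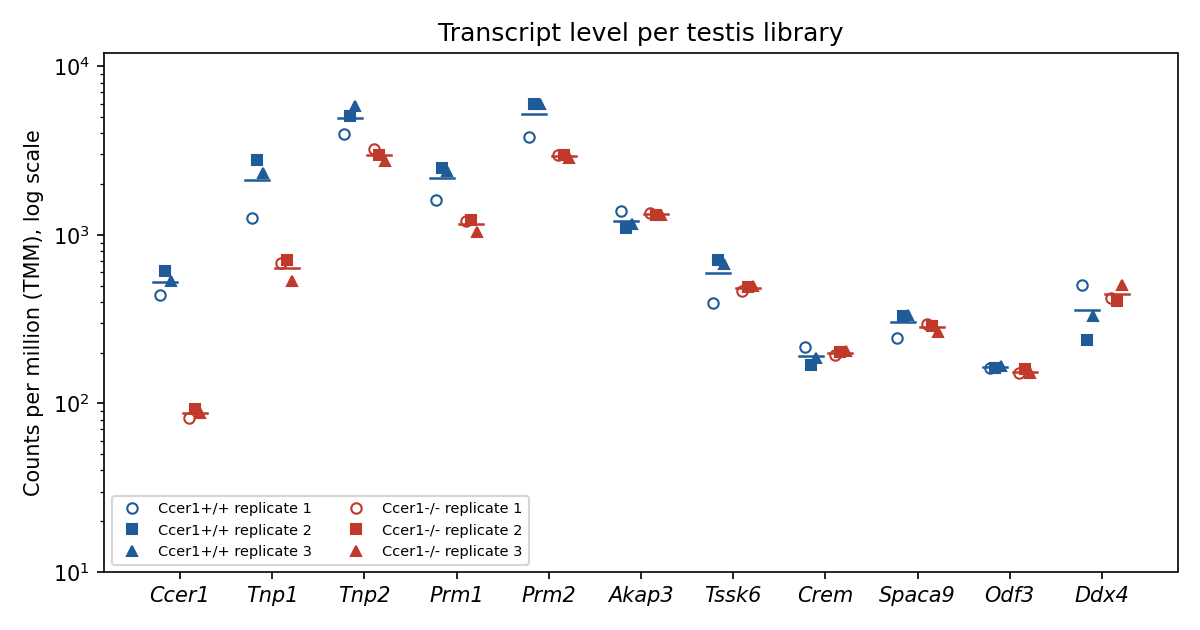
Level in each testis library, in TMM-scaled CPM on a log axis, of *Ccer1*, *Tnp1*, *Tnp2*, *Prm1*, *Prm2*, the genes reported intact and *Ddx4* in *Ccer1*+/+ and *Ccer1*-/- testes, with a bar at the mean. For *Tnp1* the *Ccer1*-/- libraries lie between 533 and 705 CPM, below the lowest *Ccer1*+/+ library at 1266 CPM.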

We also performed western blotting and found a significant decrease in TNP1, TNP2, PRM1, and PRM2 protein expression in the *Ccer1*^−/−^ testes (Fig. 4i, j). Moreover, a further decrease in the fluorescence intensity of TNP1 and PRM2 was clear in the *Ccer1*^−/−^ mouse testes but not in the *Ccer1*^+/+^ mouse testes (Supplementary Fig. 4f, g). In order to rule out that the reduction of PRM is not caused by the reduction of sperm count (as indicated in Supplementary Fig. 2c, g), we collected mature sperm in the cauda epididymis, and performed western blots on PRM proteins and found that they were significantly reduced in *Ccer1*^−/−^ mice (Fig. 4l). Consistent with this, we found significant histone residues (H2A, H2B, H3 and H4) in sperm from *Ccer1*-deficient mice (Fig. 4k). Next, we also evaluated CMA3 (anthraquinone glycoside chromomycin A3) signal in spermatids, since CMA3 is a fluorescent dye that binds to GC-rich regions of DNA and CMA3 fluorescence in sperm indicates the protamine deficient^17^. We found that testis CMA3 fluorescence signal was significantly elevated in late-stage spermatids in *Ccer1*^−/−^ mice compared with wild-type mice. Epididymis sperm staining also confirmed elevated CMA3 signal in *Ccer1*^−/−^sperm (Supplementary Fig. 5a, b). Together, these data support an impaired histone-to-protamine exchange in the *Ccer1*^−/−^ mice.

### CCER1 self-assembles to form granule-like condensates

The change in the steps from 10 to 11 represents a transition in elongating spermatids during the 16-step spermatid development process. We observed that CCER1 forms large granules in the nucleus of spermatids, with concentrated granules evident until step 10, disappearing at steps 11–16 (Figs. 2c, d, and 5a). Similarly, we observed the formation of CCER1 droplet-like condensates in vitro when the GFP-CCER1 plasmid expressing the CCER1 fusion protein was integrated into HEK293T cells (Fig. 5b). The process of GFP-CCER1 condensate formation was also captured by live-cell imaging (Supplementary Movie 1). The CCRE1 protein contains a coiled-coil domain in the C-terminus, which has been suggested to be a possible dimer- and/or polymer-forming structure. We then explored whether CCER1 undergoes self-interaction and assembly. To this end, we constructed plasmids to generate ectopically expressed mouse CCER1 fusion proteins in HEK293T cells with GFP, mCherry, or Flag protein tags. As determined via co-IP experiments, CCER1 monomers assembled into dimers and polymers through self-interaction (Fig. 5c). Correspondingly, transiently overexpressed human or mouse CCER1 that was fused to different tag proteins colocalized with each other (Fig. 5d).

**Fig. 5:**
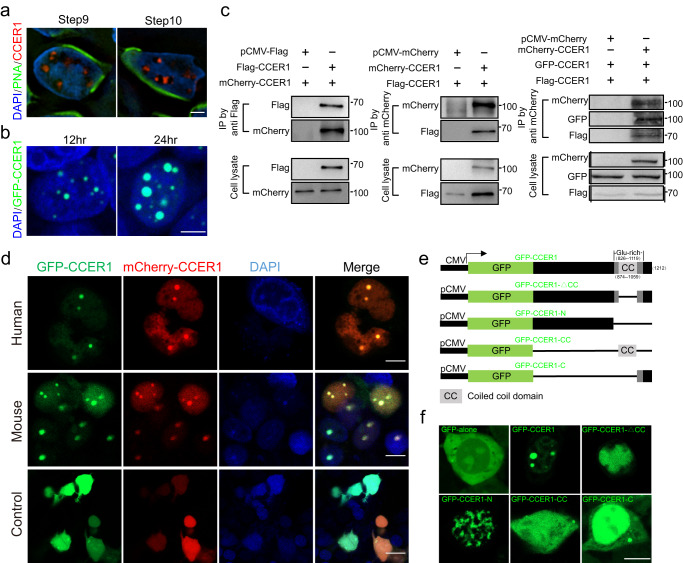
CCER1 self-assembles to form condensates. **a** CCER1 forms condensed granules in the DAPI-light chromatin region of elongating spermatids (left, step 9; right, step 10) in vivo. Scale bar: 1 μm. **b** Large condensed granules were found in HEK293T cells transfected with a *Ccer1*-expressing plasmid in vitro. Scale bar: 10 μm. **c** Coimmunoprecipitation of Flag-CCER1 and mCherry-CCER1 from HEK293T cells expressing different CCER1-tagged proteins (Flag, mCherry, or GFP) and immunoblotted with anti-mCherry anti-Flag and anti-GFP antibodies, respectively. **d** Immunofluorescence verification of the colocalization of mCherry-CCER1 and GFP-CCER1 in HEK293T cells transfected with human and mouse s coding sequences. Cells with only GFP transfection were controls. Scale bar: 10 μm. **e** Plasmid constructs expressing full-length CCER1 (1–1212 bp), CCER1-N (1–873 bp), CCER1-C (C terminal, 1060–1212 bp), CCER1-△CC (internal deletion; 874–1059 bp), CCER1-CC (coiled-coil domain, 875–1058 bp) or GFP alone. **f** Granular condensate or punctate distribution in transfected HEK HEK293T cells. Scale bar: 10 μm.

We then sought to determine whether the C-terminal coiled-coil domain of CCER1 are self-assembled to form a condensate. We first generated a GFP-CCER1 plasmid expressing a CCER1 fusion protein containing full-length (1–1212 bp) CCER1, CCER1-N (1–873 bp), CCER1-C (1060–1212 bp), CCER1-Δ (874–1059 internal deletion bp), CCER1-CC (875–1058 bp) or GFP alone to observe the distribution of GFP fusion proteins expressed in HEK293T cells (Fig. 5e). The results showed that only punctate granules were evident in all the plasmid-transfected cells except for the cells carrying the plasmid with the full-length coding sequence of *Ccer1* (Fig. 5f). Nonetheless, the data show that CCER1 interacts with itself and forms substantial condensates.

### Nuclear CCER1 is a phase-separated condensate

It has recently been suggested that the liquid phase mediates the formation of biomolecular condensates associated with different cellular processes. The endogenous and exogenous abundance of these spherical and droplet-like CCER1 aggregates (Figs. 2c,  5a, b, and Supplementary Movie 1) prompted us to hypothesize that the CCER1 protein may undergo a new transition in the nucleus to form a condensate and that CCER1 may exert its biological effects through LLPS.

As intrinsically disordered proteins/regions (IDPs/IDRs) are key molecular drivers that promote LLPS, we examined CCER1 to identify LLPS-driven structure formation. We applied PONDR^18^ to analyze the protein sequences of mouse and human CCER1 and found that the globally disordered regions were much longer than the ordered regions. The percentage of CCER1 disordered regions was 70.47% in mice and 66.26% in humans. Five highly conserved disordered regions (defined by a residue number, which was the PONDR score, >0.5, hereafter referred to as IDR 1–5) are located within 403 aa of the full-length mouse CCER1 protein sequence or 406 aa of the full-length human sequence (Fig. 6a, b). Additionally, previous studies have demonstrated some unique polar and charged amino acids enriched in intrinsic IDRs of LLPS-related proteins^6^. We found that CCER1 is a typical glutamate-rich protein, the maximally disordered region of which (IDR5) is located in the C-terminus and is enriched with glutamine. Above all analysis of the CCER1 amino acid sequence strongly indicates an IDR-induced LLPS feature. These IDRs in CCER1 are thought to drive LLPS formation in cells.

**Fig. 6:**
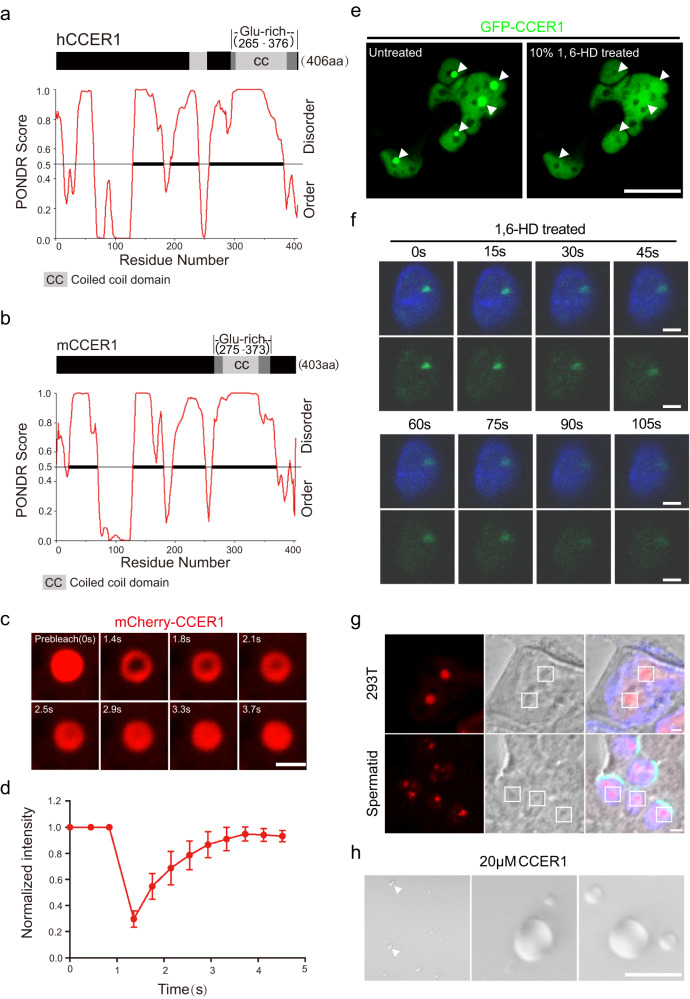
Nuclear CCER1 is a phase-separated condensate protein. **a** Disordered regions in the human CCER1 protein sequence, defined by PONDR Score > 0.5, which was based on the number of residues. **b** Disordered region in the mouse CCER1 protein sequence. **c** FRAP analysis of mCherry-CCER1 droplets in transfected cells. Scale bar: 2 μm (**d**). Recovery of normalized fluorescence intensity in the FRAP analysis. *n* = 3 cells. Data are mean ± SD. **e** Treatment with 1,6-hexanediol to disrupt liquid-like CCER1 condensates in living HEK293T cells expressing the GFP-CCER1 fusion protein. Scale bar: 20 μm. **f** Treatment with 1,6-hexanediol to disrupt liquid-like CCER1 condensates in the spermatids of the testis from EGFP-Flag knock-in mice. Scale bar: 2 μm. **g** The CCER1 fusion protein formed droplet-like condensates in HEK293T cells transfected in vitro (up panel); Endogenous droplet-like condensates of CCER1 in spermatids (down panel). Scale bar: 2 μm. **h** Purified recombinant CCER1 protein formed droplets in a specific solution. Scale bar: 10 μm.

Next, we investigated whether CCER1 exhibits LLPS behavior in cells. First, we performed fluorescence recovery after photobleaching (FRAP) to assess whether the mCherry-CCER1 fusion protein condensate is soluble and fluid in cells. As expected, the fluorescence intensity of mCherry-CCER1 recovered rapidly after photobleaching (Fig. 6c, d), indicating that the nuclear CCER1 protein forms droplets in a highly dynamic manner and that these droplets can freely exchange within the nuclear matrix. Second, we performed live-cell imaging and found that when GFP-CCER1 droplets in live HEK293T cells (Supplementary Movie 1) or endogenous CCER1 condensates in nonchemically fixed spermatids were treated with 1,6-hexanediol (a chemical that specifically disrupts LLPS condensates)^19^, the CCER1 condensate dissolved rapidly (Fig. 6e, f, and Supplementary Movie 2). Furthermore, via DIC microscopy, we detected clear spherical, droplet-like CCER1 condensates (mCherry-CCER1 fusion protein) in transfected cells in vitro and testis sections in vivo (Fig. 6g). Liquid phase-separated proteins often form condensates in a specific solution (e.g., 20 µm Tris, 200 mM NaCl, and 1 mM DTT)^20^, and we next purified the recombinant CCER1 protein (from yeast) and performed in vitro assays to determine the CCER1 LLPS capacity. The results showed that purified CCER1 indeed formed droplets in the aforementioned solution (Fig. 6h). These results collectively revealed that nuclear CCER1 was a phase-separated condensate in the mouse spermatids.

We then sought to determine whether the defects in h*CCER1* that can be mimicked by mutant variants identified in human patients with NOA (Fig. 1a–c). To this end, we generated ectopically overexpressed mCherry fusion WT and mutant hCCER1 proteins in HEK293T cells (Supplementary Fig. 6a, b). We investigated these mutations in detail and found that the and c.358_388del, 31 bp (p.Cys120fs) mutants led to the degradation of CCER1 proteins and the residual CCER1 was unable to form phase separation; the mutant c.157 C > T (p.Arg53*) and c.534 G > A (p. Trp178*), which induced a truncated hCCER1 protein, lost the ability to form condensates (Supplementary Fig. 6a). All of the abovementioned mutations led to CCER1 LLPS deficiency (Supplementary Fig. 6b).

### CCER1 condensates affects nucleosome epigenetic modifications

As histone writers/readers/erasers are involved in dramatic genome remodeling that rewires the haploid spermatid genome, we next sought to investigate whether there were any epigenetic modification changes in the *Ccer1*^*−/−*^ mouse testes by acetylation, ubiquitination, and methylation, modifications that are required for chromatin conformation, nucleosome stability, and histone–DNA interactions. We first measured the levels of canonical histones (H2A, H2B, H3, and H4) and the linker histone H1 and testis-specific H1 variants. Western blotting revealed that the levels of the linker histone H1.0 and the testis-specific H1 variant H1.6 were decreased in the *Ccer1*^*−/−*^ testis (Fig. 7a), and other histone variants, including H2A/B, H3.1, H3.3, and H4, likely remained intact (Fig. 7b–d). Notably, we found that the ubiquitination levels of H2A/B and the acetylation levels of H3K9, H4K8, K12, and K16 were significantly reduced in the *Ccer1*^*−/−*^ testes (Fig. 7b, d, e, and Supplementary Fig. 7a–c), while the methylation of histone 3 at K4, K9, and K36 likely remained intact (Fig. 7c). Hyperacetylation of histones in particular is a critical step for promoting histone eviction and subsequent TNPs and PRMs incorporation during spermatogenesis; therefore, we verified the hyperacetylation of histones K4 by measuring fluorescence intensity and found that the intensity levels of H4K16ac, at lease (Fig. 7f) was much weaker in the *Ccer1*^*−/−*^ mouse testes than in the *Ccer1*^+/+^ mouse testes. Interestingly, the spatiotemporal expression of CCER1 in haploid cells was similarly consistent with the that previously reported for protein CHD5, an epigenetic protein located in heterochromatin that affects histone-to-protamine displacement and chromatin remodeling; however, we found that the loss of CCER1 did not affect the CHD5 level or localization (Fig. 7g, h). In addition, we found that not only the total protamine was reduced in *Ccer1*^*−/−*^ spermatids (Fig. 4j, l), but also the chromatin-associated protein TNPs and PRMs levels were significantly reduced in the *Ccer1*^*−/−*^ spermatids (Fig. 7i, j), strongly indicating that transition proteins failed to replace the histones in the testes of the *Ccer1*-deficient mice. Although there are multiple mechanisms through which LLPS may regulate histone modifications and the transcription of *Tnps* and *Prms* (see discussion), the data taken together suggest that CCER1 liquid-phase condensation is a multifaceted mediator that affects nucleosomal epigenetic modifications in the sperm cell nucleus (Fig. 7k).

**Fig. 7:**
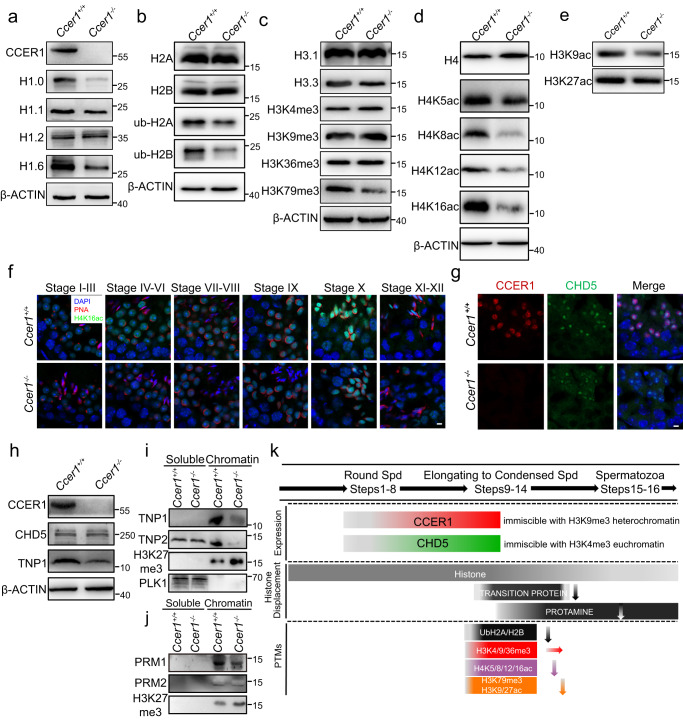
CCER1 liquid-phase condensation affects nucleosome epigenetic modification. **a** Representative western blot showing the protein levels of histone 1 variants in the testes of *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ mice. **b** Representative western blot showing the protein levels of histones 2A and 2B and the ubiquitination of histone H2 variants. **c** Representative western blot showing the protein levels of histone 3 variants and the methylation of histone H3 variants. **d** Representative western blot showing the protein levels of histone 4 and the acetylation of histone H4 lysine residues. **e** Representative western blot showing the acetylation levels of H3K9 and H3K27. **f** Representative immunofluorescence showing the acetylation levels of H4K16 in each stage of seminiferous tubules in the testes of *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ mice. Scale bar: 5 μm. **g** Immunofluorescence staining showing the localization of CCER1 (red) and CHD5 (green) in mouse testes. Scale bar: 5 μm. **h** Representative western blots showing the protein levels of CHD5 and TNP1 in the testes of *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ mice. **i** Chromatin-associated TNP1 and TNP2 were defective in *Ccer1*-deficient mouse spermatid. PLK1 and H3K27me3 were used as loading controls representing the nuclear extract and chromatin-bound fraction, respectively. **j** Chromatin-associated PRM1 and PRM2 were defective in *Ccer1*-deficient mouse spermatid. H3K27me3 as the loading control representing chromatin-bound fraction. **k** Summary of key time points and epigenetic events during the histone-to-protamine transition, when haploid germ cells undergo significant morphological changes and nuclear chromatin reorganization. For (**a**–**e**) and (**h**–**j**), the loading control used for quantification and the protein to be compared were derived from the same experiment and that blots were processed in parallel.

Collectively, the results support that nuclear CCER1 forms a phase-separated condensate in the mouse testes, and mutations identified in both human patients and mice affect the phase separation of CCER1 and lead to the loss of CCER1 function and pathogenesis, specifically male infertility.

## Discussion

In this study, we proposed that CCER1, a testis-specific protein that has not been widely studied, is required for spermatogenesis and male fertility. Spermatogenesis is one of the most complex multistage biological processes, with each stage precisely regulated by genes at the transcriptional and posttranscriptional levels. Because DNA methylation is a major mechanism of tissue-specific gene silencing and given that CGIs are discrete CpG-rich regions in 50–70% of human gene promoters^21^, we analyzed bona fide CGIs in *Ccer1* and found that they were hypermethylated in normal somatic tissues but not in germ cells, explaining the germline-specific expression of *Ccer1*. Our findings showing that heterozygous human *CCER1* variants are pathogenic in patients with clinical azoospermia were supported by highly significant differences in our large-cohort study. It is worth noting that our data show heterozygous mutations in humans differ in infertility from homozygous mutations in mice, which may be attributed to the following reasons. First, mice, especially those on the B6 background, are less tolerant to deleterious mutations, whereas the complexity of the human genetic background is more tolerant to disease. Tolerance to *CCER1* mutations may contribute to differences in the type and degree of infertility in humans and mice. Second, human genetic variation diseases include not only oligogene mutations that cause multiple lesions, but also the combined effects of multiple gene mutations. Heterozygous NOA patients may also be caused by the combined effect of *CCER1* and other possible lesions.

To further investigate how CCER1 functions in spermatogenesis, we took advantage of in situ Hi-C to illustrate the chromatin state in both wild-type and mutant sperm, and found the density of spermatid nuclei is reduced, the higher-order structure of chromatin is affected, and the interaction of distal chromatin is weakened. What these Hi-C structure changes reflect remains not completely understood. Interestingly, a recent preprint study^22^ reported possibility of extracellular chromatin contamination in sperm samples. Based on confocal microscope, the purity of sperm in our study is around 99.29% ± 0.78% in *Ccer1*^*+/+*^ mice and 99.39% ± 0.25% in *Ccer1*^*−/−*^ mice (data not shown), comparable with previous studies^16,23,24^. Nevertheless, we could not exclude the possibility of somatic cell contamination and future studies were warranted to validate these alterations of chromatin organization.

Interestingly, as features of CCER1 include abundant IDRs and dimer or polymer formation, we analyzed CCER1 and found it to be a liquid-phase-separated condensate that is required for chromatin packaging into the sperm head and for fertility because it coordinates the HTP transition in the testis. The HTP transition in testicular haploid cells is a key biological event in which protamine replaces core histone proteins to promote chromatin condensation. During the HTP transition, most somatic histones are first replaced by testis-specific histone variants, followed by the incorporation of transition proteins (TPs) into the spermatid nucleus, and then, protamines (PRMs) replace the TPs. Thus, in late-stage sperm cells, genomes are packaged into highly condensed sperm nuclei^2^. In our study, *Tnp1/2* and *Prm1/2* were downregulated when CCER1 was deleted in haploid cells, and all these proteins are essential for chromatin condensation in spermatids. Many histone variants are expressed during spermatogenesis and regulate the chromatin structure to facilitate histone substitution for protamine. Defects in histone substitutions or modifications can lead to azoospermia, oligospermia, or teratozoospermia, leading to male infertility^25^. The nucleosome is the unit of packaged DNA and contains four typical histones (H2A/2B, H3, and H4) connected through the linker histone H1. In our profiling of histone variants, only the levels of the histone linker H1.0 and testis-specific H1 variant H1.6 were decreased by *Ccer1* deletion in the testis, while other histones, including H2, H3, and H4, likely remained intact. Histone H1 plays a role in linking nucleosomes and stabilizing chromatin structure. Changes in the structure of sperm chromatin may be secondary to a reduction in histone H1. Many posttranslational modifications of histone termini significantly affect chromatin conformation by affecting nucleosome stability and histone–DNA interactions. These modifications have been shown to facilitate the replacement of histones with protamines and mainly include acetylation, ubiquitination, methylation, and phosphorylation^26^. In our study, the acetylation levels in H4 histone (H4K5ac, H4K8ac, H4K12ac, and H4K16ac) and ubiquitination levels in H2 histone (H2A and H2B) in the *Ccer1*-deficient mouse testes, in particular, were lower than those in the *Ccer1* wild type mouse testes. H2A and H2B ubiquitination is prevalent in spermatocytes and elongated spermatids and is required for the recruitment of the acetyltransferase complex to modify H4K16ac and mediate histone removal^3^. H4 hyperacetylation has been shown to be essential for the destabilization and remodeling of nucleosomes and TP incorporation is required for histone-to-protamine substitution during spermatogenesis^5^. Additionally, a previous study showed that acetylation of the histone H4 terminus on lysine residues (K5, K8, K12, and K16) modulated both higher-order chromatin structure assembly and that random hyperacetylation is uniquely important for the formation of chromatin fibers and is involved in regulating transcriptional activity^27^. The negative effects on H4 hyperacetylation during the HTP transition in *Ccer1*^*−/−*^ mice should be identical. Additionally, other modifications, such as methylation on histone H3, are associated with the transcriptional regulation of *Tnps* and *Prms* gene expression^4,28^. Methylation of H3K4 contributes to the opening of the chromatin configuration, and trimethylation of H3K9 and H3K27 is associated with the closing of the chromatin configuration, thus balancing the “open” and “closed” chromatin regions during the HTP transition^29^. However, we found no clear changes in H3K4me3, H3K9me3, H3K27me3, and H3K79me3 levels in *Ccer1*-deficient mouse testes, suggesting that mechanisms independent of histone H3 methylation are involved in coordinating the levels of *Tnps* and *Prms*.

Recently, liquid-phase condensation has gained increasing attention, particularly with respect to the nucleus. Nuclear condensates range from micrometer-sized bodies, such as the nucleolus, to sub-micrometer structures, such as transcriptional assemblies, all of which directly interact with and regulate the genome. Separation mechanisms regulate chromatin compartmentalization, chromatin remodeling, and nuclear condensation^30,31^; MeCP2 via LLPS^32,33^. Condensates enhance and disrupt the separation of heterochromatin and euchromatin^33^. Recent research shows that LLPS plays an important role in the ubiquitination modification of nucleosomal H2B components. Lge1 is a scaffold protein that forms a droplet-like structure in the nucleus through phase separation and interacts with the E3 ubiquitin ligase Bre1 through its C-terminal coiled-coil domain to form a Lge1-Bre1 core-shell structure; this structure recruits the ubiquitin-conjugating enzyme and nucleosome strings, which in turn ubiquitinates nucleosome H2^34^. We hypothesized that CCER1 condensates form droplet-like structures similar to those formed by Lge1 to modify histones in spermatid cells.

Multivalent interactions through intrinsically disordered proteins/regions (IDPs/IDRs) that are often enriched with specific polar and charged amino acids, including glycine (G), serine (S), glutamine (Q), proline (P), glutamic acid (E), lysine (K), and arginine (R), are key molecular drivers of liquid condensate assembly^6^. We found that the amino acid sequence of CCER1 has the typical abovementioned characteristics: the C-terminus of CCER1 comprises a coiled-coil domain, which can self-assemble to form higher-order polymers; an overall disordered region that is longer than the ordered region; and an IDR protein, which induces LLPS. More importantly, CCER1 can form a liquid phase in the nucleus and exert its biological function through LLPS, ultimately promoting sperm nuclear condensation during testicular HTP transition. Notably, the three LOF variants we identified in the *CCER1* carried by patients with NOA were located upstream of the coiled-coil domain, leading to premature termination or a frameshift in CCER1 translation. Furthermore, we found that mutant CCER1 proteins with a deleted coiled-coil domain showed no ability to undergo LLPS in vitro. As expected in population studies, the three mutations were absent in genomAD subjects and in our 2713 fertile controls. The combined effect of the above three mutations was significantly associated with an increased risk of NOA, which suggests its pathogenicity of CCER1 loss-of-function mutations. Previously, we have screened the common variants by genome-wide association study in the etiology of NOA in Han Chinese men^35,36^, while in this study, we identified *CCER1* rare mutations by Sanger sequencing of the coding region as new idiopathic factors that led to the loss of *CCER1* function and azoospermia.

In sum, our data suggest that *Ccer1* is a gene that causes infertility that mediates nuclear chromatin condensation via LLPS in germ cells. The findings of CCER1 not only hold promise for leading to the elucidation of mechanisms regulating histone replacement with protamine during spermatogenesis and potential treatments for human infertility but also for excellent in vivo model generation for exploring how nuclear phase segregation proteins affect chromatin remodeling.

## Methods

### NOA patient population

All methods and experimental protocols on human subjects were approved by the relevant review of Ethics Committee of Nanjing Medical University. All patients provided written informed consent before taking part in this research. This study included 620 NOA patients recruited from the Nanjing Center of Reproductive Medicine. All infertile male subjects were genetically unrelated Han Chinese men and were selected based on an andrological examination, including examination of their medical history, physical examination, semen analysis, scrotal ultrasound, hormone analysis, karyotyping, and Y chromosome microdeletion screening. Those with a history of cryptorchidism, vascular trauma, orchitis, obstruction of the vas deferens, abnormalities in chromosome number, or microdeletions of the azoospermia factor region on the Y chromosome were excluded from the study. Semen analysis for sperm concentration, motility, and morphology was performed on the basis of the World Health Organization (WHO) criteria (1999). Subjects with NOA showed no detectable sperm in the ejaculate after evaluation of a centrifuged pellet. To differentiate this condition from obstructive azoospermia (OA), only idiopathic azoospermic patients with small and soft testes, normal fructose, and neutral alpha-glucosidase in seminal plasma were included in the study. Those with a history of vasectomy were excluded. To ensure the reliability of the diagnosis, each individual was examined twice, and the absence of spermatozoa from both replicate samples was taken to indicate azoospermia. The 2713 fertile controls were recruited from the adult cohort in Jiangsu Province. A 5-ml sample of whole blood was obtained from each participant as a source of genomic DNA for further Sanger sequencing analysis, and all participants provided written informed consent before participating in this research. The study was conducted in accordance to the criteria set by the Declaration of Helsinki.

### Generation of Ccer1-knockout mice

*Ccer1* was targeted by two sg RNAs as follows: sgRNA1_up: taggGGATCATCTGTGCTGGGCAC; sgRNA1_down: aaacGTGCCCAGCACAGATGATCC; sgRNA2_up: taggGCGTTTGCTGCTGCTCCTGC; and sgRNA2_down: aaacGCAGGAGCAGCAGCAAACGC. 

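Both guides match the single exon of *Ccer1*, and neither has another perfect match in the mouse genome build NCBIM37. The target of sgRNA1, GGATCATCTGTGCTGGGCAC, lies on the minus strand of chromosome 10 from 97156416 to 97156435 and is followed by the PAM AGG. The target of sgRNA2, GCGTTTGCTGCTGCTCCTGC, lies on the plus strand from 97156460 to 97156479 and is followed by the PAM TGG. Counted from the first base of the start codon, the targets span coding bases 306 to 325 and 350 to 369. With Cas9 cutting 3 bases from the PAM, the cut sites fall after coding bases 308 and 366, so that 58 bases lie between them, from 97156419 to 97156476. They are 3.10% of the transcript. Removal of exactly these bases would keep the first 103 amino acids of 403, shift the frame and reach a stop after 143 codons. The 58-bp allele drawn in Supplementary Fig. 2a joins CCAGAGCCCCCTGTG to TGCTGGAGCGG, which is the reference without exactly these bases, and no other placement of the deletion gives the same sequence. The paper selected this line of mice for further analysis, and its text does not name the line at the RNA-seq. The reference sequence from 97156389 to 97156506, which holds the 58 bases and 30 more on each side, is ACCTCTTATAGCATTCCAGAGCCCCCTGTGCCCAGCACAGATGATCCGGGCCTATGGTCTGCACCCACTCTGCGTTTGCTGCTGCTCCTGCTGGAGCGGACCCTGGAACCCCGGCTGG.

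**Figure D3:**
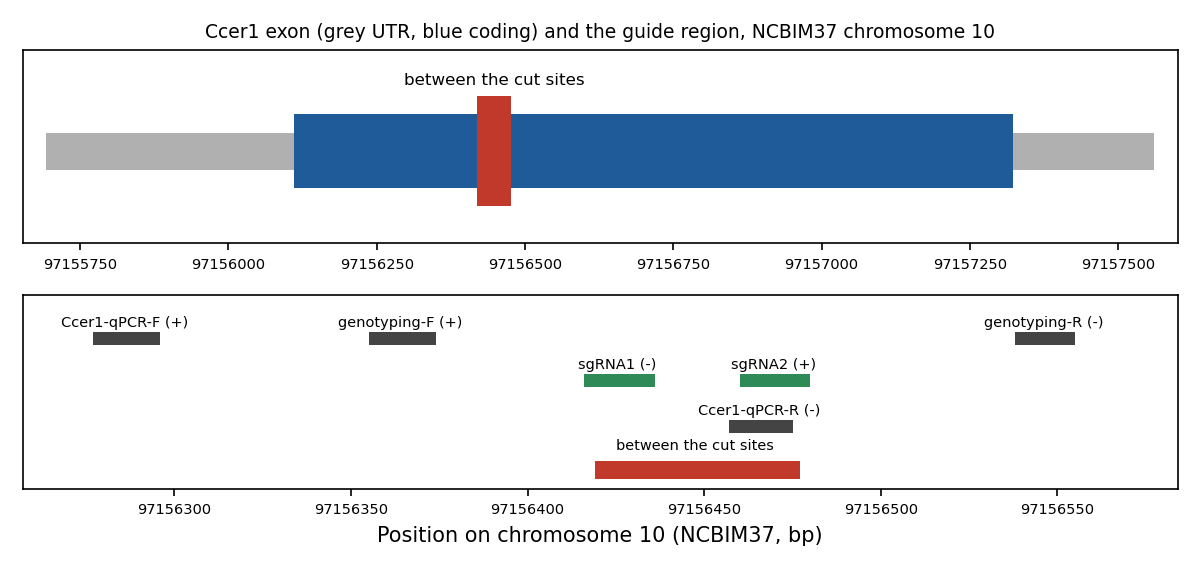
Map of the *Ccer1* exon on chromosome 10 of NCBIM37, to scale, with the coding sequence, the guide targets and the primers. The 58 bases between the cut sites lie in the first part of the coding sequence, and the genotyping primers flank them.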

Oligos for sgRNA expression plasmids were annealed and cloned into *Bsal* sites of a pUC57-sgRNA plasmid (Cat# 51132, Addgene). Then, sgRNAs were produced and purified using a MEGAshortscript Kit (Cat# AM1354, Ambion) and a MEGAclear Kit (Cat# AM1908, Ambion). Cas9 mRNA was produced and purified using a mMESSAGE MACHINE T7 Ultra Kit (Cat#AM1345, Ambion, USA) and an RNeasy Mini Kit (Cat#74104, Qiagen, Germany). Cas9 mRNA and two sgRNAs were injected into fertilized eggs from C57BL/6 J mice. Embryos were implanted into pseudopregnant C57BL/6 J females according to standard procedures. Finally, we obtained eight founder mice, including three males and four females. Both male and female founders grew normally into adulthood. The chimera founders were backcrossed with C57BL/6 J mice to produce offspring with inherited mutants. All animals were maintained under specific pathogen-free conditions at 20–26 °C and 40–70% humidity in the animal core facility of Nanjing Medical University. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Nanjing Medical University (ID: IACUC1912044-3).

### Immunoblotting and immunostaining

We produced an anti-mouse CCER1 antibody with the help from the commercial antibody company Abclonal (Wuhan, China). First, the DNA sequence containing the 179-403aa region of the mouse CCER1 protein was cloned into the pET-32a vector plasmid, and the successful construction of the plasmid was verified by Sanger sequencing. Next, we transformed the pET-32a-CCER1 (179-403aa) plasmid into E. coli (Rosetta strain). A monoclonal strain of E. coli was selected, cultured in LB medium, added with IPTG, and induced at 37 °C for 4 h. Next, cells were harvested by centrifugation at 12,000 g and successful expression was identified by Western blot. Large-scale CCER1 antigen expression was further performed according to the same induction conditions. After purification by affinity column, the final supernatant was used for immunization at a concentration of 1 mg/ml. Japanese white rabbits were immunized four times on the first day, the 12th day, the 26th day and the 40th day respectively, and the animals were sacrificed on the 52nd day to obtain serum antibodies. Furthermore, the serum was subjected to CCER1 antigen affinity purification to obtain purified antibodies.

For western blotting, testes or cells were lysed in a RIPA buffer containing 50 mM Tris-HCl; pH = 7.4, 1% NP-40, 150 mM NaCl, 5 mM EDTA, 0.1% SDS, 0.5% Sodium deoxycholate (Cat# D6750, Sigma Aldrich, USA) and Protease inhibitor cocktail (Cat#11697498001, Roche, Switzerland). Lysates were separated on a 10% SDS-PAGE gel, followed by electrophoresis (Cat#165-8033, Bio-Rad, USA) and electrotransferre (300 mA,100 min) to a 0.22-μm PVDF membrane (Cat# 162-0177, Bio-Rad, USA). Blots were blocked with 5% nonfat milk in Tris-buffered saline containing 0.1% Tween-20 (TBST) for 2 h and then incubated with primary antibodies overnight at 4 °C. Blots were visualized using HRP-conjugated secondary antibodies and ECL reagents (Cat#180-501, Tanon, China).

Because protamines are basic proteins, protamines were then detected by non-denatured native polyacrylamide gel electrophoresis (https://www.bio-rad.com/webroot/web/pdf/lsr/literature/Bulletin_2376.pdf)^37^. Briefly, testis samples were prepared in a buffer (20 mM Tris-HCl; pH = 7.5, 150 mM NaCl, 1% Triton X-100, 5 mM EDTA), containing Protease inhibitor cocktail. Mature spermatozoa were lysed in a buffer (8 M urea, 75 mM NaCl, 50 mM Tris-HCl; pH 8.0) containing protease inhibitor cocktail. The lysates were separated on a 12% native PAGE gel (separating gel: 30% Acr-Bis, 1.5 M Tirs-HCl; pH8.8, 10% APS, TEMED; stacking gel: 30% Acr-Bis, 1 M Tris- HCl; pH6.8, 10%APS, TEMED) followed by electrophoresis and electrotransfer (200 mA, 60 min) to a 0.22-μm PVDF membrane.

For immunostaining, testes or cells were fixed in 4% paraformaldehyde at 4 °C, dehydrated in sucrose, embedded in OCT, and then cut at a 5-μm-thick slice using a cryostat microtome (Cat# CM1900, Lecia, Germany). Sections were exposed to a citrate-based solution (P0083, Beyotime) for antigen retrieval and then incubated with primary antibody and conjugated secondary antibody. Images were captured with a confocal microscope (Model# LSM800, Carl Zeiss AG, Germany). The details of the antibodies were shown in Supplementary Table 1.

### Coimmunoprecipitation

HEK293T cells were transfected with Flag-CCER1, mCherry-CCER1, and GFP-CCER1 plasmids using Powertrans293T reagent (Cat# SX-TR293-10, Sixiang Biological, Shanghai) for 36–48 h before collection. Harvested cells were washed with HBSS and harvested in RIPA buffer (50 mM Tris-HCl, pH = 7.5; 150 mM NaCl; 0.05% SDS; 1 mM EDTA; 1% NP-40; 1 mM DTT; 0.5% sodium deoxycholate; and protease inhibitor cocktail) and sonicated at 4 °C. The supernatants from lysed cells that were centrifuged were incubated with anti-mCherry, anti-Flag, and anti-GFP primary antibodies overnight at 4 °C. Protein A/G beads (Cat# 10002D, Invitrogen) was added to the supernatants and incubated for 4–6 h at 4 °C. After washing the beads with washing buffer, the beads and cell extracts were diluted in SDS loading buffer and subjected to western blot analysis.

### Bisulfite DNA sequencing

DNA was extracted using an Ezup Column Animal Genomic DNA Purification Kit (Cat# B518251, Sangon Biotech). Genomic DNA isolated from each sample was subjected to bisulfite conversion with EZ DNA Methylation-Gold(Cat#D5005, ZYMO research) according to the manufacturer’s instructions. PCR amplification was performed using bisulfite-treated DNA (40–100 ng) as a template. Bisulfite primers were designed against converted DNA sequences. PCR mix (Cat# B600090, Sangon Biotech) with bisulfite-treated genomic DNA in a 50-ml volume was used for amplification. PCR products were subjected to TA cloning according to the manufacturer’s instructions. Sanger sequencing was employed to sequence TA clones. For each tissue sample, at least 10 qualified positive clones were selected to evaluate CpG methylation status. The QUMA web-based tool was used to visualize the results (http://quma.cdb.riken.jp/).

### Fluorescence recovery after photobleaching (FRAP) analysis

FRAP experiments were performed with a confocal microscope equipped with a 60× oil immersion objective (LSM 800, Zeiss) at room temperature. Selected regions of mCherry-CCER1 condensates were photobleached at 555 nm, and images were taken every 0.4 s. The intensity was measured on the basis of the mean ROI and further analyzed with GraphPad Prism software.

### In vitro phase separation assay

The in vitro phase separation assay buffer consisted of 20 mM Tris (pH 7.4), 200 mM NaCl, and 1 mM DTT. Purified CCER1 protein was replaced with the in vitro phase separation assay buffer via centrifugal filtration (Millipore, 30 kD). Then, experiments were performed with 0.17-mm microscopy plates (Cellvis). Images were taken with a Zeiss LSM 800 microscope.

### Cloning

The plasmids used in this paper are listed in Supplementary Table 1. Sequences were inserted into plasmids via homologous recombination using a ClonExpress MultiS One Step Cloning Kit (Vazyme Biotech). All sequences cloned into vectors were fully sequenced and then blasted using SnapGene software to confirm the correct insertion of the sequences. All fusion proteins were designed to prevent the generation of frameshift-mutant proteins. For a Dual-Luciferase Reporter assay, a CpG island in the human *CCER1* gene was amplified by high-fidelity PCR (Vazyme Biotech) and then added between the CMV/EF1 promoter and luciferase CDS region in CpG-free luciferase reporter plasmids^14^. NcoI was selected as the restriction site. For the mouse CCER1-truncation protein assay, full-length or truncated fragments of CCER1 were cloned into a pMaxGFP vector (Lonza) and fully sequenced. XhoI was selected as the restriction site for this series of plasmids, and CCER1 was inserted into the C-terminus of the copGFP tag. To mimic human mutants, human full-length *CCER1* or mutated *CCER1* designed on the basis of mutants identified in human patients, were cloned into the mCherry2-C1 vector. XhoI was selected as the restriction site for this series of plasmids, and CCER1 was inserted into the C-terminus of the mCherry tag.

To generate an EGFP-CCER1 construct, full-length mouse *Ccer1* was cloned into pEGFP-C1 vectors. XhoI was selected as the restriction site, and *Ccer1* was inserted into the C-terminus of the EGFP. To generate a Flag-CCER1 construct, full-length mouse *Ccer1* was cloned into a pcDNA3.1-3 × Flag (+) destination plasmid. BamHI was selected as the restriction site. Flag-CCER1, EGFP-CCER1, and mCherry-CCER1 were used in co-IP assays.

### In vitro methylation of plasmid DNA

CpG site-free backbone luciferase (CpG-free luciferase) plasmids were used for an in vitro methylation assay^14^. In vitro methylation of plasmids was realized by using CpG methyltransferase (*M.SssI*) (New England Biolabs; USA) according to the manufacturer’s instructions. The reaction system consisted of 10–20 µg of plasmid DNA, *M.SssI* (2.5 U/µg DNA), and 160 µM S-adenosylmethionine (SAM; New England Biolabs). The plasmid DNA and *M.SssI* were incubated for 2 h at 37 °C, and then, SAM equal to the total volume was added, and then, the reaction system was incubated at 37 °C for an additional 2 h. The unmethylated DNA in the control group was treated in the same way but without the addition of methyltransferase or SAM. Plasmid DNA was purified using an AxyPrep PCR Clean-Up Kit (Axygen; Corning Inc., Corning, USA) and quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific).

### Dual-luciferase reporter assay

For the dual-luciferase reporter assay, HEK293T cells were seeded at 1.0–1.5 × 10^5^ cells per 24-well plate. The next day, CpG-free luciferase reporter plasmids were transiently transfected into the HEK293T cells in each well with 200 ng of luciferase reporter vector and 20 ng of Renilla control vector using Lipofectamine reagent (Invitrogen) according to the manufacturer’s instructions. Finally, 36–48 h after transfection, the HEK293T cells were harvested to prepare cell lysates for the assay with a dual-luciferase reporter assay system (Promega, Mannheim, Germany). In each transfected-cell group, firefly luciferase activity was normalized to that of Renilla luciferase activity. The results were analyzed with GraphPad Prism.

### Hexanediol treatment

The aliphatic alcohol 1,6-hexanediol (Cat# 240117, Sigma) was added to cells to investigate the properties of CCER1 condensates. For isotonic conditions, 1,6-hexanediol was dissolved in HBSS (Gibco) to a concentration of 10%. Images were collected with a confocal microscope before and after 10% 1,6-hexanediol treatment.

### Hi-C library construction and data processing

Briefly, collected sperm were fixed with 1% formaldehyde for 10 min (RT) and then quenched with glycine (at a final concentration of 0.2 M for 5 min RT). The cells were then washed with PBS, and added to 250 μl of lysis buffer (10 mM pH = 7.4 Tris-HCl, 10 mM NaCl, 0.1 mM EDTA, 0.5% NP-40, proteinase inhibitor), lysed on ice for >15 min, and centrifuged at 2500 × *g* for 5 min. The pellet was washed once with 500 μl of precooled lysis buffer before centrifuging again at 2500 × *g* for 5 min. After the supernatant was discarded, adding 50 μl of 0.5% SDS was added to the pellet, which was incubated at 62 °C for 10 min. Subsequently, 145 μl of ddH_2_O and 25 μl of 10% Triton X-100 were mixed, added to the detergent and pellet, and incubated at 37 °C for 15 min. Then, 25 μl 10XNEB buffer 2 and 100 U MboI were added to digest chromatin overnight at 37 °C. After digestion, MboI was inactivated at 62 °C for 20 min, and then, the mixture was cooled to RT. Biotins were then added to the DNA in the following reaction system: 20 μl of 0.4 mM biotin-14-dCTP, 0.8 μl of 10 mM dATP/dGTP/dTTP, and 8 μl of 5 U/μl Klenow. The reaction system and DNA were incubated at 37 °C for 1.5 h with rotation. Then, 900 μl of ligation master mix (663 μl of ddH_2_O, 120 μl of 10X NEB T4 DNA ligase buffer, 100 μl of 10% Triton X-100, 12 μl of 10 mg/μl BSA, 5 μl of 400 U/μl T4 DNA ligase) was added to the samples and incubated at RT for 4 h to ligate the fragments. After ligation, 50 μl of 20 mg/μl proteinase K and 120 μl of 10% SDS were added to the mixture and incubated at 55 °C for 30 min. Following incubation, 130 μl of 5 M sodium chloride was added and incubated at 68 °C overnight. Finally, the DNA was purified and sheared into 300–500-bp fragments with a Covaris M220 ultrasonicator. The biotin-marked DNA was pulled down with Dynabeads MyOne Streptavidin C1 (Life Technology), and the library was constructed with the beads before sending for Illumina sequencing^1^.

Raw reads were processed by HiC-Pro (v 2.9.0) as previously described^1^, and the mm9 reference genome was used for mapping and downstream analysis. Valid pairs generated by HiC-Pro were further processed with the hicpro2juicebox.sh script to produce.hic files for visualization^38^. The normalized 40-kb bin matrix generated by HiC-Pro was used to calculate the TAD insulation score^39^ as previously described. Cooltools was used for compartment analysis in combination with the valid pairs generated previously. The P(s) curve was calculated with the normalized 100-kb bin matrix generated by HiC-Pro as previously described^1^.

### SEM analysis

For scanning electron microscopy (SEM) assay. the spermatozoa from the cauda epididymis were fixed in 2.5% glutaraldehyde for more than 8 h. After fixed, spermatozoa were dehydrated with ethanol gradient, infiltrated with t-butyl alcohol, and then, samples were freeze-dried (ES2030, Hitachi). Afterward, the spermatozoa were sprayed with gold (E-1010, Hitachi) and scanned (Hitachi SU8010).

### TEM analysis

For transmission electron microscopy (TEM), cauda epididymis was removed from 2-month-old mice and washed with PBS, then put into a 3% glutaraldehyde (pH 7.4) fixing solution immediately. Samples were trimmed to a size of 1 mm*1 mm*3 mm and then washed routinely, post-fixed with 1% osmic acid. Afterward, the samples were washed and dehydrated with an ethanol gradient. Then, dehydrated samples were infiltrated, and embedded with Epon812. The embedded blocks were made into ultrathin sections of 70–100 nm thickness with an LKB‐V ultramicrotome (LKB Company, Bromma, Sweden). Finally, the ultrathin sections were counterstained with Pb citrate and uranyl acetate, and then observed with a JEOLL-1200E transmission electron microscope, and recorded with MoradA-G2. Mean gray intensity of sperm nuclei were obtained using Photoshop software (Adobe CS5). Then, relative mean intensity of *Ccer1*^-/-^ sperm nunclei were calculated by comparing to *Ccer1*^+/+^.

### Sperm collection, DNA extraction and CMA3 staining

Sperm from *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ mice were collected and incubated in Hank’s balanced salt solution (Gibco) at 37 °C for 15 min, supernatant was centrifugated at 4 °C 2000 × *g* for 5 min, and resuspended with 200 μl Hank’s balanced salt solution. Next, supernatant was treated with 10 μl Proteinase K (Beyotime) at 45 °C for 2 h. DNA was purified with 210 μl Phenol/Chloroform/Isoamyl alcohol (25:24:1) (Solarbio). DNA in water phase was collected and added with double volume ethanol and 1 μl Glycogen (Beyotime), standing at −20 °C for 2 h before centrifugation at 21130 × *g*, 24 °C for 15 min. DNA pellet was dissolved with 30 μl nuclease-free water.

Frozen sections (5 μm) of *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ mouse testes and mature sperm from the epididymis were applied for CMA3 staining. The slides were fixed with 4% PFA (Paraformaldehyde) at room temperature for 30 min and then blocked for 1 h (3%BSA + 0.1%Tween-20). CMA3 staining was applied with a working concentration at 0.25 mg/ ml (Cat: C2659, Sigma Aldrich, USA), dissolved in McIlvane’s buffer (0.2 M Na_2_HPO_4_, 0.1 M citric acid, pH 7.0 in 10 mM MgCl_2_) and incubated at room temperature for 1 h in the dark.

### qRT-PCR and Histological analysis and Sperm analysis

Testes samples were collected from adult *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ mice, and RNA extracted using Trizol reagent (Ambion). cDNA was prepared from 1 μg of total RNA through reverse transcription using a PrimerScriptRT Master Mix (TaKaRa). Diluted cDNA was used for each reaction using SYBR Green Master Mix (Vazyme). A standard 20 μl reaction volume contained forward and reverse primers (200 nM), 2 μl of cDNA, and 10 μl of SYBR Green Master Mix.

Testes and epididymis were fixed in Hartman’s fixative (Sigma-Aldrich) for 48 h. Tissues were dehydrated with increasing concentrations of ethanol (70%, 80%, 90% and 100%), cleared in xylene, embedded in paraffin and sectioned (5 μm). Sections were deparaffinized, rehydrated, and stained with Hematoxylin and Eosin (Sigma-Aldrich) or stained with PAS reagent. Sperm from *Ccer1*^*+/+*^ and *Ccer1*^*−/−*^ mice were extracted and incubated in 90% DMEM (Gibco) + 10% FBS (Gibco) at 37 °C for 15 min, and samples were analyzed using a Computer-Assisted Semen Analyzer (CASA) (IOVS II, Hamilton Thorne, USA).

### Statistics and reproducibility

We conducted a minimum of three independents biological replicates for most of experiments involving histology, immunofluorescence, western blot, immunoprecipitation, and qPCR. For the bisulfite DNA sequencing experiments, the samples in Fig. 2g were derived from a mixture of 6–8 mice, while the human sample number in Fig. 2h is 1. Supplementary Fig. 8 contains all unprocessed scans of the western blots, without any cropping.

### Statistical analysis

The experiments in this work were performed independently at least three times. All quantitative data are presented as the mean ± the standard error of the mean (SEM). Statistical differences between each group were analyzed by two-tailed Student’s *t*-tests or rank-sum tests with SPSS software 19.0 (IBM Corporation). A *P* value < 0.05 was considered to be statistically significant.

### Supplementary information

Supplementary information

Peer Review File

Supplementary Movie

Supplementary Movie 1

Supplementary Movie 2

## Data Availability

The RNA sequencing data and Hi-C datasets reported herein are accessible through the NCBI Gene Expression Omnibus (GEO) with accession number GSE212733. DNA methylation data reported in this study are accessible through Zenodo database (https://zenodo.org/) with code 8077950.

# Supplementary material for: Phase-separated CCER1 coordinates the histone-to-protamine transition and male fertility
**Source:** Nat Commun. 2023 Dec 11;14:8209. doi: 10.1038/s41467-023-43480-z
**Supplement:** Supplementary file 1 — Supplementary information

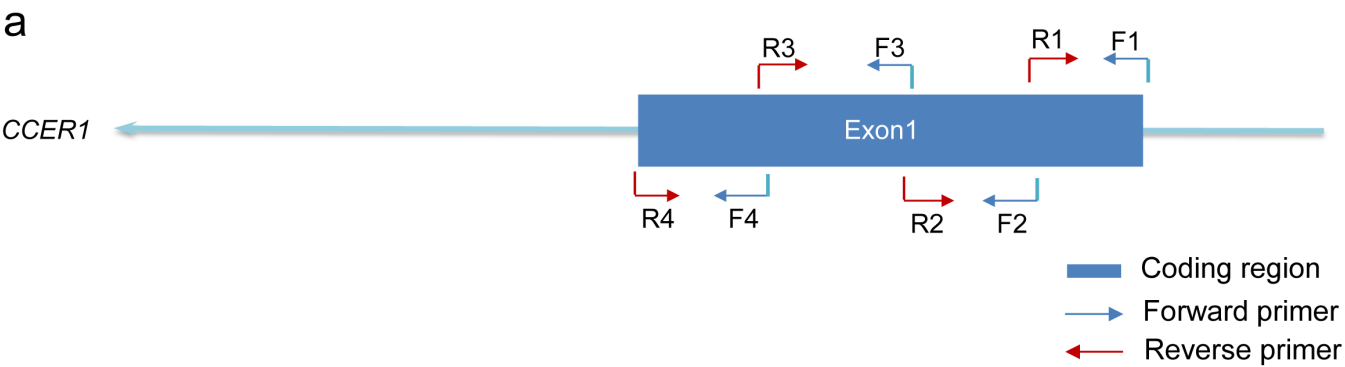

b

Exon		Sequence (5'->3')	Tm (°C)	Product length (bp)
Exon1	F1	GGGAGACCACAGCCAGTATT	60	819
	R1	GCCATACACCCGAAACACTT		
	F2	AAGCAGCCGAAGCAACAG	60	827
	R2	AGCTCCTCCTCTTCCAGCTC		
	F3	GAGGTGTGTGATGCAAAGGA	60	998
	R3	AACCAGTTCCACAGAAGCAAC		
	F4	TTTTCCTCATAGATTTTCCACCA	60	839
	R4	AATAATGAGAAATGAGAGGCAAGG		

Supplementary Figure 1. Sanger sequencing of the full-length *CCER1* exons. a. Schematic diagram of *CCER1* and the primers designed to sequence the full length of the exon in *CCER1*. The blue rectangle represents the coding region, the blue arrow represents the forward primer and the red arrow represents the reverse primer. b. The sequences (5'->3') of different primers used for Sanger sequencing of the *CCER1* exon, the annealing temperature, and product length for each pair are presented.

a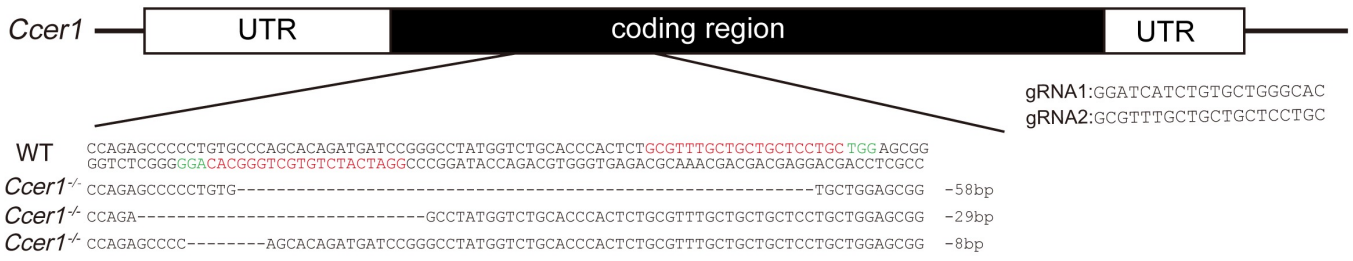**b**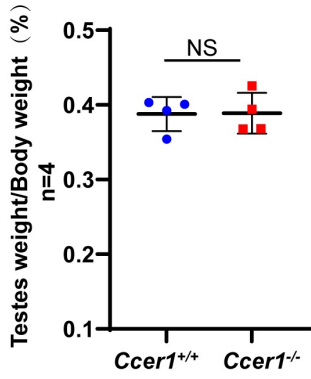**c**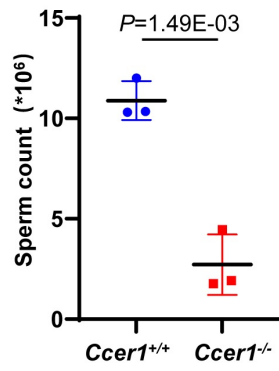**d**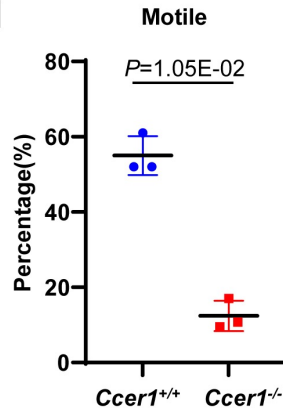**e**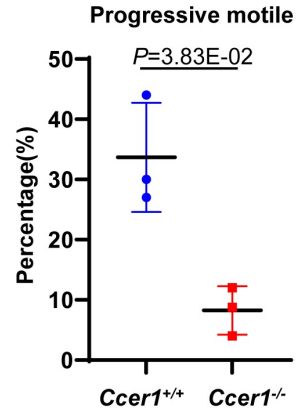**f**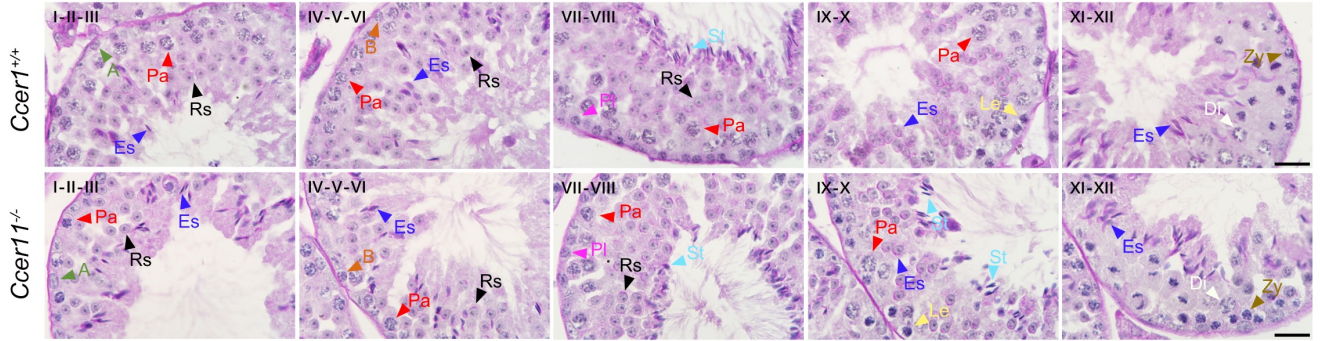**g**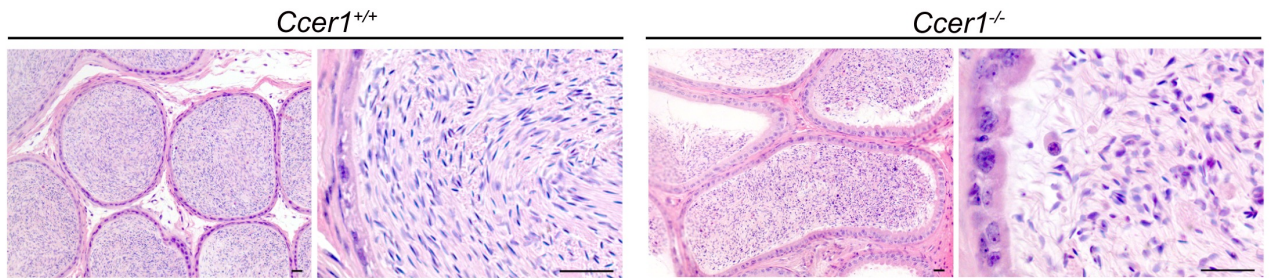**h**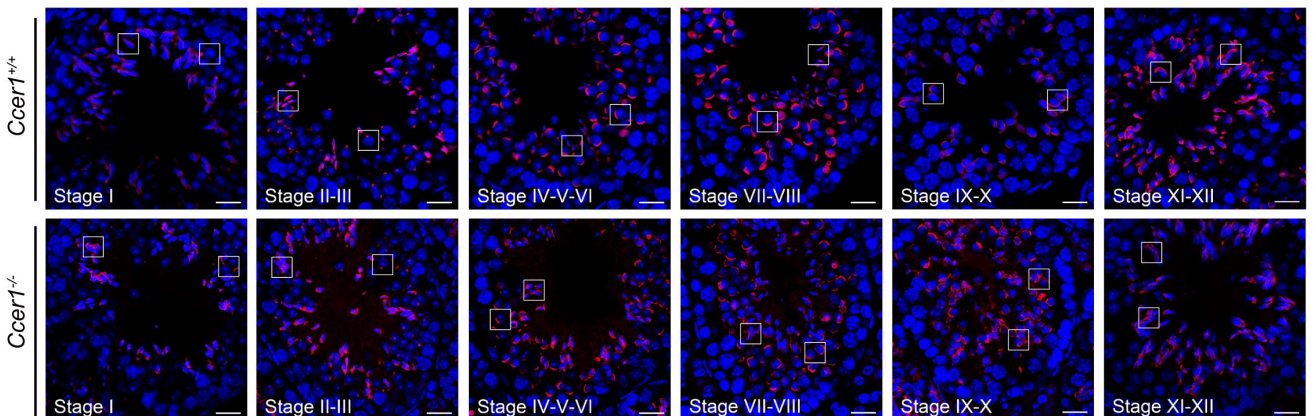

Supplementary Figure 2. Targeting strategy of *Ccer1* deletion in mice and testis pathological analysis. a. Schematic diagram of the targeting strategy at the *Ccer1* locus. sgRNA targeting sequences are red, and PAM cleavage sites are green. b. Statistical comparison of testis/body weight ratio between *Ccer1*^{+/+} and *Ccer1*^{-/-} mice (0.397 % ± 0.022% vs. 0.388 % ± 0.027%, n = 4 for each genotype biological independent mice). Two-sided student's t-test. Error bars, mean ± SD. $P = 9.54 \times 10^{-1}$. NS denotes no significance. Source data are provided as a Source Data file. c. Statistical comparison of the number spermatozoa in *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse epididymis ($10.88 \pm 0.97 \times 10^6/\text{ml}$ vs. $2.71 \pm 1.51 \times 10^6/\text{ml}$, n = 3 for each genotype biological independent mice). Two-sided student's t-test. Error bars, mean ± SD. $P = 1.49 \times 10^{-3}$. Source data are provided as a Source Data file. d. Percentage of motile sperm in *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse epididymis (55.0% ± 5.20% vs. 12.4% ± 4.01%, n = 3 for each genotype biological independent mice). Two-sided student's t-test. Error bars, mean ± SD. $P = 1.05 \times 10^{-2}$. Source data are provided as a Source Data file. e. Percentage of progressively motile sperm in *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse epididymis (33.7% ± 9.07% vs. 8.25 % ± 4.02%, n = 3 for each genotype biological independent mice). Two-sided student's t-test. Error bars, mean ± SD. $P = 3.83 \times 10^{-2}$. Source data are provided as a Source Data file. f. Periodic acid-Schiff (PAS) staining of sections in adult *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes. Scale bar: 20 μm. g. Representative images of Hematoxylin and Eosin (H&E)-stained cross- sections of epididymis from adult *Ccer1*^{+/+} and *Ccer1*^{-/-} mice. Scale bar: 20 μm. h. Representative images of PNA staining of sections in adult *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes. Scale bar: 20 μm. Highlighted spermatids in white frames were shown in Figure 3d.

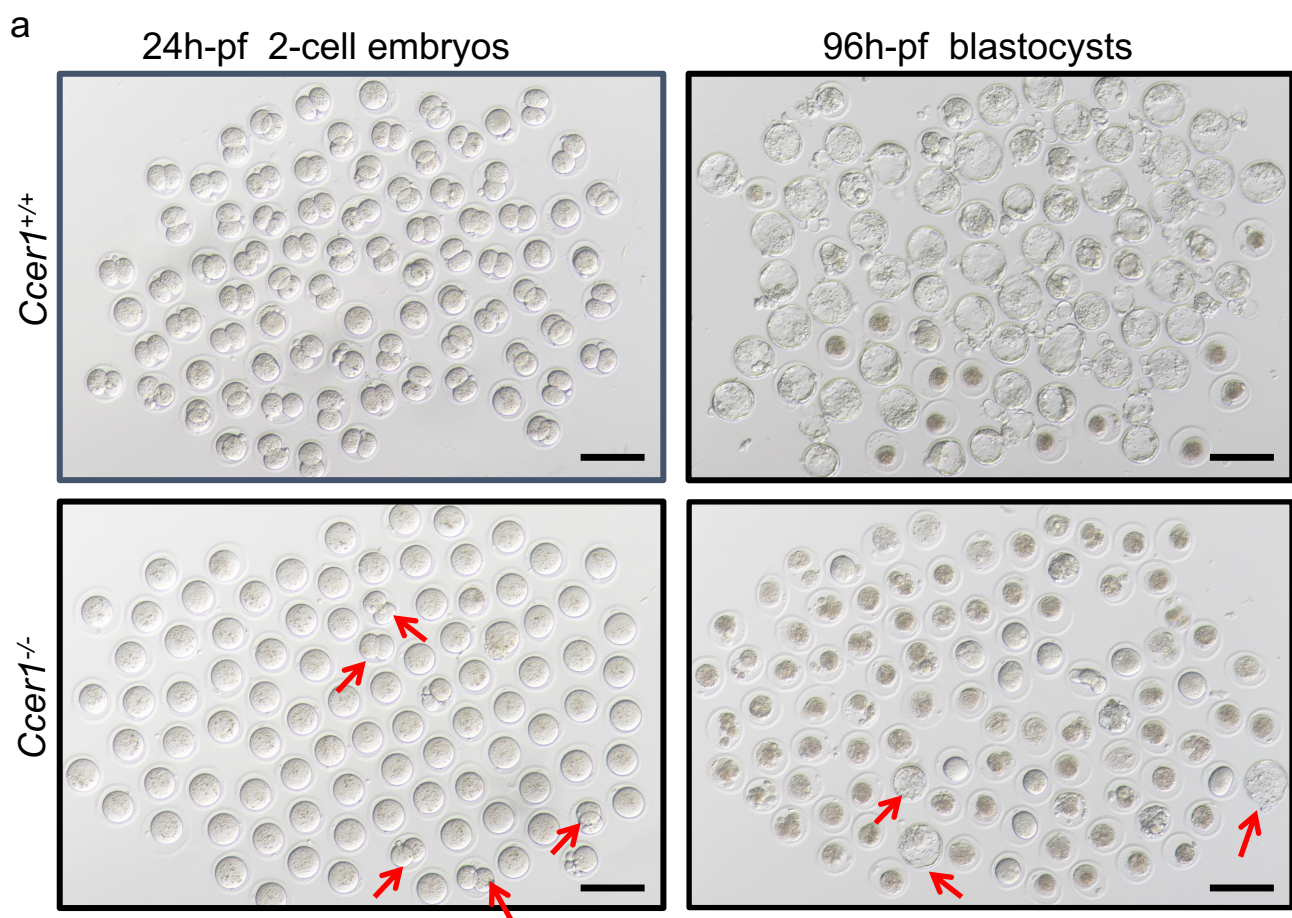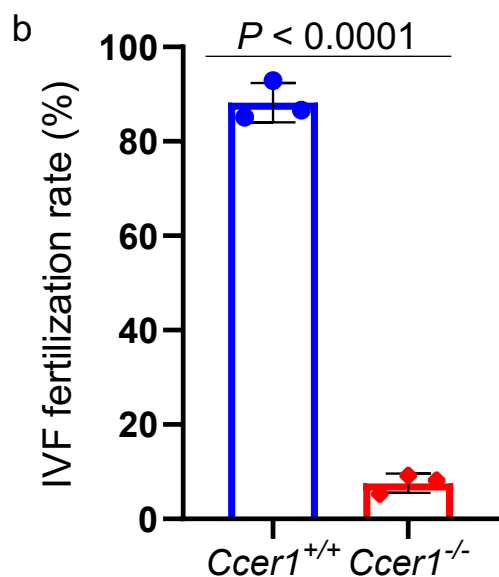

Supplementary Figure 3. *In vitro* fertilization (IVF) assay. a. Representative DIC imaging of embryos cultured *in vitro*. Sperm were collected from *Ccer1*^{+/+} and *Ccer1*^{-/-} mice respectively. Scale bar: 20 μ m. b. Statistical comparison of fertilization rate between *Ccer1*^{+/+} and *Ccer1*^{-/-} mice (88.2 % $\pm$ 4.1% vs. 7.5 % $\pm$ 2.0%, Littermates of each genotype underwent three biologically independent IVF experiments). Two-sided student's t-test. Error bars, mean $\pm$ SD. $P < 0.0001$. Red arrows indicate fertilized eggs. Source data are provided as a Source Data file. Abbreviations: h-pf (hours post fertilization)

a

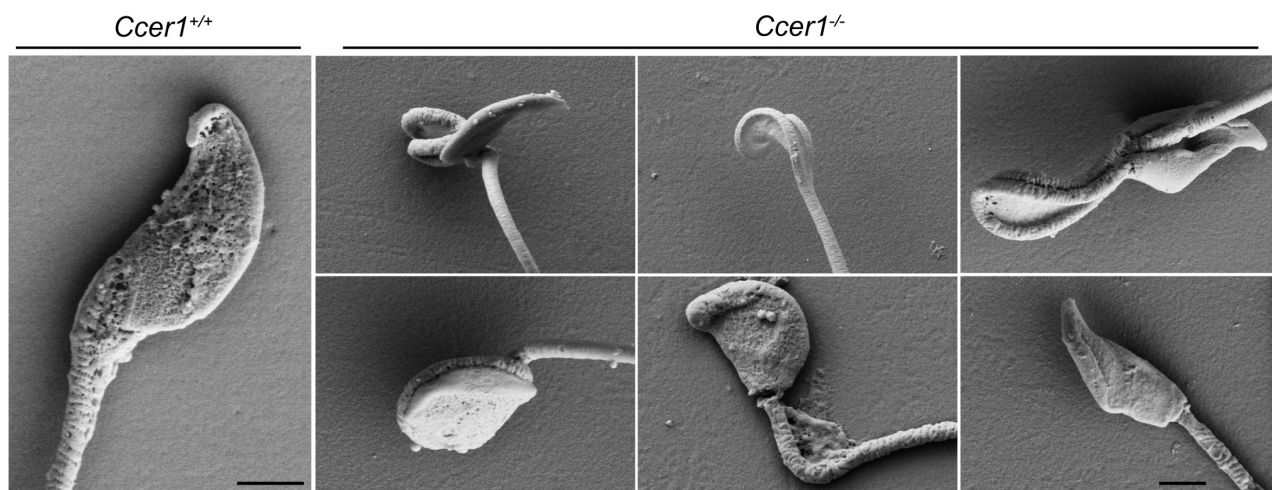

b

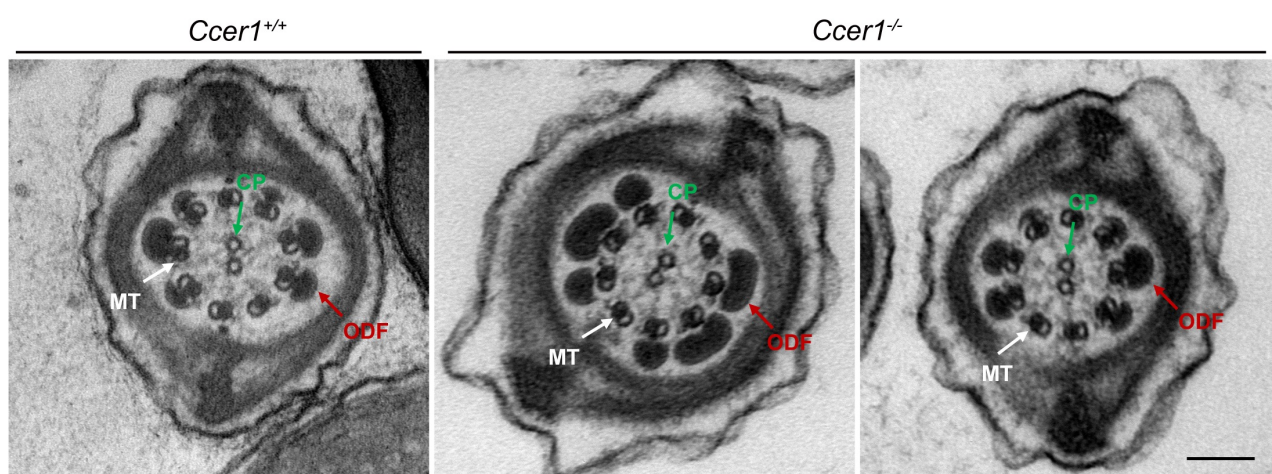

c

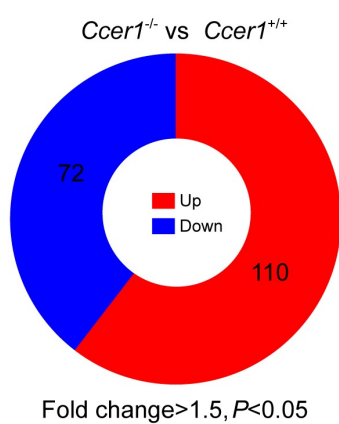

d

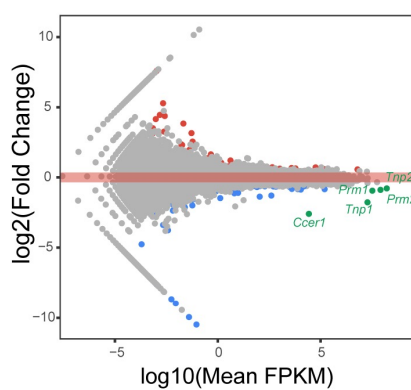

e

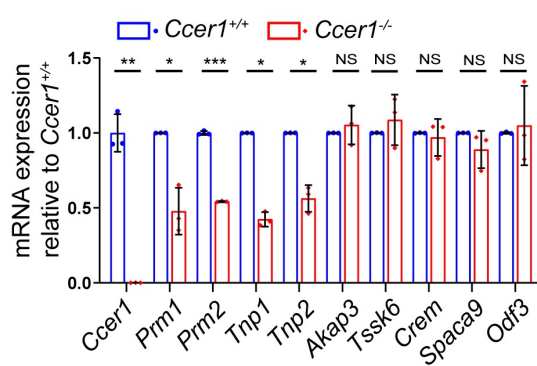

f

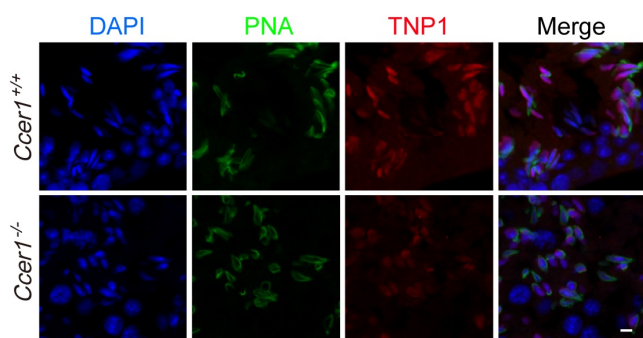

g

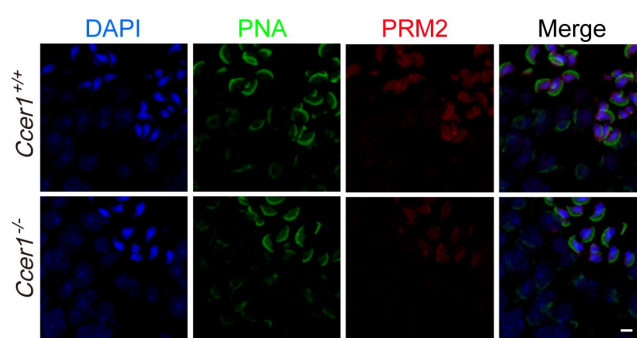

Supplementary Figure 4. RNA seq and immunofluorescence analysis on *Ccer1*^{-/-} mouse testis. a. Scanning electron microscopy (SEM) analysis of mature sperm in adult *Ccer1*^{+/+} and *Ccer1*^{-/-} mice. The sperm heads of *Ccer1*^{-/-} mice were abnormal. Scale bar: 5 μ m. b. Transmission electron microscopy (TEM) shows the ultrastructure of mature sperms from adult *Ccer1*^{+/+} and *Ccer1*^{-/-} mice. The typical “9+2” microtubule structure was integrated. Scale bar: 200 nm. c. Number of significant (fold change >1.5, $P < 0.05$) up- or downregulation genes in *Ccer1*^{-/-} vs *Ccer1*^{+/+} adult testis. n=3 for each genotype. d. Volcano Plot showing differentially expressed genes between *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes as identified by RNA deep-sequencing. e. Quantitative reverse transcription PCR (qRT-PCR) validating the spermatogenesis-associated mRNA levels between *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes. Expression levels were normalized geometric mean of beta (β)-actin. Error bars correspond to means $\pm$ SD (n=3 for each genotype biological independent mice, NS denotes no significance, *denotes $P < 0.05$, **denotes $P < 0.01$, ***denotes $P < 0.001$). Two-sided student's t-test. Error bars, mean $\pm$ SD. $P = 5.12 \times 10^{-3}$ (for *Ccer1*), $P = 2.87 \times 10^{-2}$ (for *Prm1*), $P = 4.54 \times 10^{-4}$ (for *Prm2*), $P = 2.34 \times 10^{-3}$ (for *Tnp1*), $P = 1.36 \times 10^{-2}$ (for *Tnp2*), $P = 5.49 \times 10^{-1}$ (for *Akap3*), $P = 4.70 \times 10^{-1}$ (for *Tssk6*), $P = 7.17 \times 10^{-1}$ (for *Crem*), $P = 2.64 \times 10^{-1}$ (for *Spaca9*), $P = 7.77 \times 10^{-1}$ (for *Odf3*). Source data are provided as a Source Data file. f. Immunofluorescence comparison of TNP1 between *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes. Scale bar: 5 μ m. g. Immunofluorescence comparison of Protamine 2 between *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes. Scale bar: 5 μ m.

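The pie chart counts genes, not transcripts of single isoforms, since each deposited value belongs to 1 Ensembl gene. Of the genes past both thresholds, 147 had *Ccer1*-/- values that did not overlap the *Ccer1*+/+ values in any library, and 19 have no gene symbol. Over all genes tested, 787 were higher and 476 lower without overlap, 8.34% in all, where chance gives 10% for 3 samples against 3. Taken over the 15139 genes tested, the genes past both thresholds are 1.18%.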

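A volcano plot sets each gene's log2 fold change on the horizontal axis against the negative logarithm of its p value on the vertical axis. A gene stands high where the difference is large beside the spread between replicates, so abundant genes can lie above genes with a larger fold change. *Ccer1*, *Tnp1*, *Prm1*, *Prm2* and *Tnp2* had the 5 smallest p values, in this order, of 6749 genes with a negative log2 fold change. Of 2342 genes with a mean of at least 100 CPM in *Ccer1*+/+ testes, *Ccer1*, *Tnp1*, *Prm1*, *Prm2* and *Tnp2* ranked 1, 2, 3, 4 and 6 by log2 fold change. The coefficient of variation between replicates beyond counting noise was 0.208 over all genes.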

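In qRT-PCR, RNA is copied into DNA and 1 short piece of each transcript is amplified between 2 primers, so a value reflects that piece, whereas a count from RNA-seq takes reads from the whole transcript. Of the *Ccer1* primers, the forward primer matches coding bases 167 to 185 and the reverse primer matches coding bases 347 to 364, which lie between the cut sites of the 2 guides.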

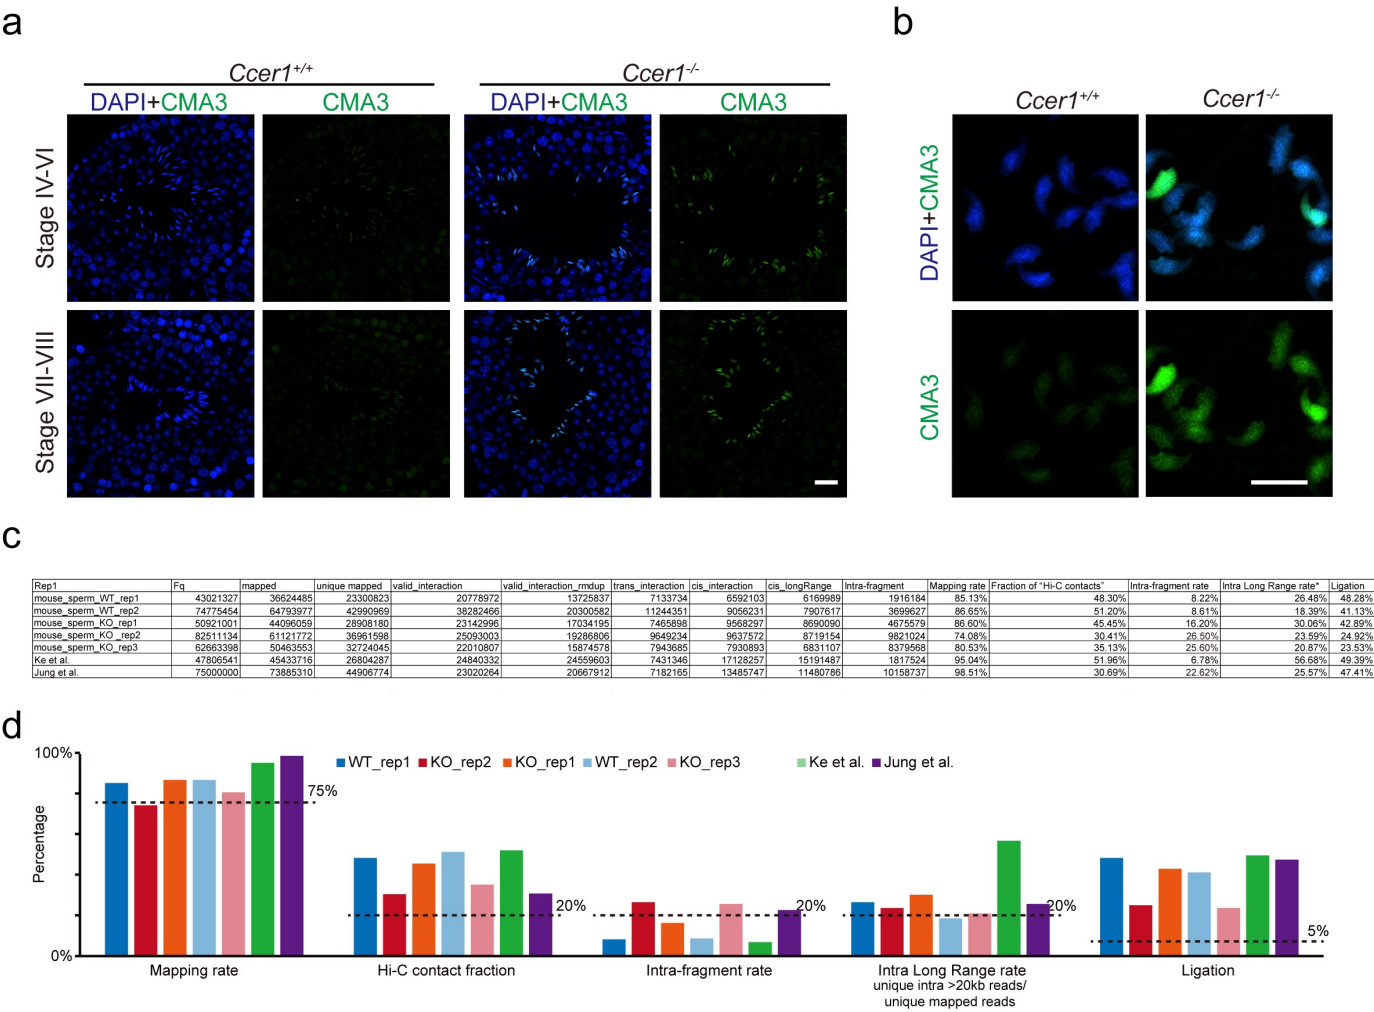

Supplementary Figure 5. CMA3 immunofluorescence staining and Hi-C sequencing information. a. CMA3 immunofluorescence staining in *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testis. Scale bar: 20 μm. b. CMA3 immunofluorescence staining in *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse sperm. Scale bar: 10 μm. c. Sequencing information of mouse sperm Hi-C experiments among our study and others ^{1,2}. d. Bar graphs showing the Hi-C quality control parameters in mouse sperm Hi-C datasets.

a

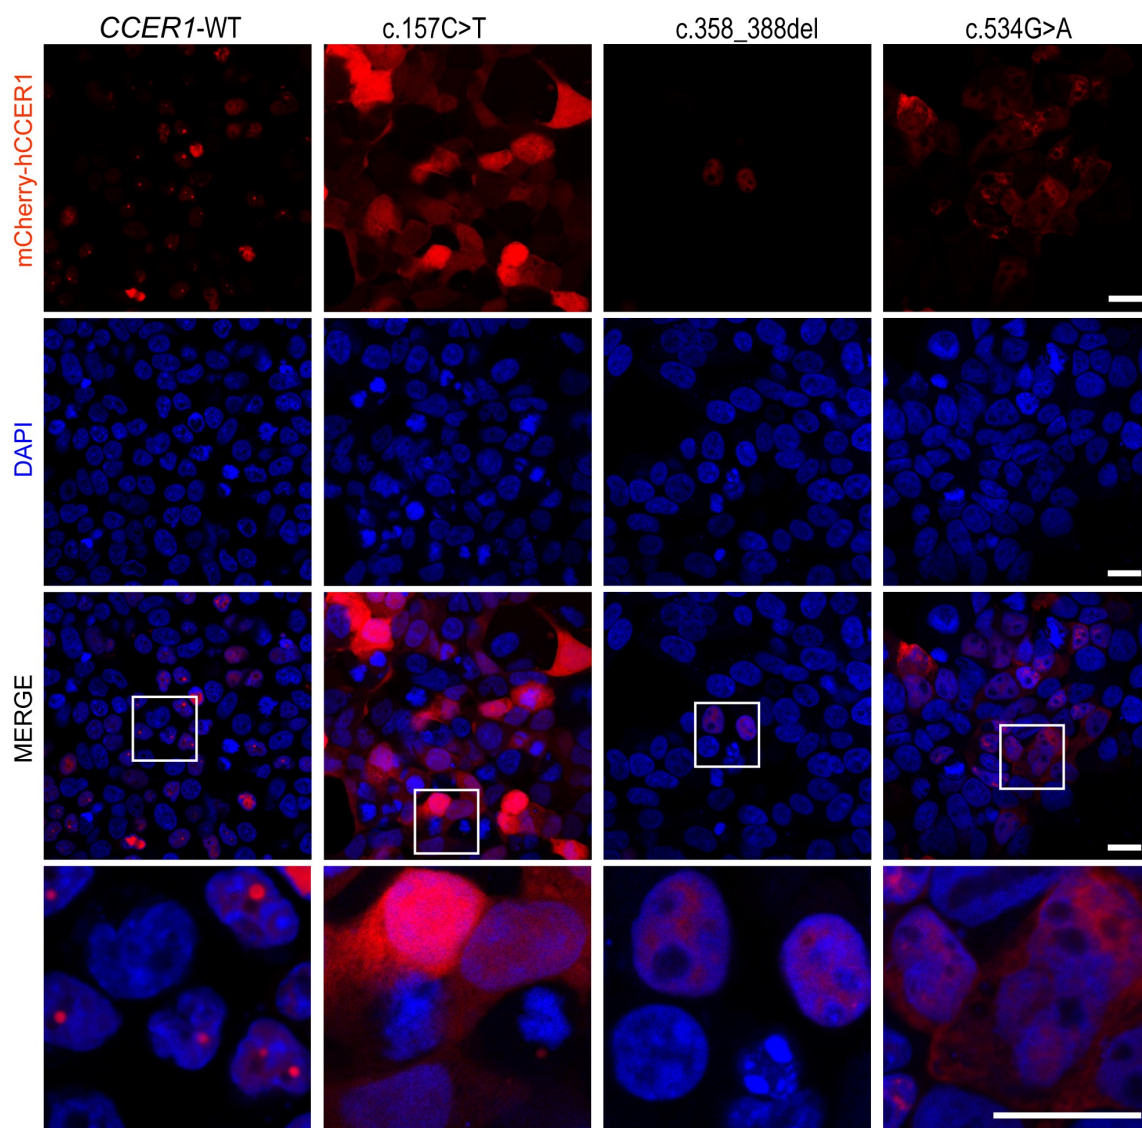

b

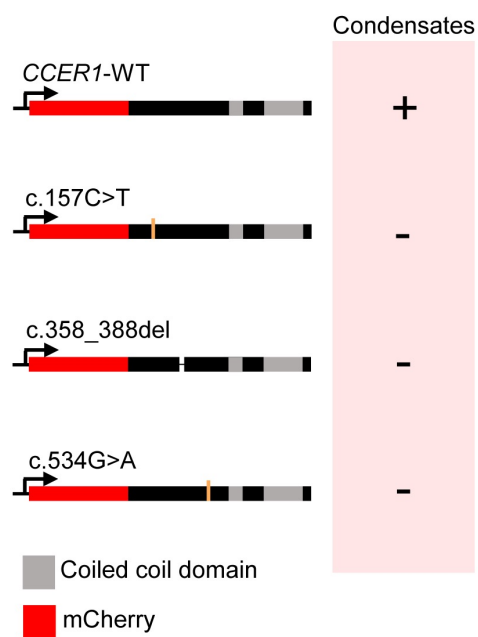

Supplementary Figure 6. Mutations led to CCER1 LLPS deficiency. a. Ectopically overexpressed mCherry fusion WT and mutant hCCER1 proteins in HEK 293T cells. Scale bar: 5µm. b. Mutations in detail. All mutations led to CCER1 LLPS deficiency.

a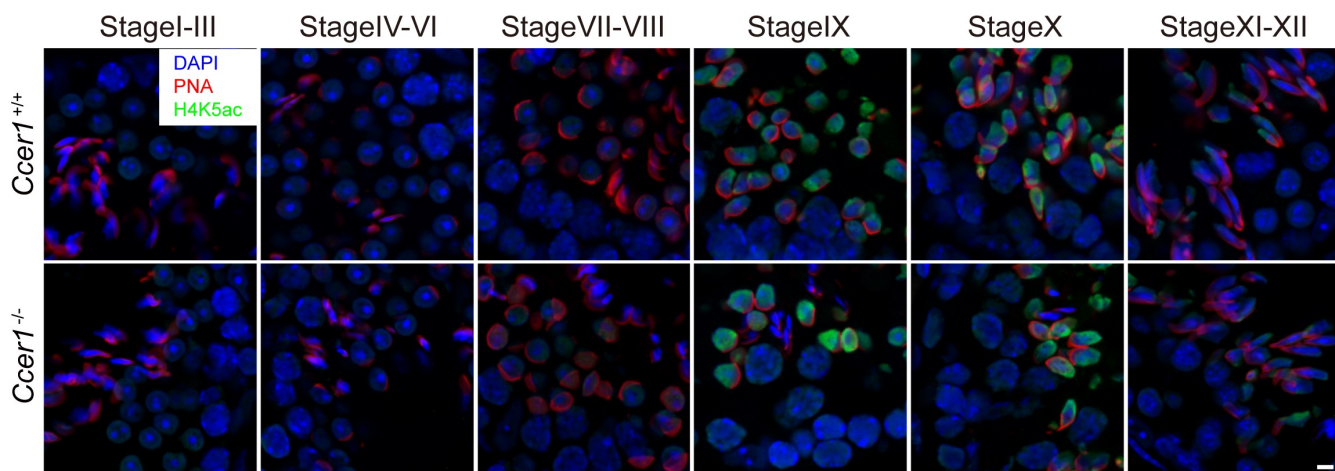**b**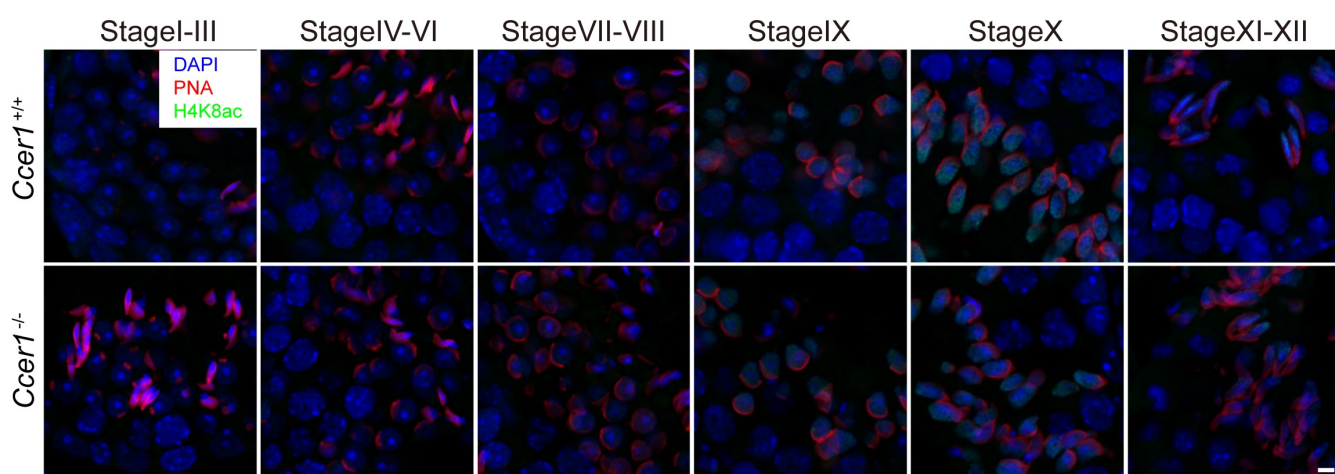**c**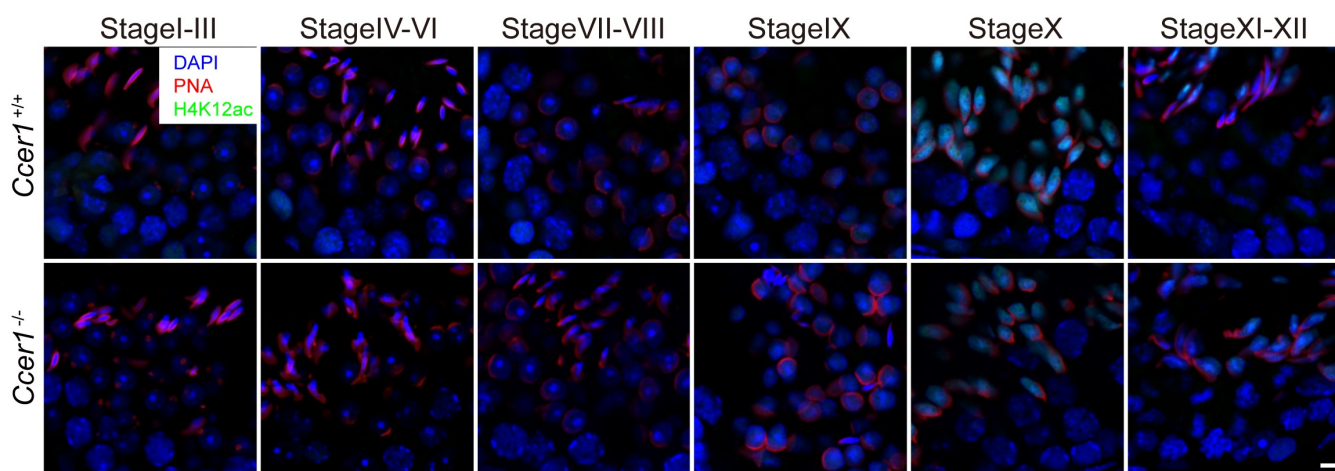

Supplementary Figure 7. Immunofluorescence of the acetylation of histone H4 in mouse testes. a. Immunofluorescence comparison of H4K5ac between *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes. Scale bar: 5 μm. b. Immunofluorescence comparison of H4K8ac between *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes. Scale bar: 5 μm. c. Immunofluorescence comparison of H4K12ac between *Ccer1*^{+/+} and *Ccer1*^{-/-} mouse testes. Scale bar: 5 μm.

Figure 1d

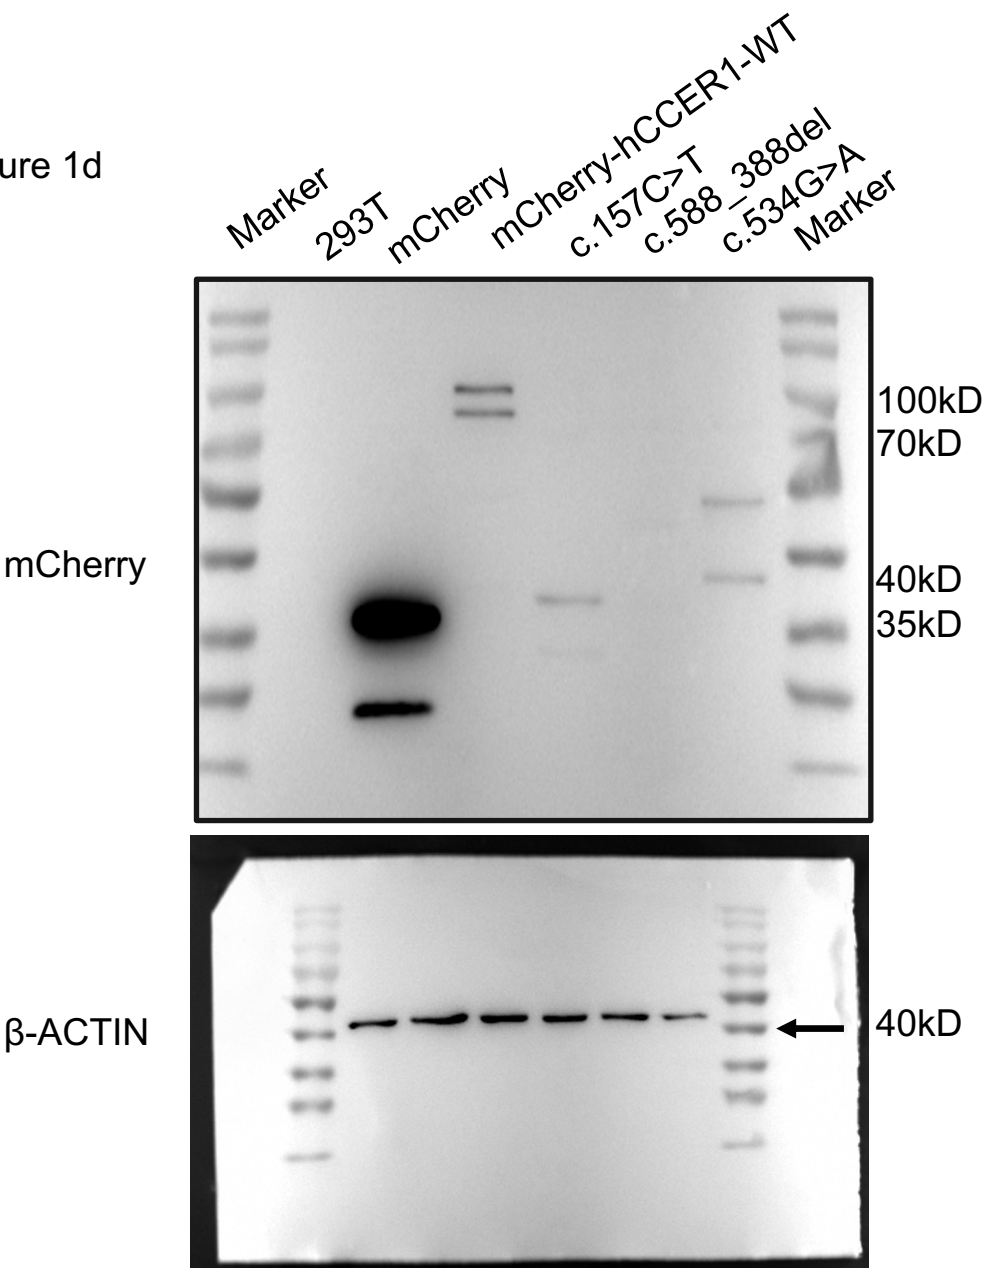

Figure 2a

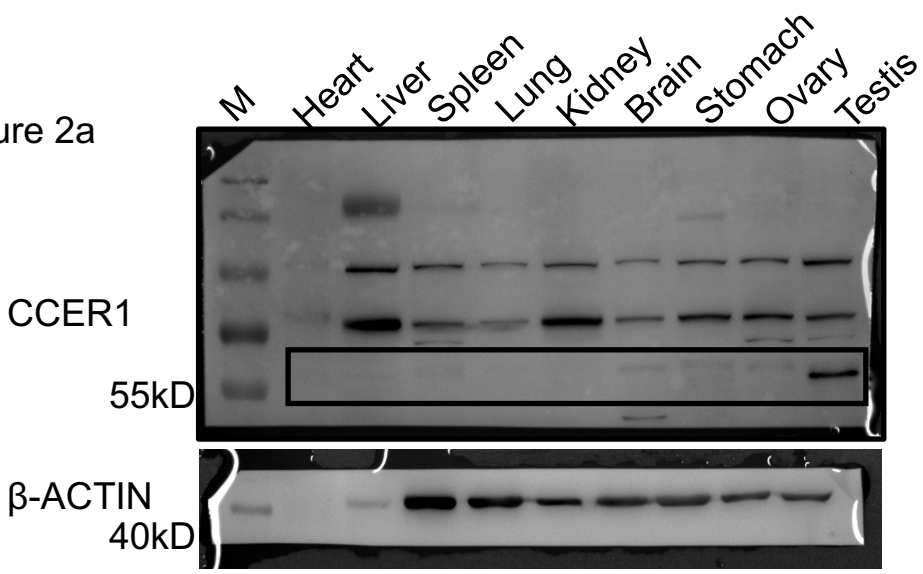

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 2b

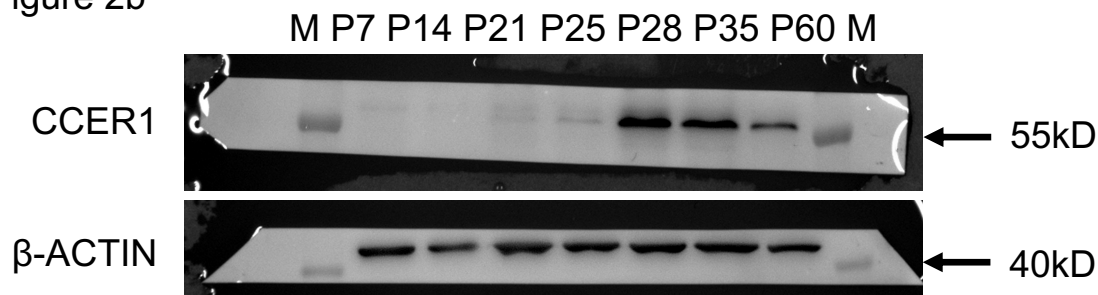

Figure 3b

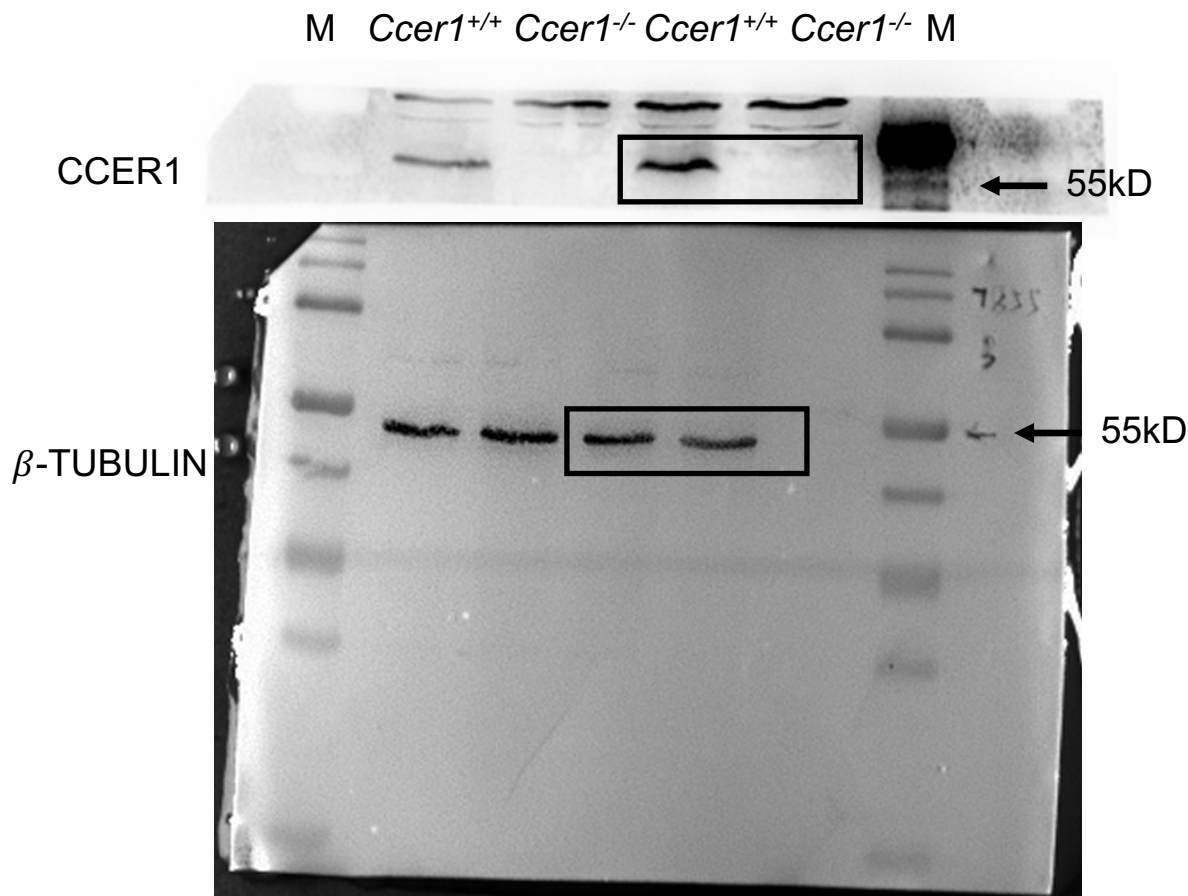

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 4h

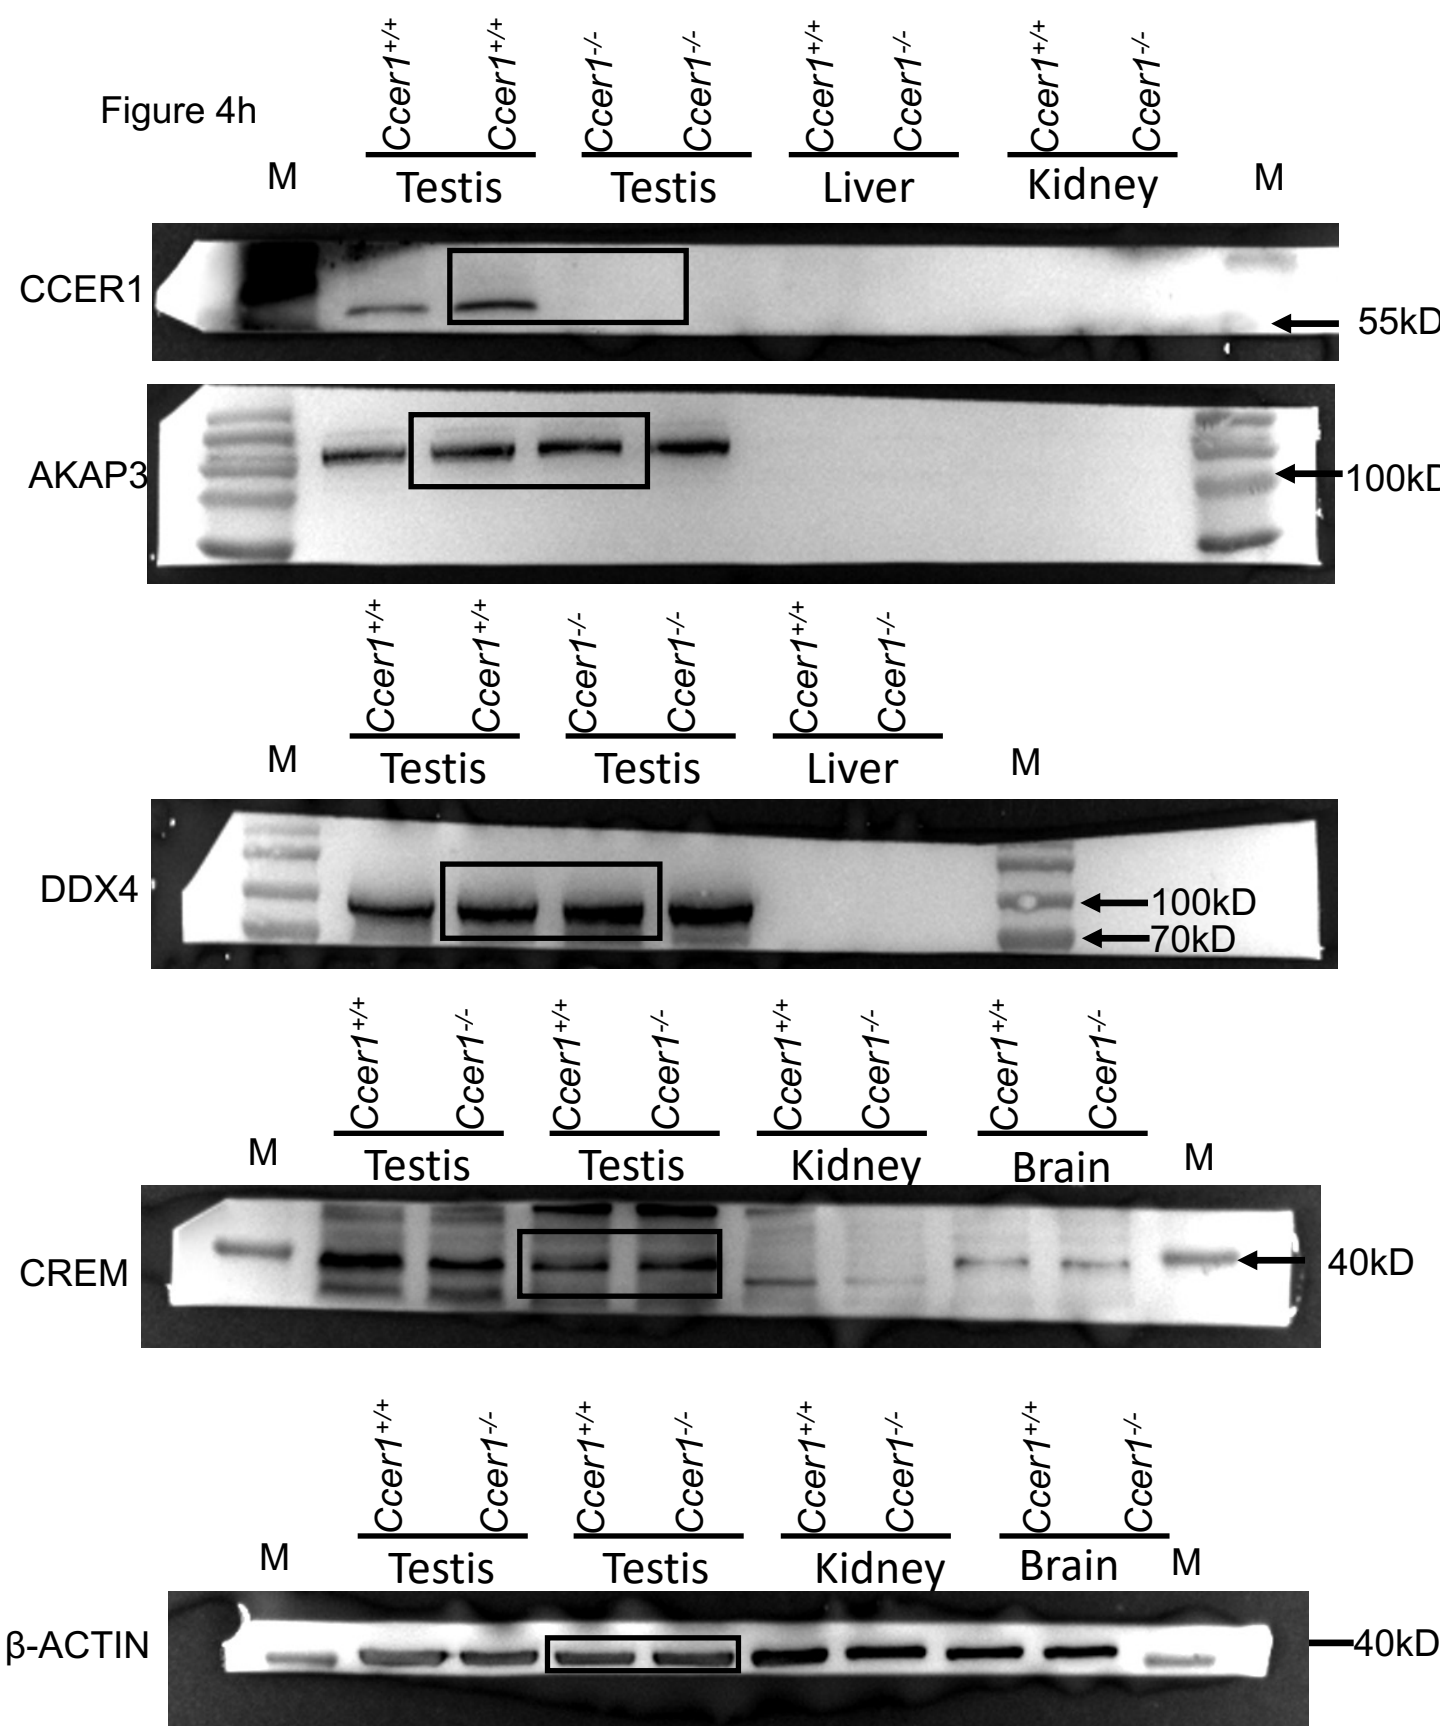

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 4i

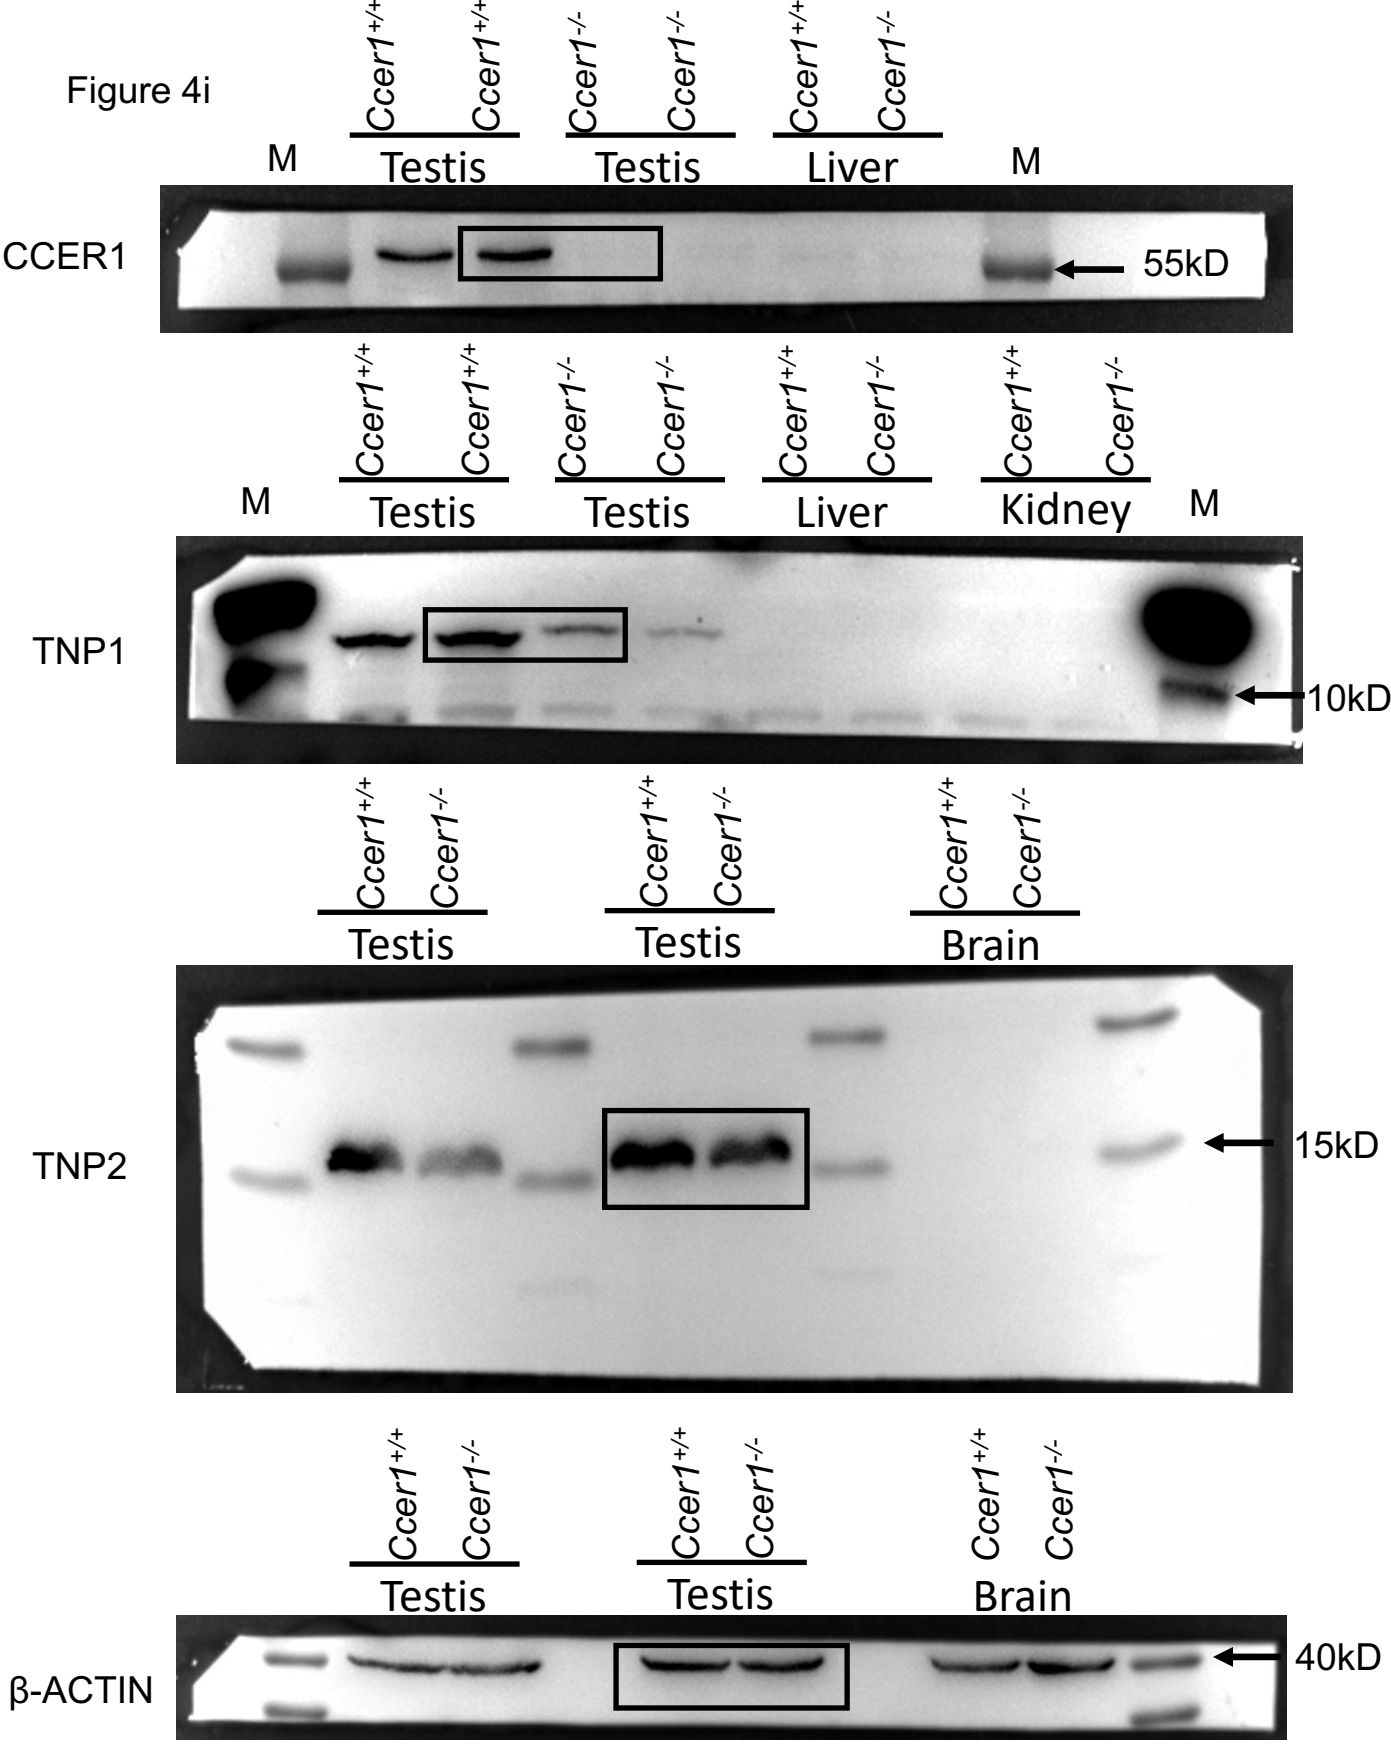

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 4j

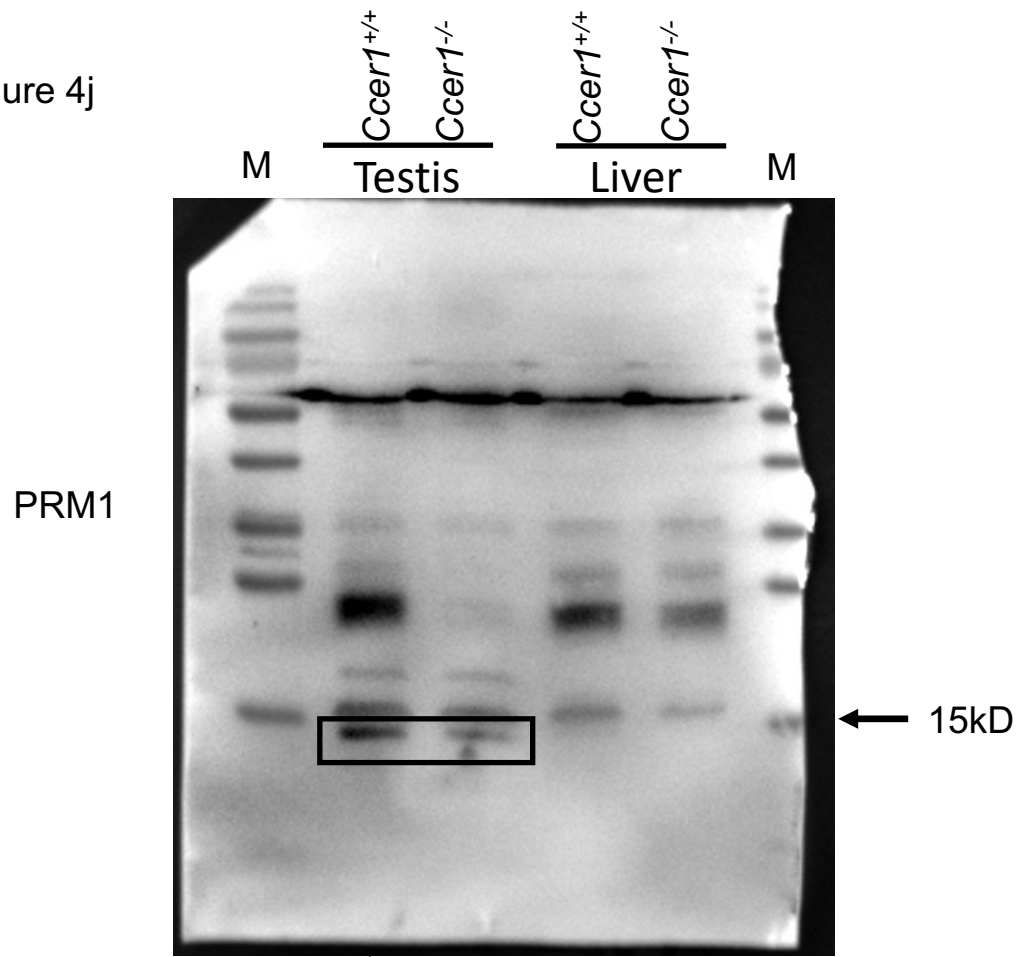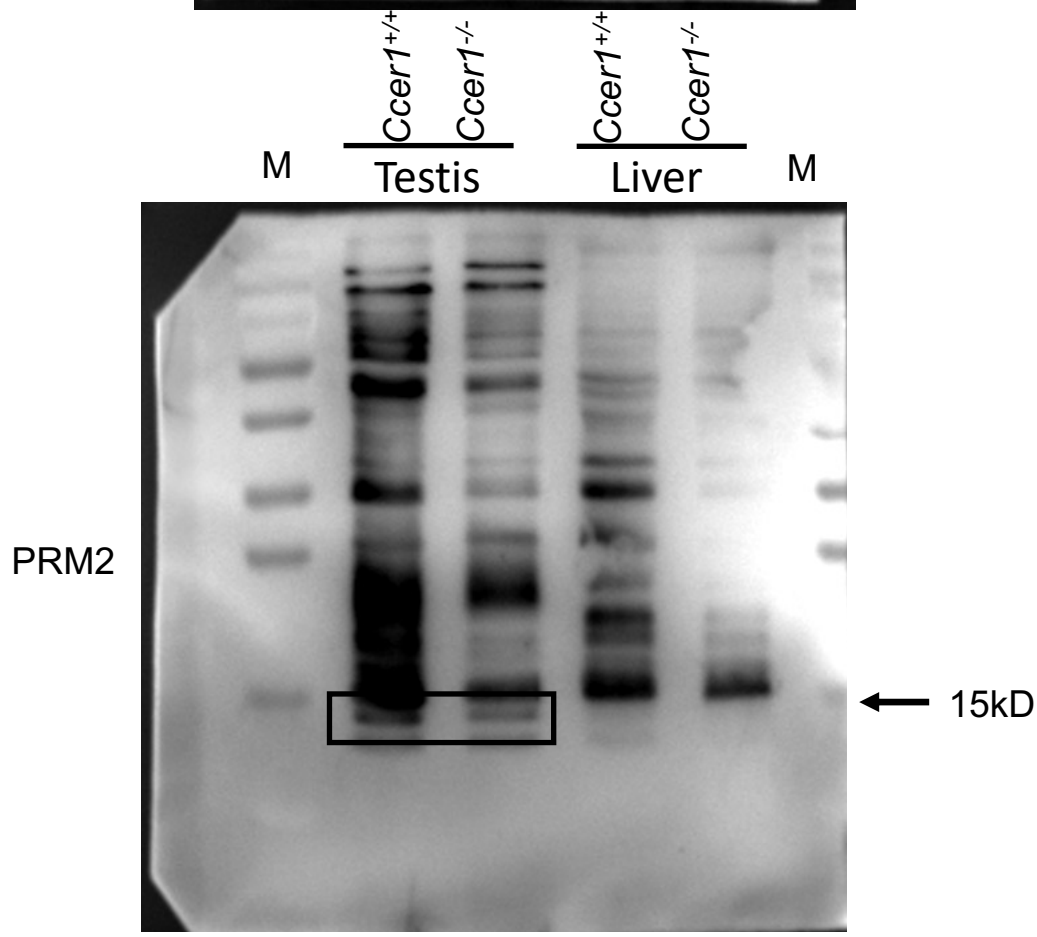

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 4j

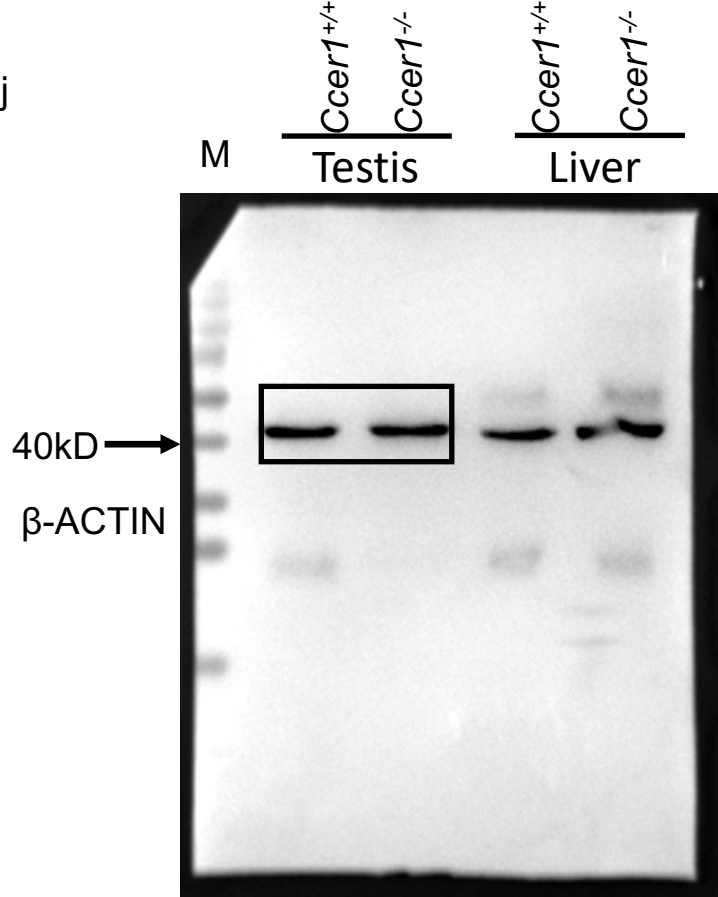

Figure 4k

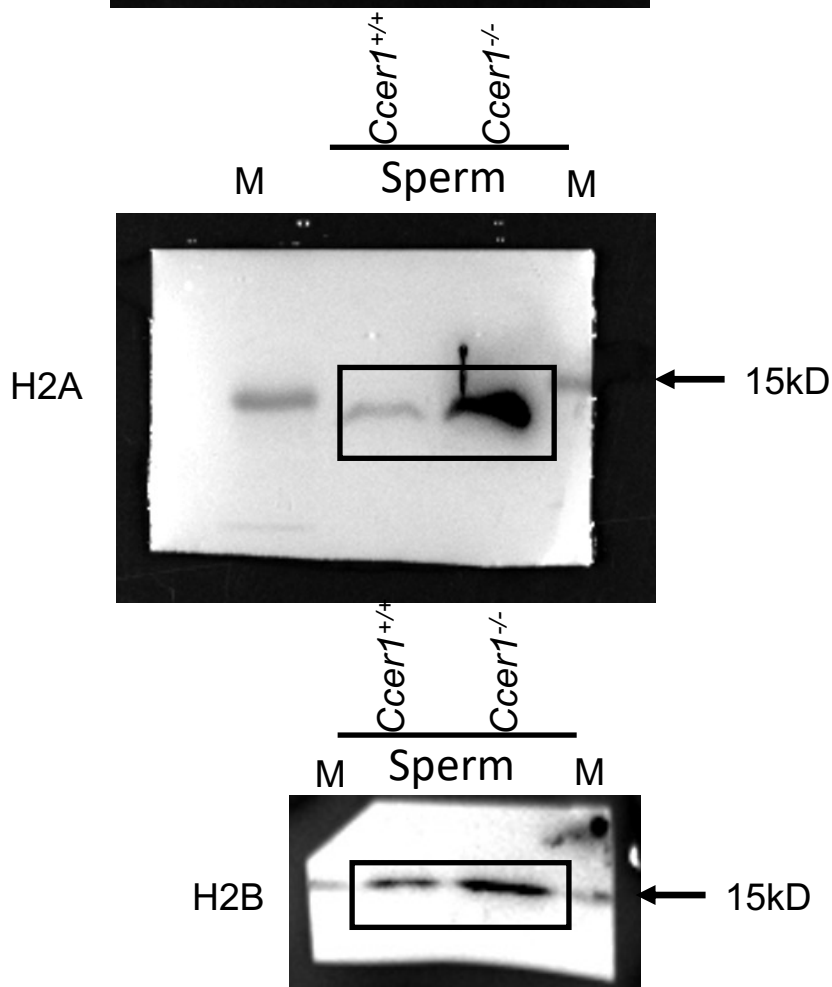

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 4k

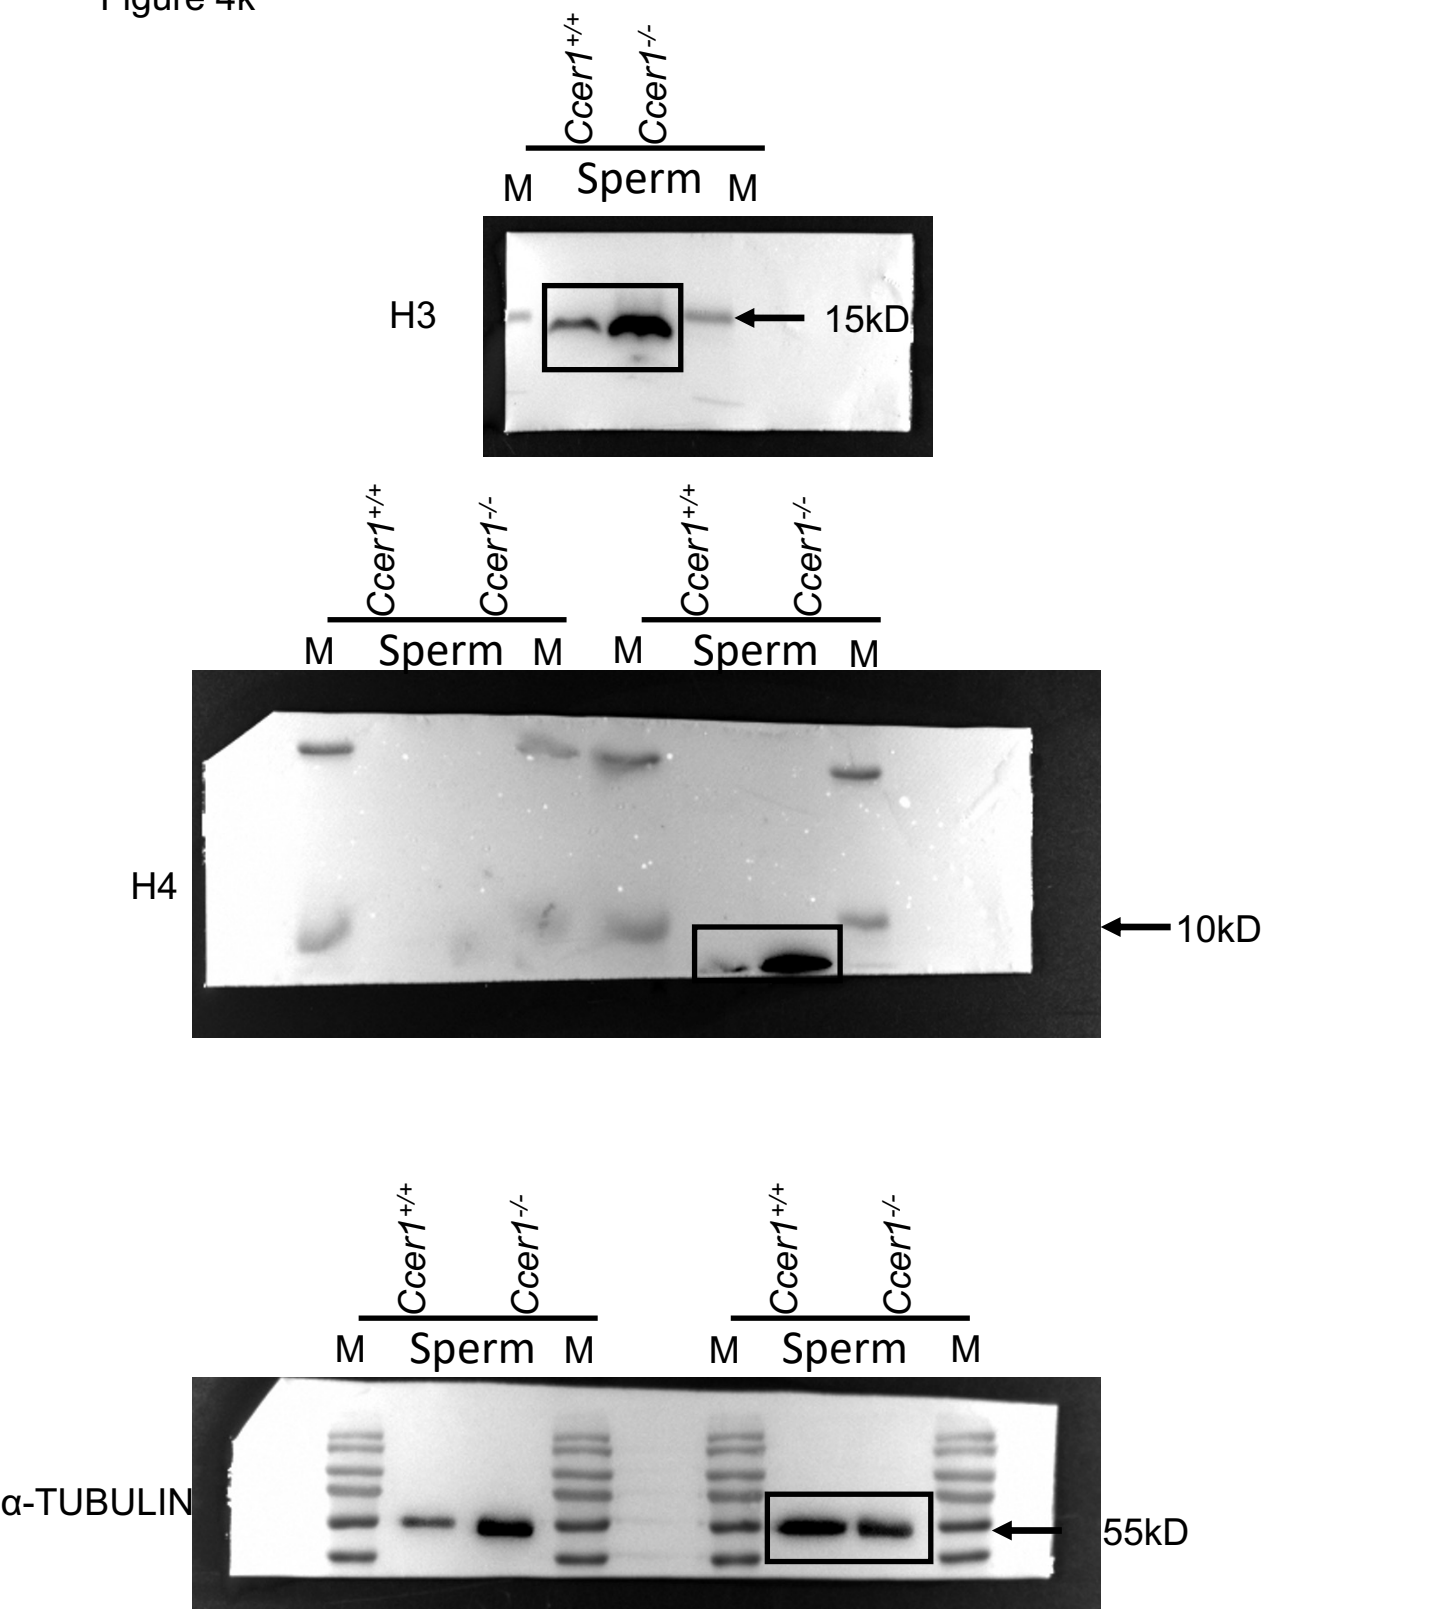

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 4l

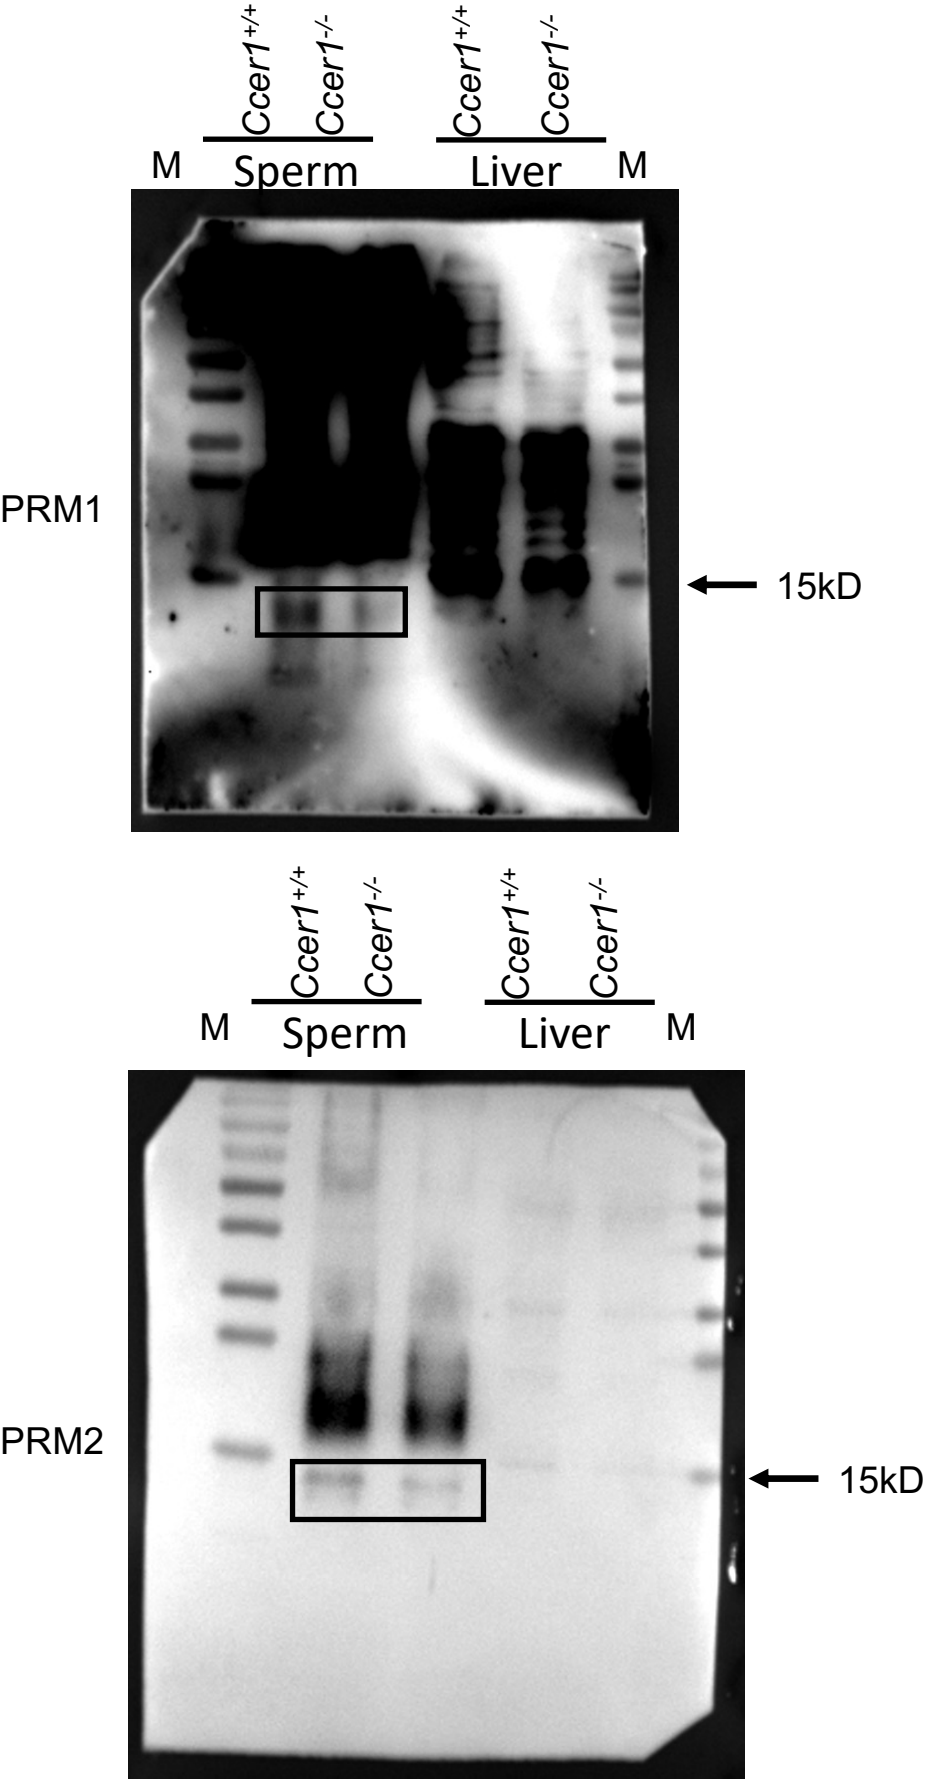

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 5c

pCMV-Flag	+	-	+	-	IP: Anti-Flag
Flag-CCER1	-	+	-	+	
mCherry-CCER1	+	+	+	+	
	M	Cell lysate		IP	M

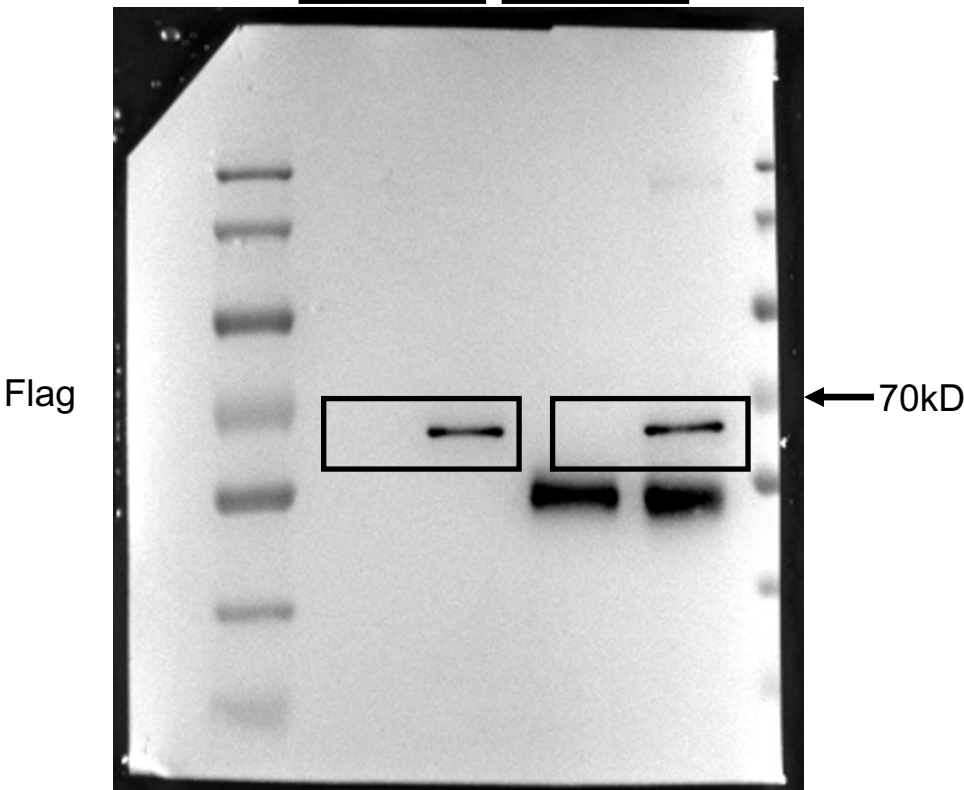

pCMV-Flag	+	-	+	-	+	-	IP: Anti-Flag
Flag-CCER1	-	+	-	+	-	+	
mCherry-CCER1	+	+	+	+	+	+	
	M	293T	Cell lysate		supernatant	IP	M

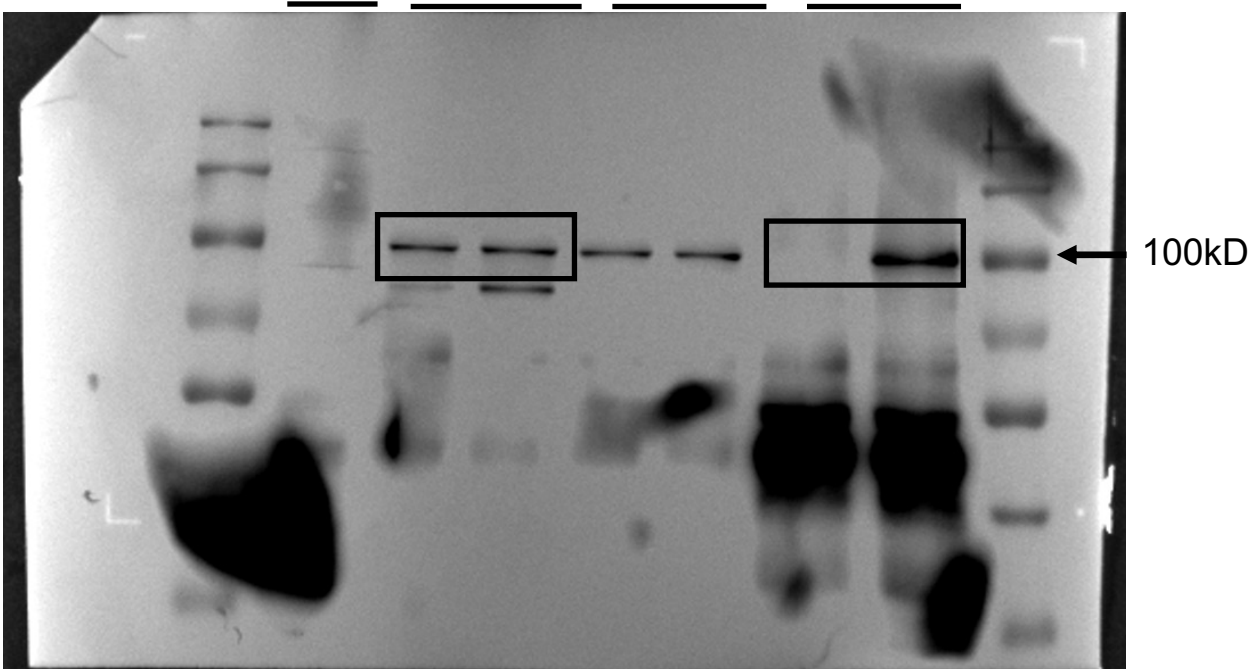

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 5c

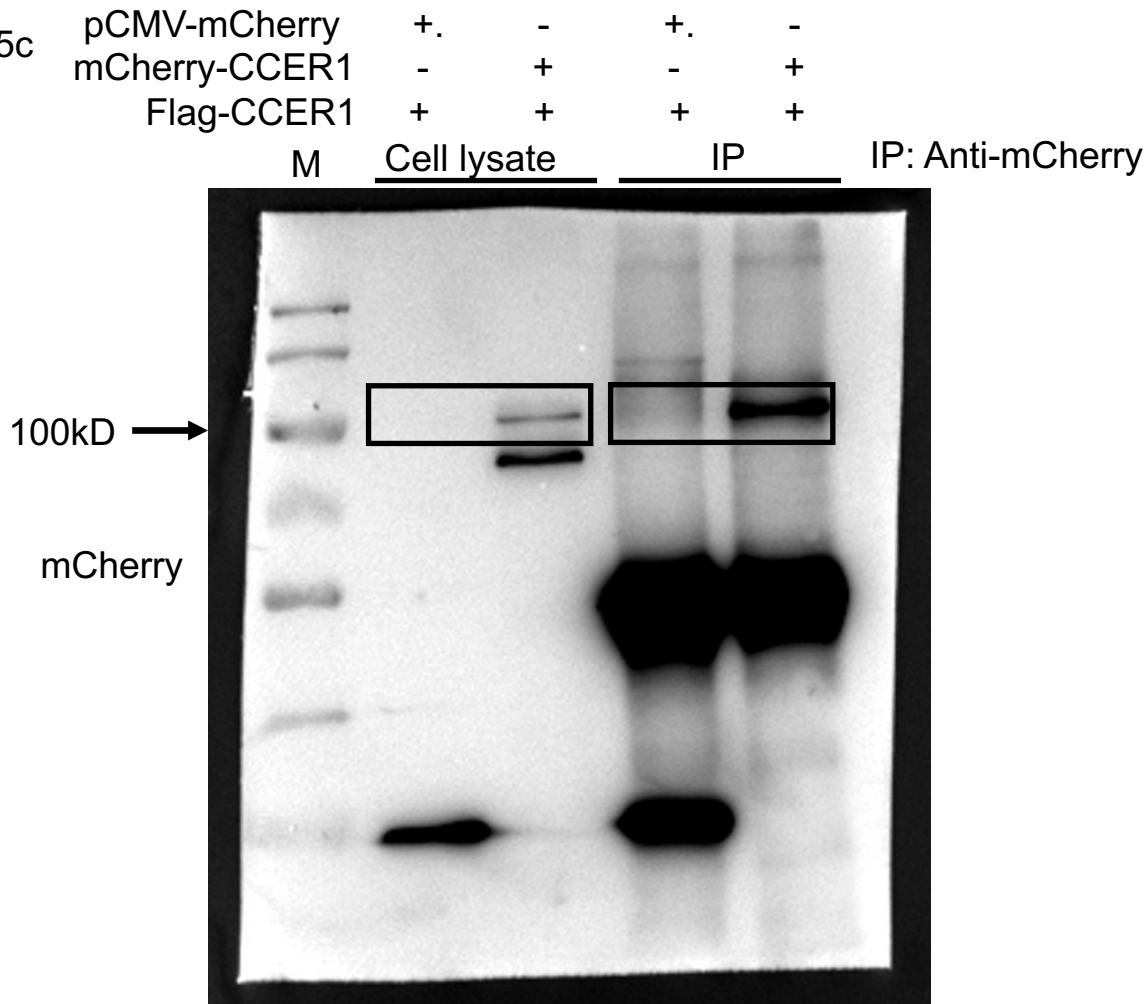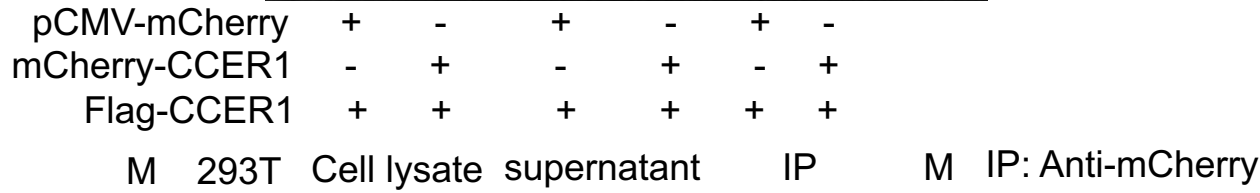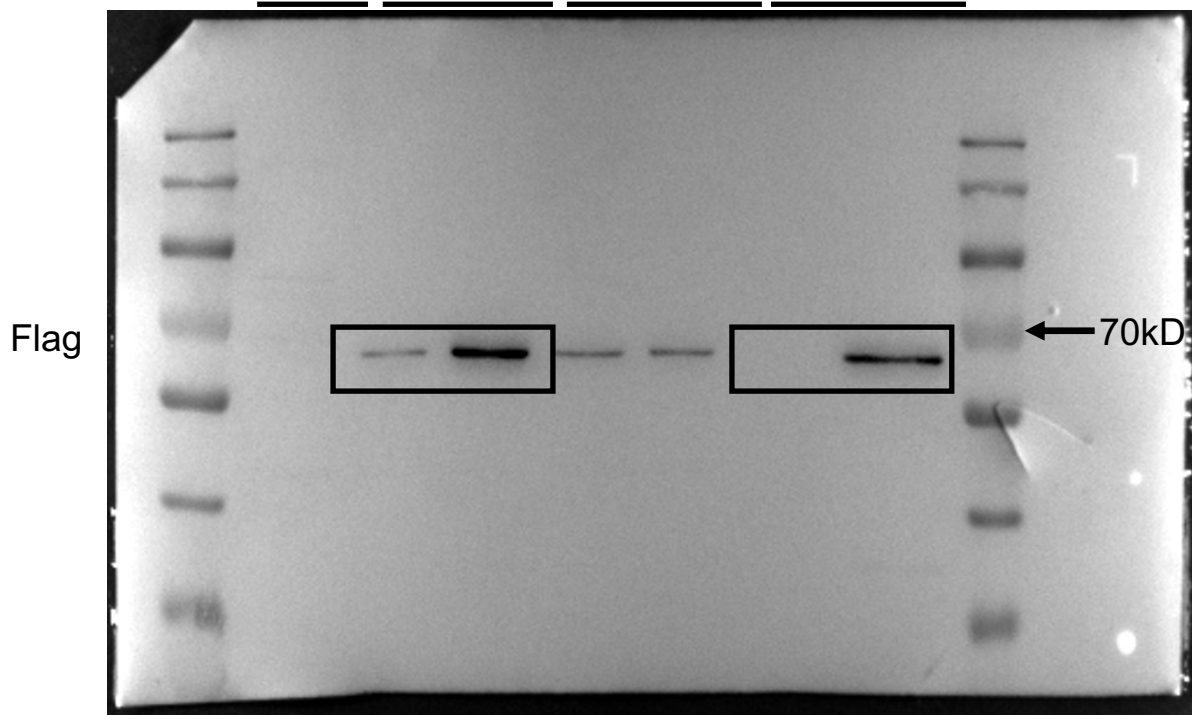

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 5c

pCMV-mCherry	+	-	+	-	IP: Anti-mCherry
mCherry-CCER1	+	+	+	+	
GFP-CCER1.	+	+	+	+	
Flag-CCER1.	+	+	+	+	
					IB: Anti-CCER1
	M	Cell lysate		IP	M

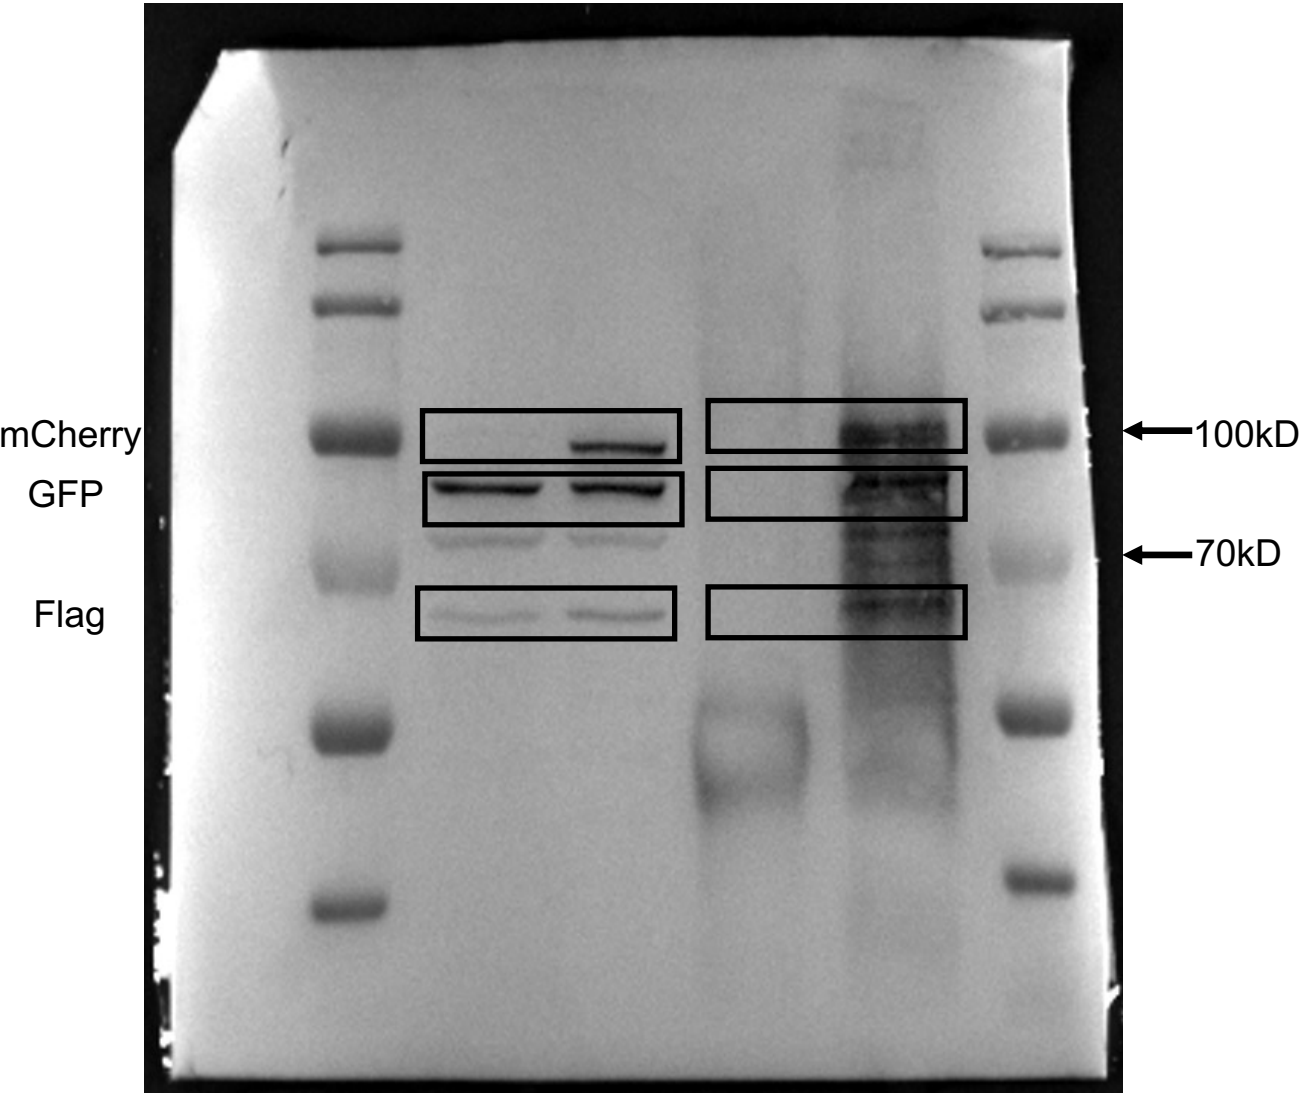

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7a

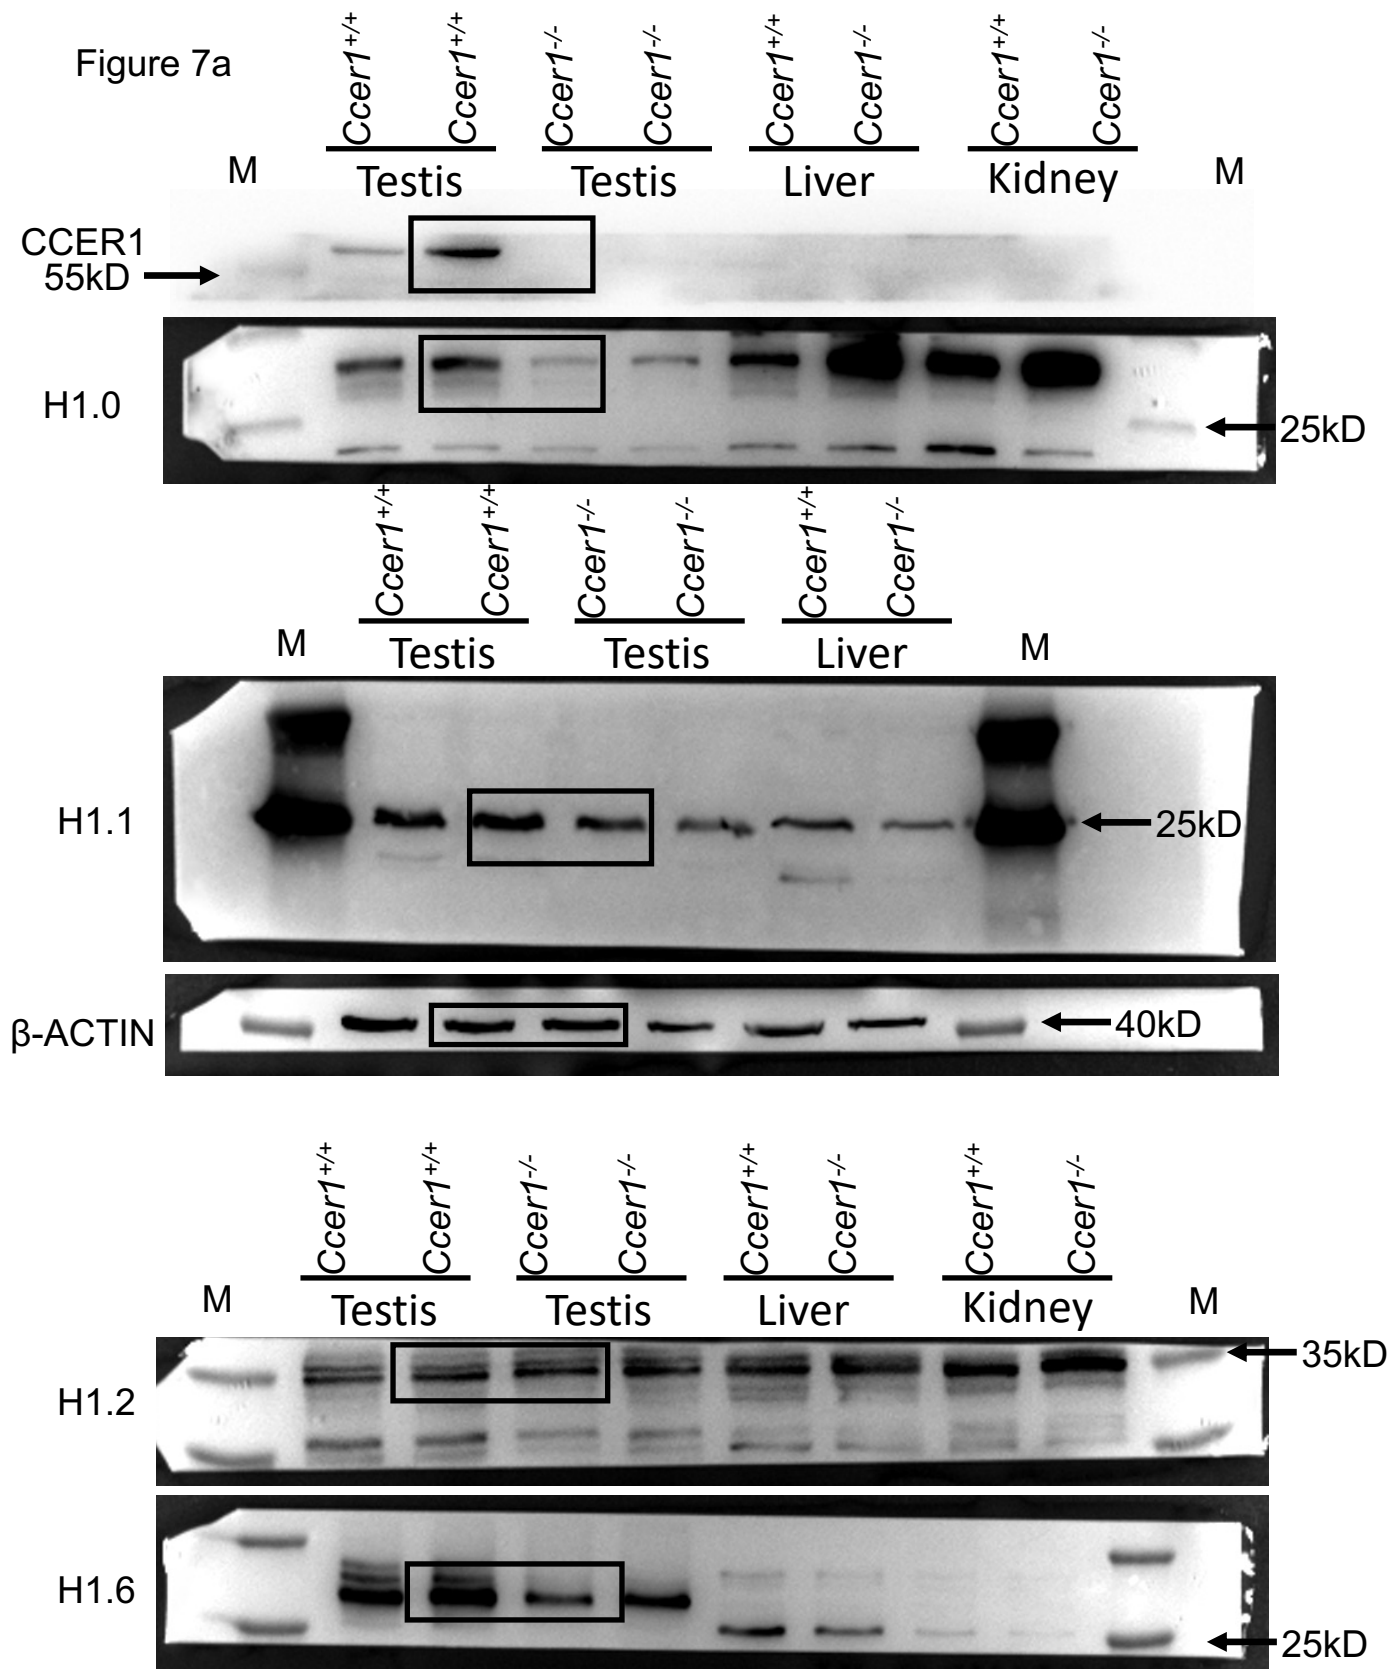

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7b

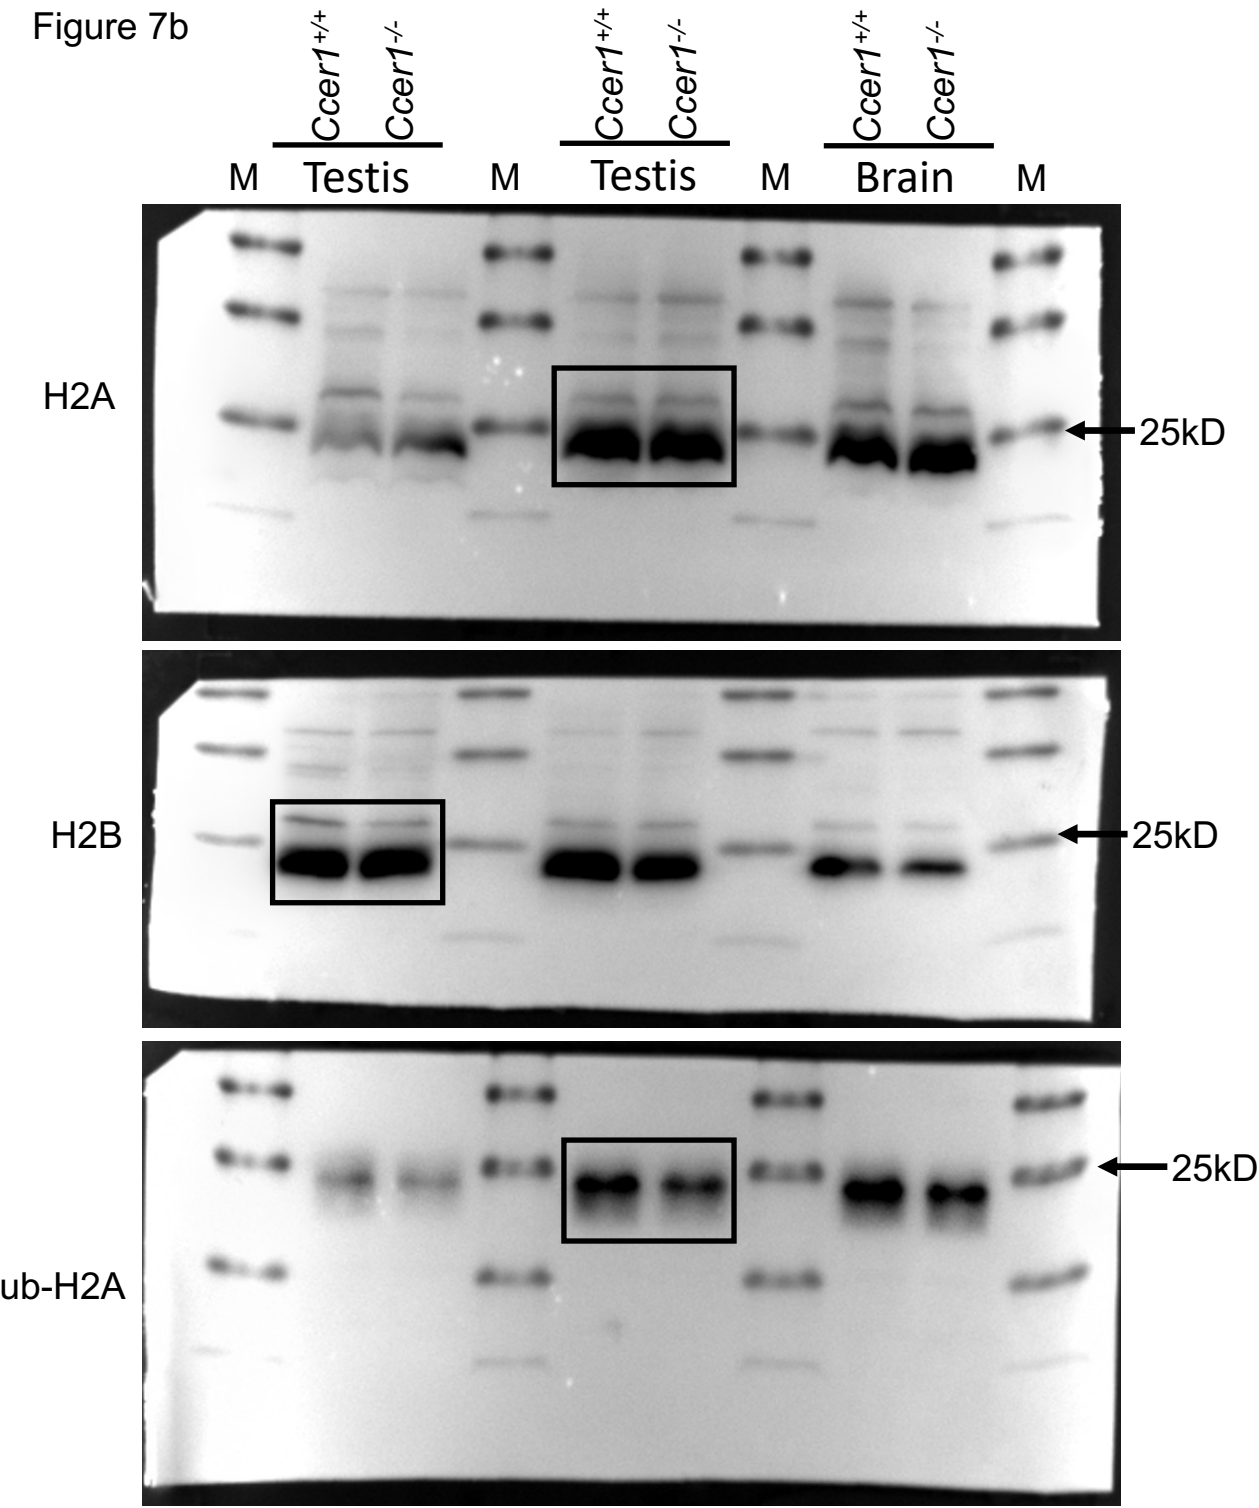

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7b

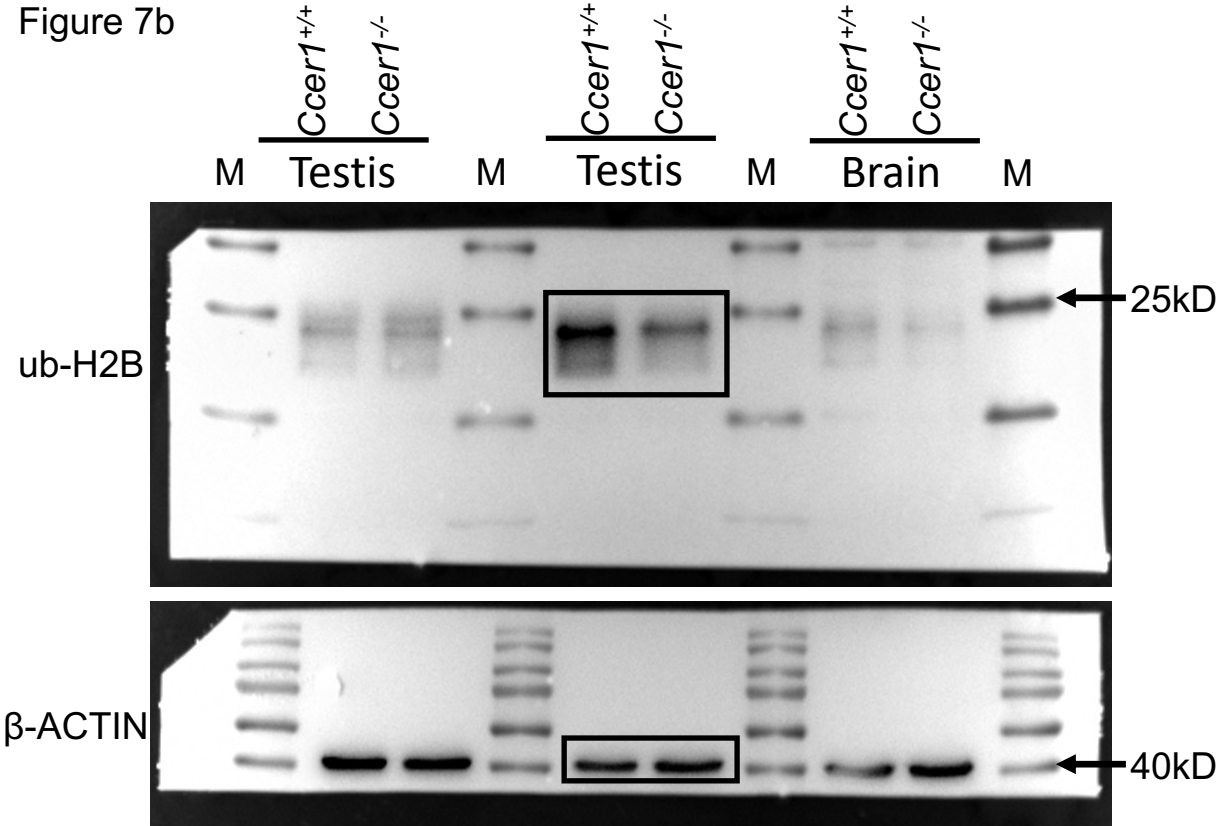

Figure 7c

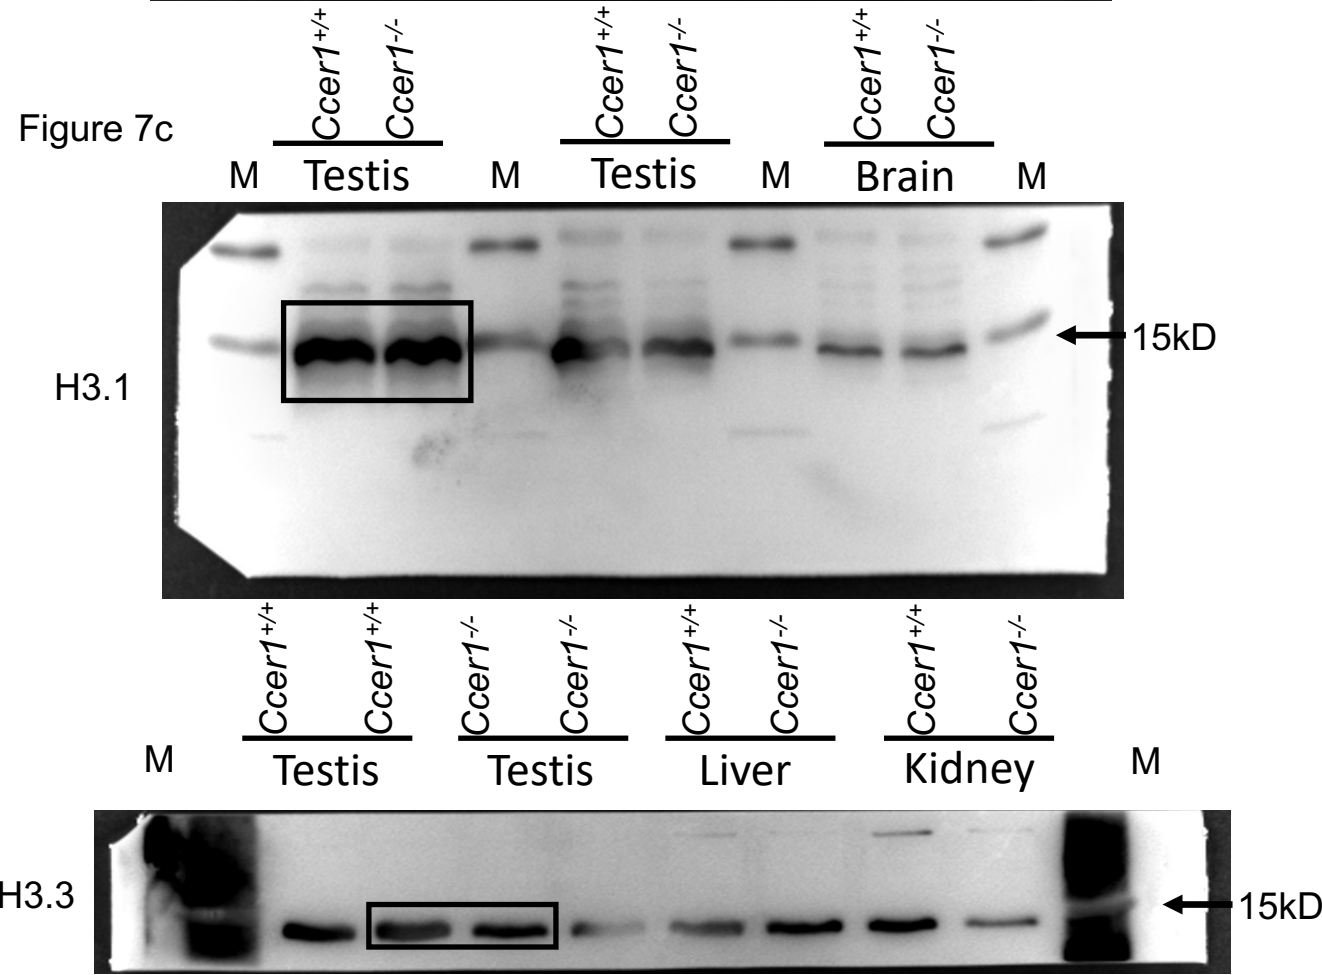

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7c

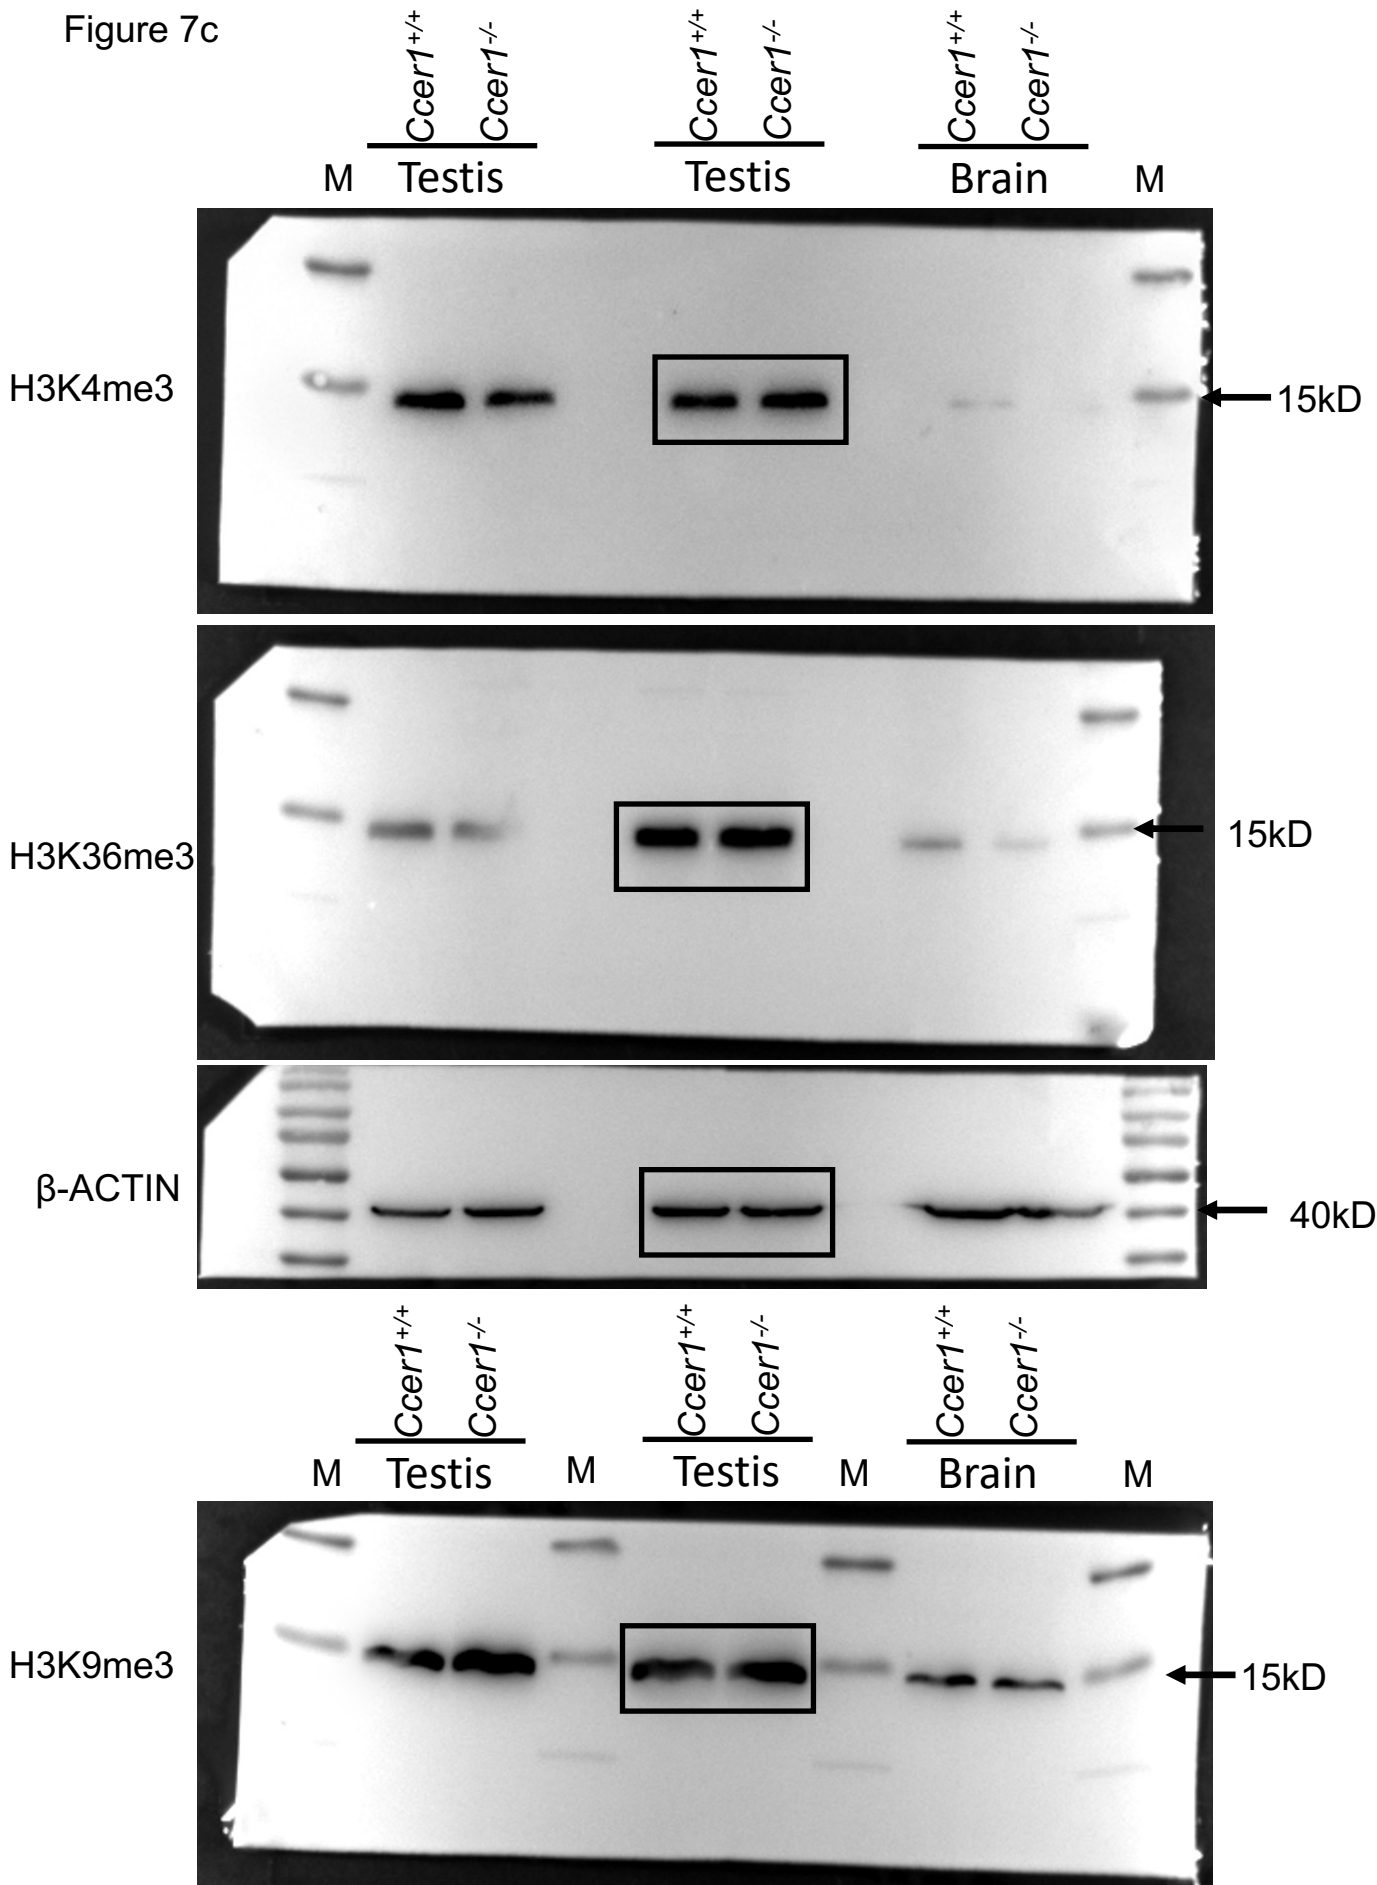

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7c

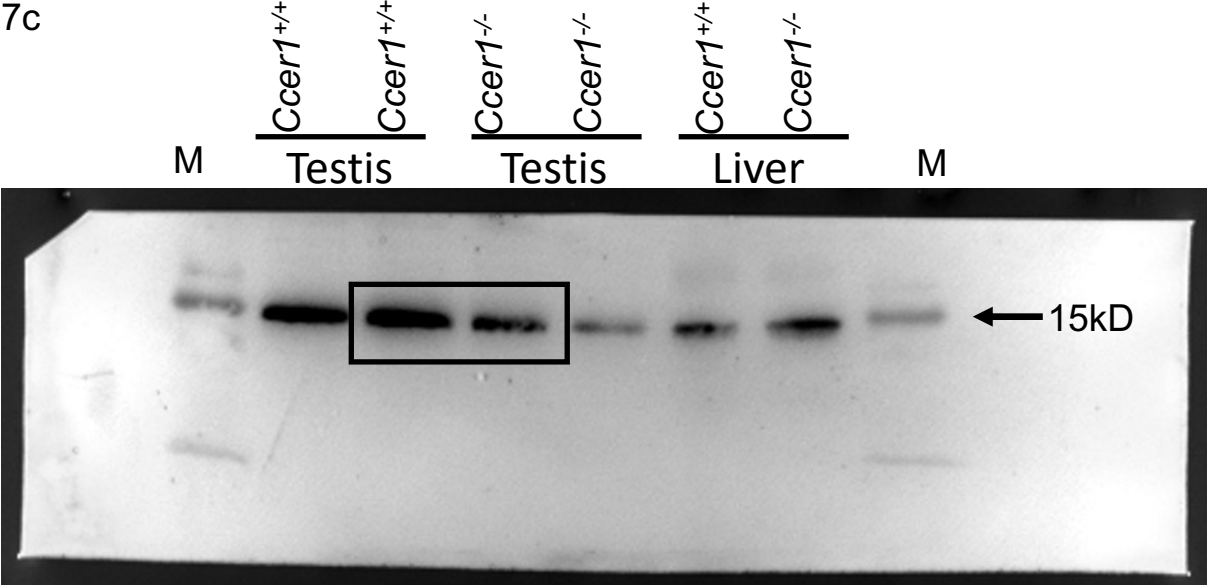

Figure 7d

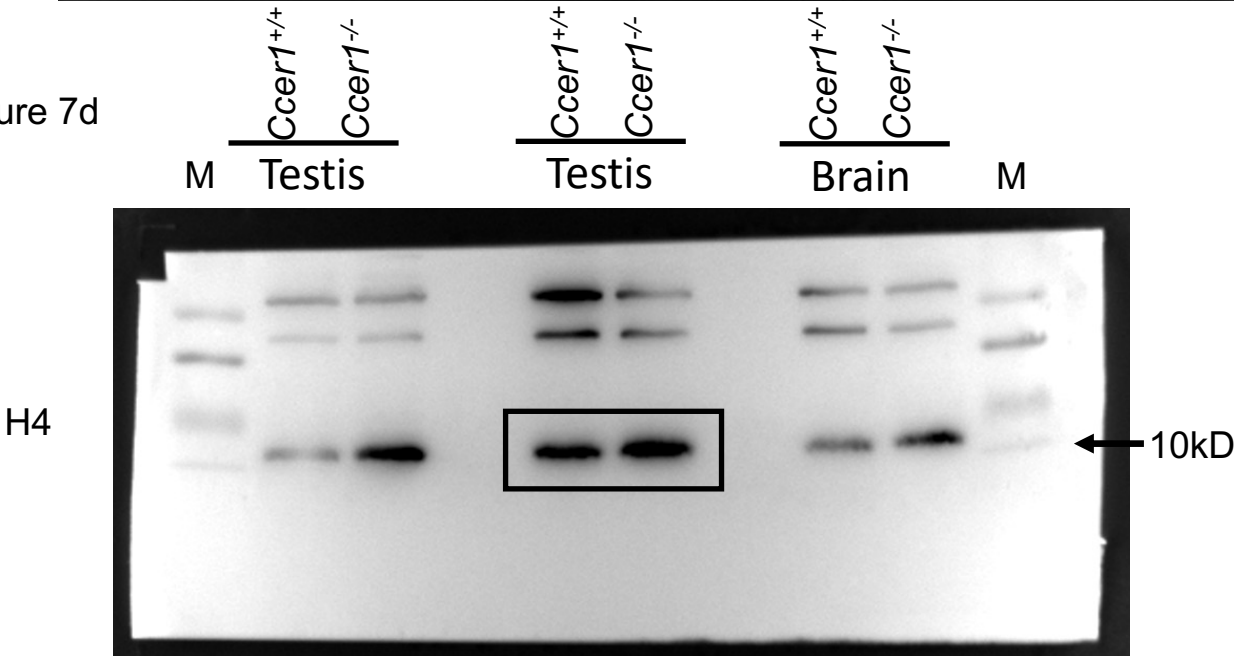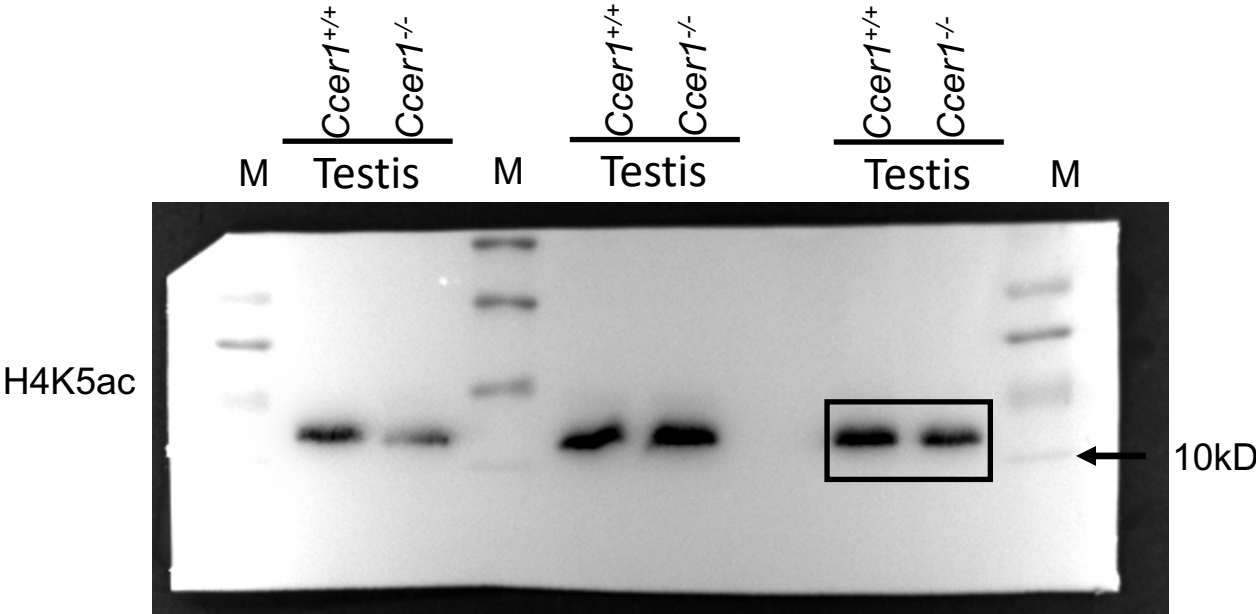

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7d

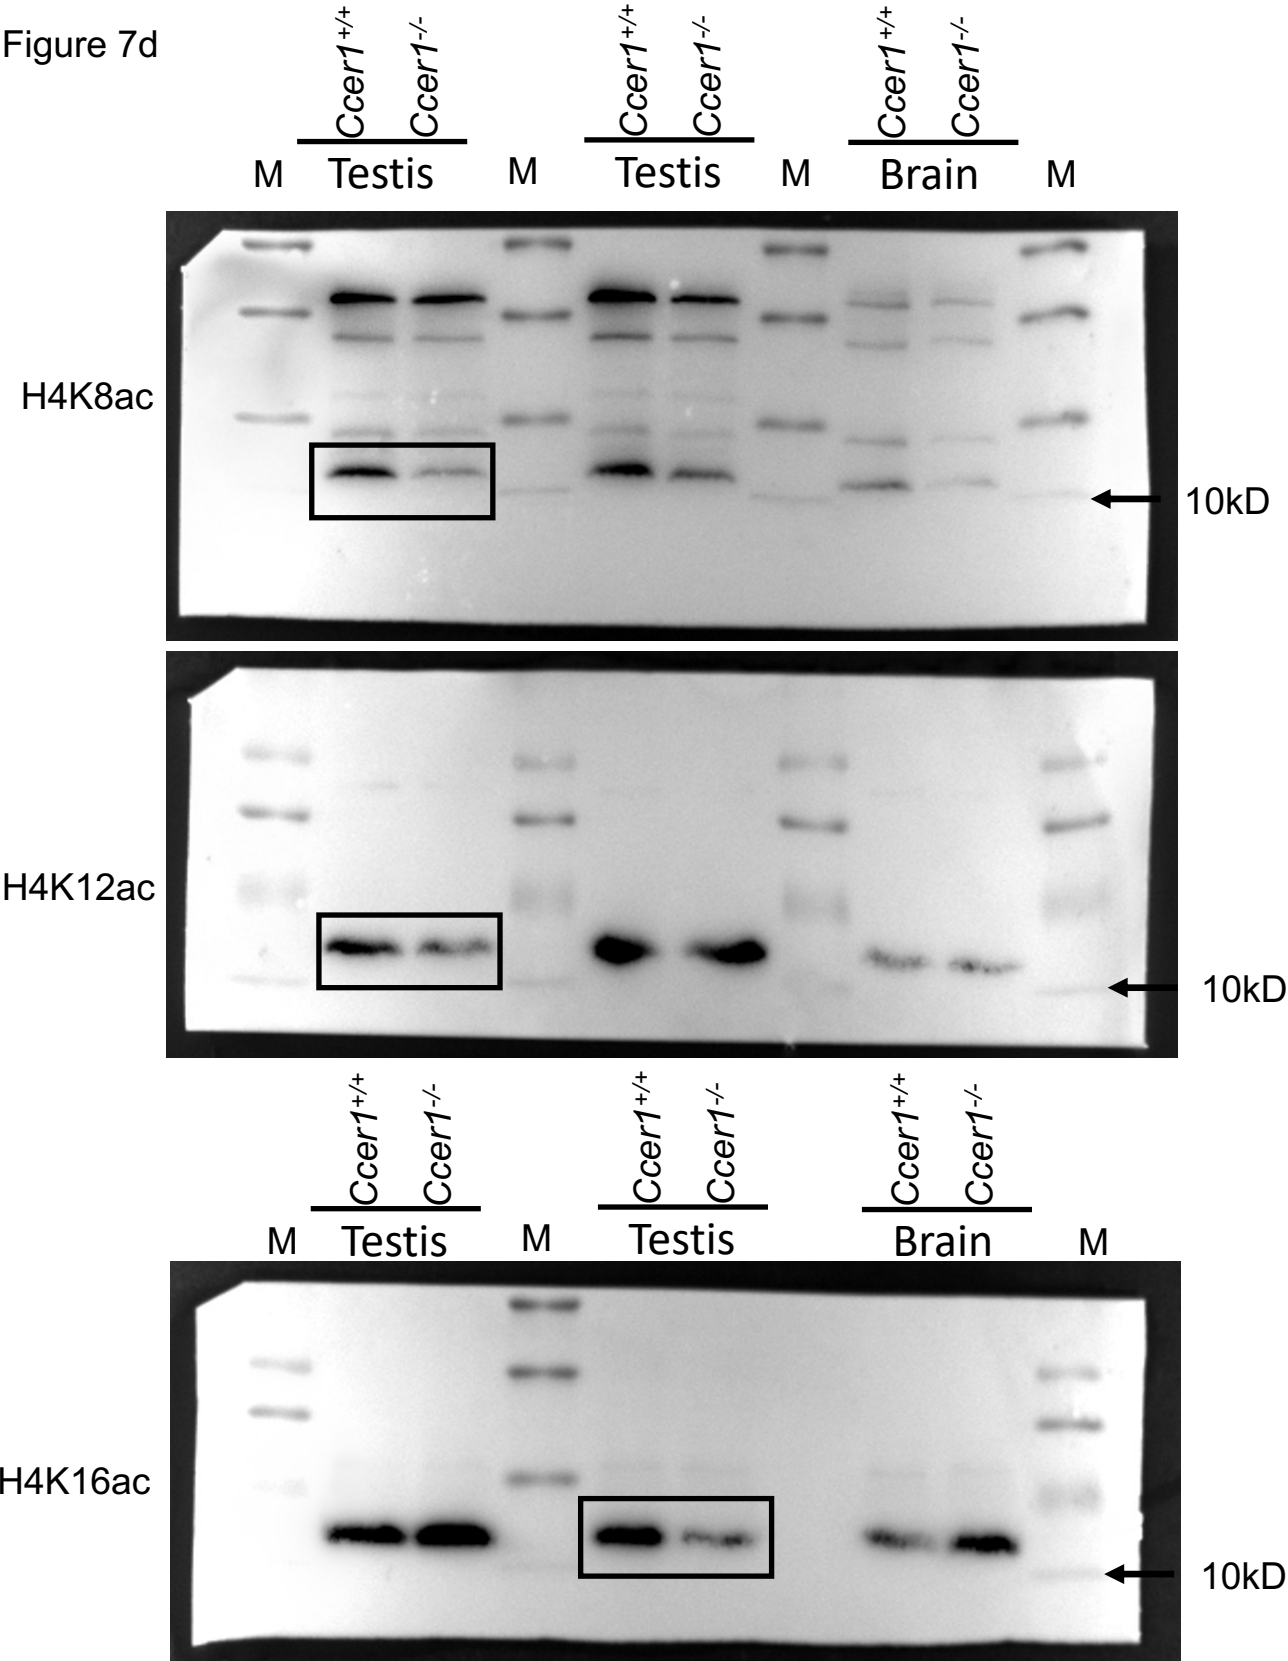

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7d

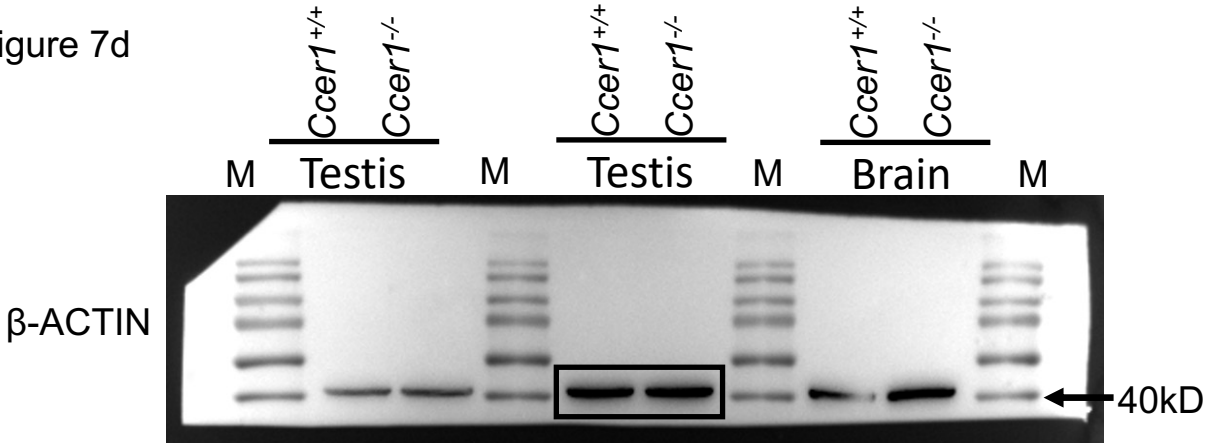

Figure 7e

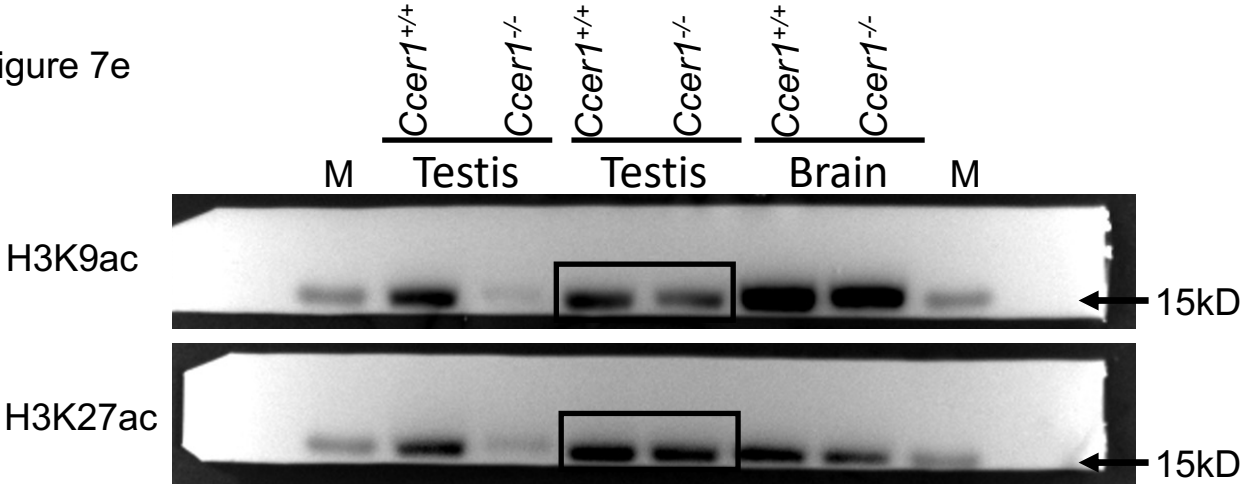

Figure 7h

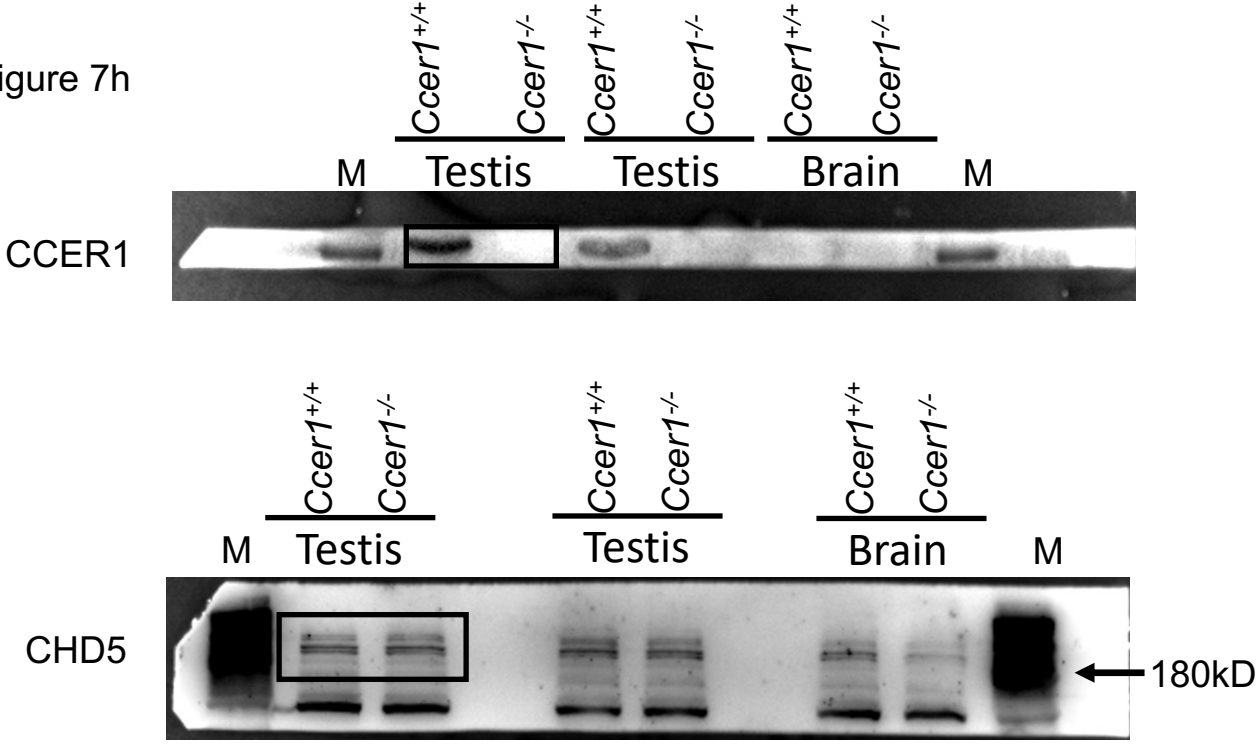

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7h

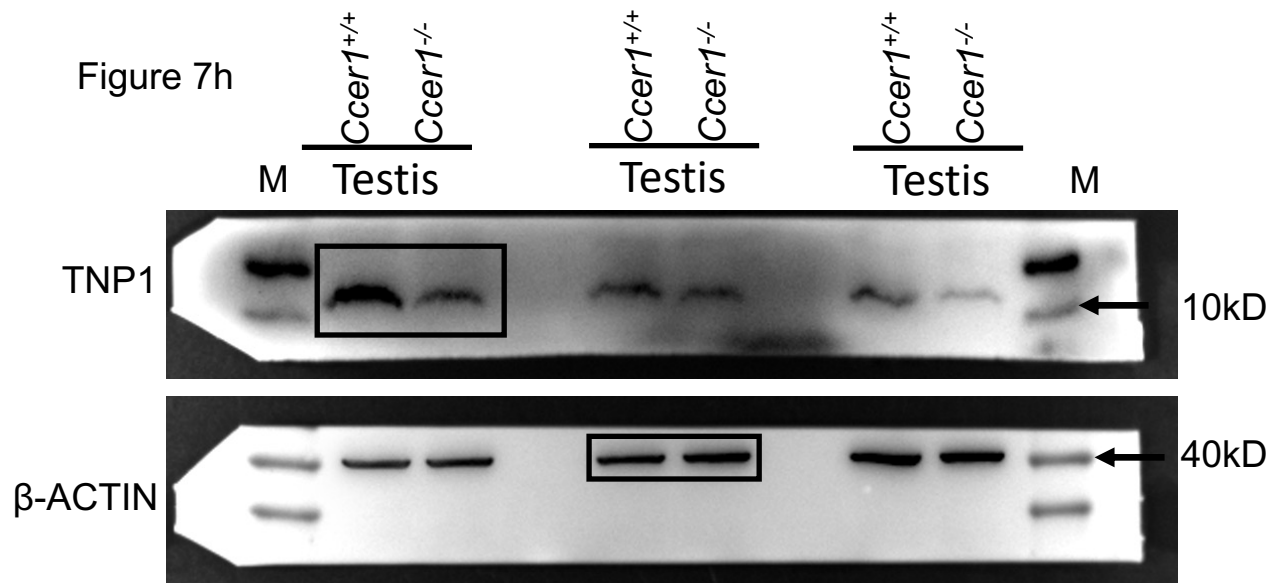

Figure 7i

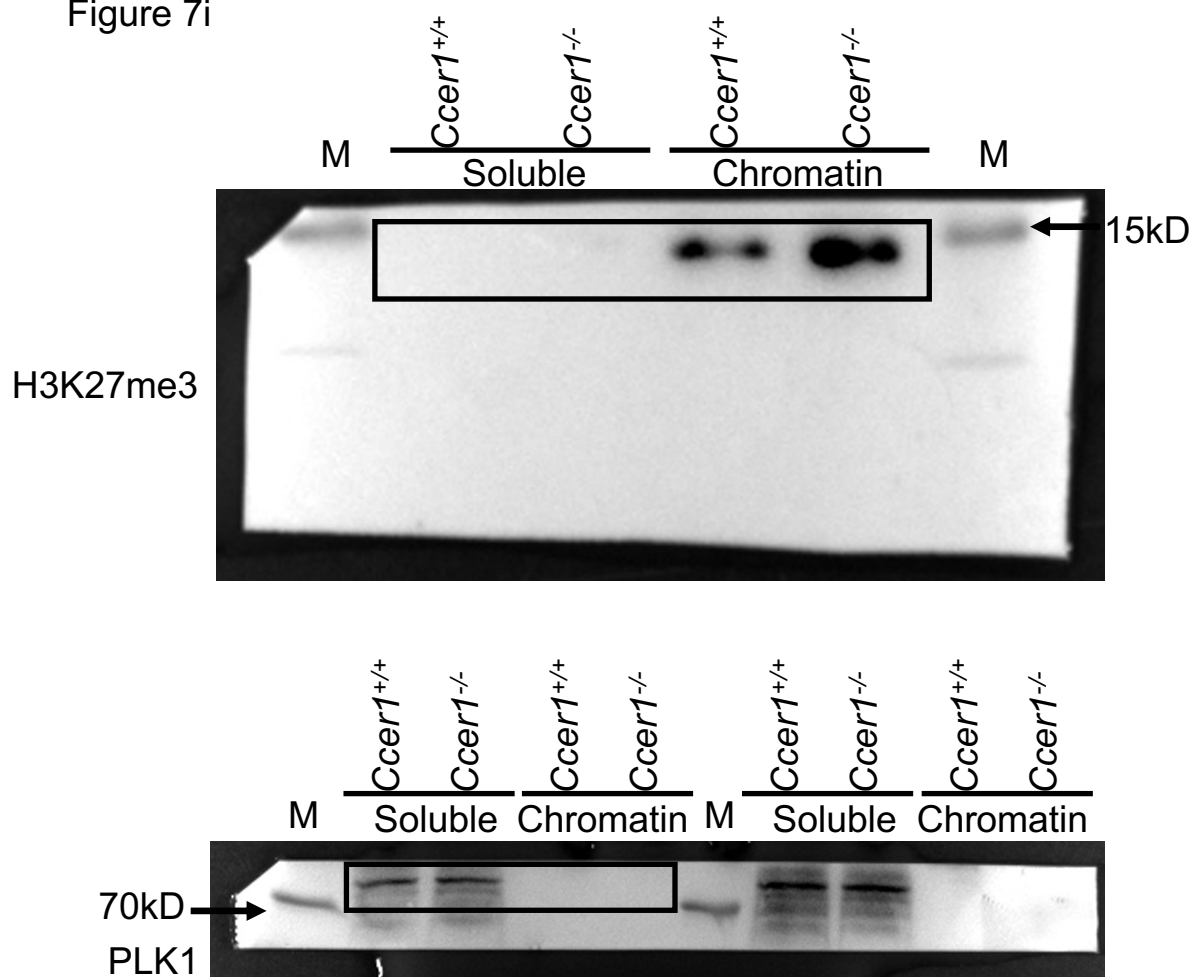

Supplementary Figure 8. Unprocessed images of immunoblotting
 PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7i

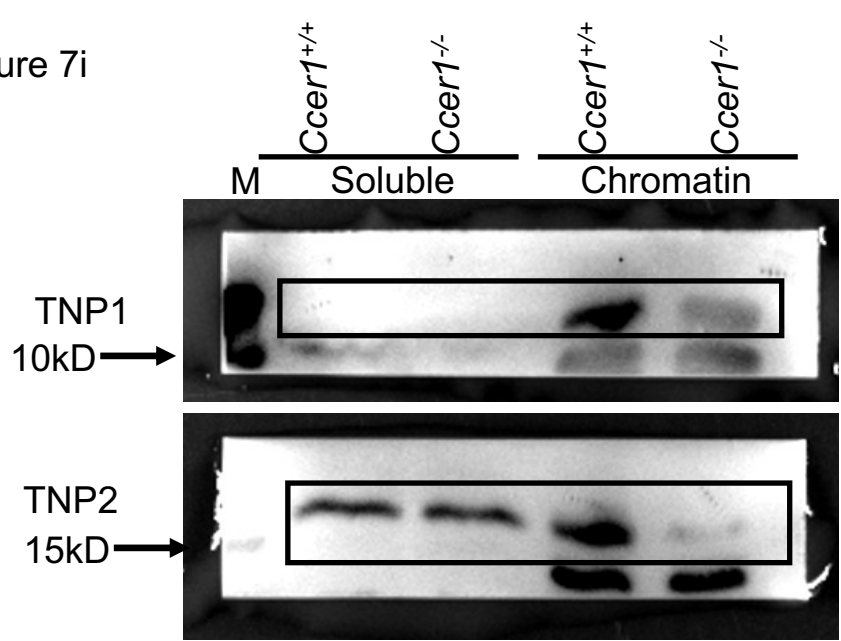

Figure 7j

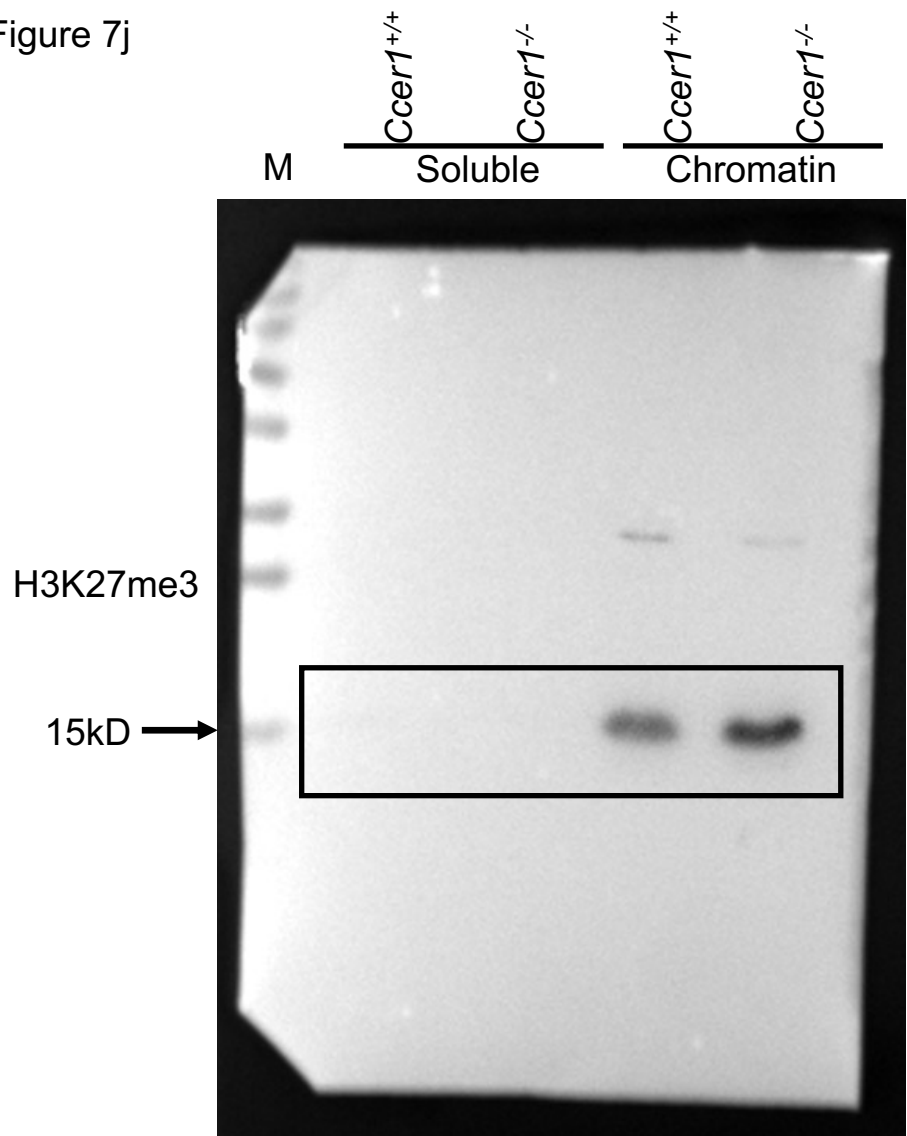

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Figure 7j

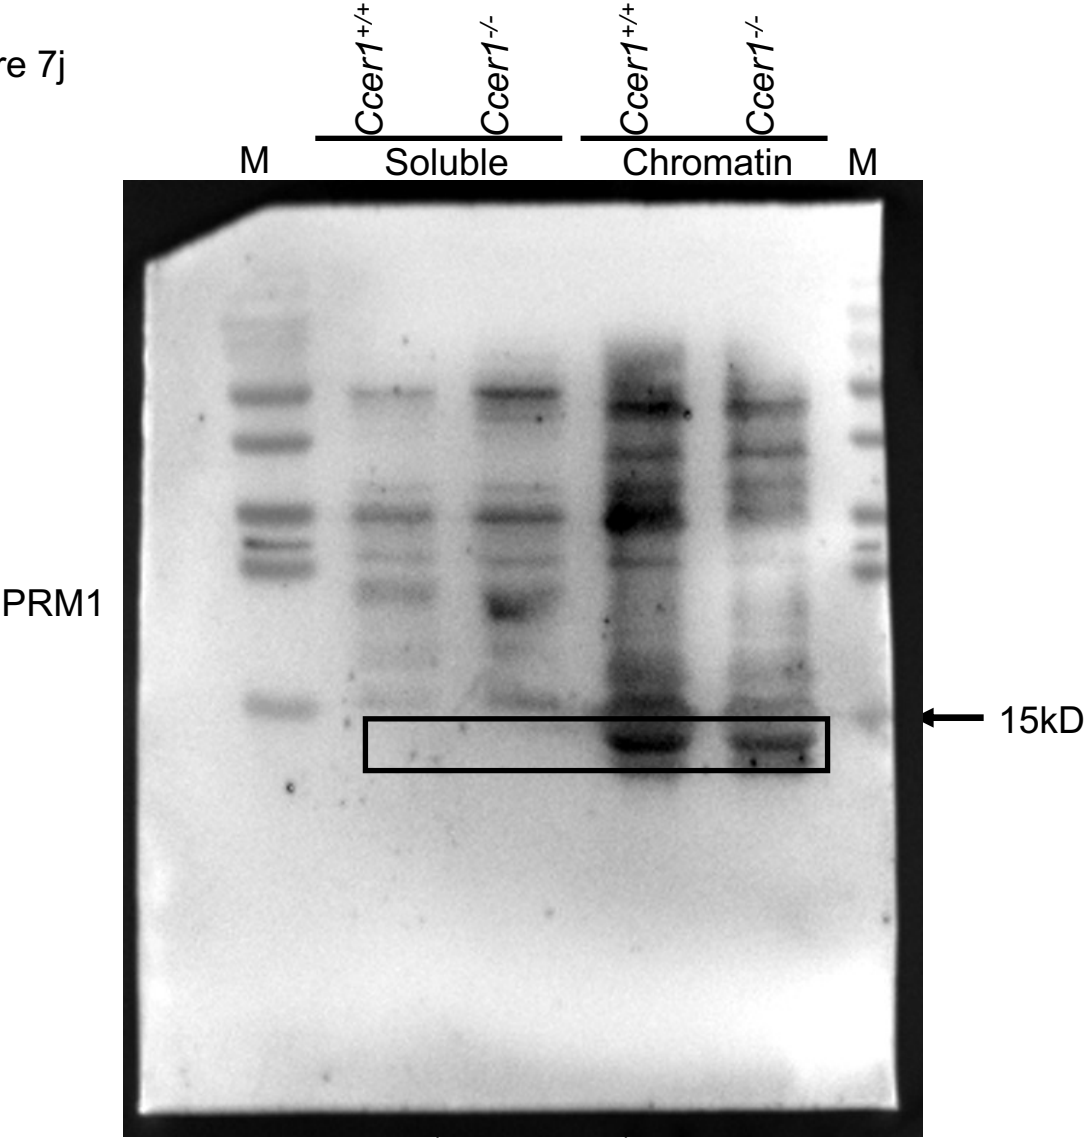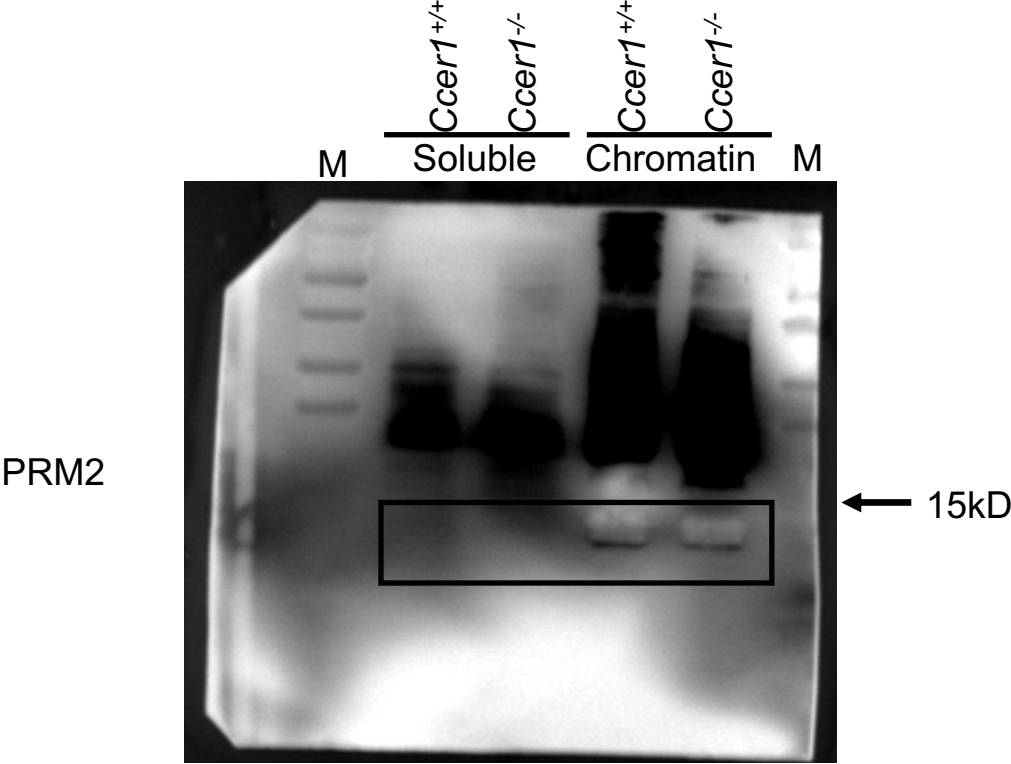

Supplementary Figure 8. Unprocessed images of immunoblotting
PVDF membranes were cut into several small pieces to incubate with different antibodies for immunoblotting. Black boxes indicate images showed in relevant figures.

Supplementary Movie 1. Live-cell imaging shows the dynamic process of EGFP-CCER1 condensate formation.

Supplementary Movie 2. Time course analyses were conducted utilizing confocal laser scanning microscopy and subsequently transformed into video files.

1. Ke Y, *et al.* 3D Chromatin Structures of Mature Gametes and Structural Reprogramming during Mammalian Embryogenesis. *Cell* **170**, 367-381 e320 (2017).
2. Jung YH, *et al.* Maintenance of CTCF- and Transcription Factor-Mediated Interactions from the Gametes to the Early Mouse Embryo. *Mol Cell* **75**, 154-171 e155 (2019).

Supplementary Table1: Key resources used in the research

REAGENT or RESOURCE	SOURCE	IDENTIFIER	Dilution for WB	Dilution for IF/IHC	Dilution for IP
Antibodies					
Rabbit Polyclonal anti-CCER1	Customize in ABclonal Technology (Wuhan,China)		1:2000	1:1000	
Mouse Monoclonal anti-PRM1	Briar Patch Biosciences	Hup1N	1:500		
Mouse Monoclonal anti-PRM1	Abcam	Cat#ab66978	1:500		
Mouse Monoclonal anti-PRM2	Briar Patch Biosciences	Hup2B	1:200	1:100	
Rabbit Polyclonal anti-TNP1	Proteintech	Cat#17178-1-AP	1:1000	1:400	
Mouse Monoclonal anti-TNP2	Santa Cruz	Cat#sc-393843	1:200		
Rabbit Polyclonal anti-TNP2	ABclonal Technology (Wuhan,China)	Cat#A6773	1:500		
Rabbit Polyclonal anti-AKAP3	Proteintech	Cat#13907-1-AP	1:2000		
Rabbit Polyclonal anti-DDX4	Abcam	Cat#ab13840	1:500		
Rabbit Polyclonal anti-CREM	ABclonal Technology (Wuhan,China)	Cat#A5624	1:500		
Rabbit Monoclonal anti-PLK1	ABclonal Technology (Wuhan,China)	Cat#A21082	1:500		
Mouse Monoclonal anti-Flag	Sigma	Cat#F1804	1:1000		1:100
Rabbit Polyclonal anti-GFP	Abcam	Cat#ab290	1:2000		
Rabbit Polyclonal anti-mCherry	Abcam	Cat#ab167453	1:1000		1:100
Mouse Monoclonal anti-β-actin	Sigma	Cat#A1978	1:10000		
Rabbit Polyclonal anti-β-tubulin	Novus Biological	NB600-936	1:5000		
Rabbit Monoclonal anti-Histone H1.0	ABclonal Technology (Wuhan,China)	Cat#A4342	1:500		
Rabbit Polyclonal anti-Histone H1.1	ABclonal Technology (Wuhan,China)	Cat#A20522	1:500		
Rabbit Polyclonal anti-Histone H1.2	Abcam	Cat#ab17677	1:1000		
Rabbit Polyclonal anti-Histone H1.6	ABclonal Technology (Wuhan,China)	Cat#A18597	1:500		
Rabbit Monoclonal anti-Histone H2A	ABclonal Technology (Wuhan,China)	Cat#A3692	1:500		
Rabbit Polyclonal anti-Histone H2B	ABclonal Technology (Wuhan,China)	Cat#A1958	1:500		
Rabbit Polyclonal anti-Histone H3.1	ABclonal Technology (Wuhan,China)	Cat#A2348	1:500		
Rabbit Polyclonal anti-Histone H3.3	ABclonal Technology (Wuhan,China)	Cat#A13824	1:500		
Rabbit Polyclonal anti-Histone H4	ABclonal Technology (Wuhan,China)	Cat#A17024	1:500		
Mouse Monoclonal anti-ub-H2A	Millipore	Cat#05-678	1:1000		
Rabbit Monoclonal anti-ub-H2A	Cell Signaling Technology	Cat#8240	1:1000		
Mouse Polyclonal anti-ub-H2B	MEDIMABS	Cat#MM-0029-P	1:1000		
Rabbit Monoclonal anti-ub-H2B	Cell Signaling Technology	Cat#5546	1:1000		
Mouse Monoclonal anti-H3K4me3	Active Motif	Cat#91263,91264,RRID:AB_2793824	1:1000		
Mouse Monoclonal anti-H3K9me3	Active Motif	Cat#61013,61014,RRID:AB_2687870	1:1000	1:200	
Rabbit Polyclonal anti-H3K9me3	ABclonal Technology (Wuhan,China)	Cat#A2360	1:1000		
Rabbit Polyclonal anti-H3K27me3	Abcam	Cat#ab108245	1:1000		
Rabbit Monolonal anti-H3K36me3	Cell Signaling Technology	Cat#4909	1:1000		
Rabbti Polyclonal anti-H3K79me3	ABclonal Technology (Wuhan,China)	Cat#A2369	1:500		
Rabbit Polyclonal anti-H3K9ac	ABclonal Technology (Wuhan,China)	Cat#A7255	1:500		
Rabbit Monoclonal anti-H3K27ac	Abcam	Cat#ab177178	1:1000		
Rabbit monoclonal anti-H4K5ac	Abcam	Cat#ab51997	1:1000	1:500	
Rabbit Polyclonal anti-H4K8ac	ABclonal Technology (Wuhan,China)	Cat#A7258	1:500	1:500	
Rabbit Polyclonal anti-H4K12ac	ABclonal Technology (Wuhan,China)	Cat#A14227	1:500	1:100	
Rabbit Monoclonal anti-H4K16ac	Abcam	Cat#ab109463	1:1000	1:400	
Rabbit Polyclonal anti-CHD5	ABclonal Technology (Wuhan,China)	Cat#A8578	1:500	1:400	
HRP-conjugated goat anti-rabbit IgG	Zhongshan Jinqiao Biotechnology (China)	Cat#ZB-2301	1:2000		
HRP-conjugated goat anti-mouse IgG	Zhongshan Jinqiao Biotechnology (China)	Cat#ZB-2305	1:2000		
Rhodamine Red ^{TM} -X -conjugated AffiniPure	Jackson ImmunoResearch	Cat#711-295-152		1:200	
Donkey Anti-Rabbit IgG (H+L)					
Rhodamine Red ^{TM} -X -conjugated AffiniPure	Jackson ImmunoResearch	Cat#715-025-150		1:200	
Donkey Anti-Mouse IgG (H+L)					
Cy ^{TM} 2-conjugated AffiniPure Donkey Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	Cat#711-225-152		1:200	
Alexa Fluor ^{TM} 488 Goat anti-Rabbit IgG (H+L)	Thermo Fisher Scientific	Cat#A11034		1:200	
FITC AffiniPure Donkey Anti-Mouse IgG (H+L)	Jackson ImmunoResearch	Cat#715-095-150		1:200	
Cy ^{TM} 5-conjugated AffiniPure Donkey Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	Cat#711-175-152		1:200	
DAPI	Sigma	Cat#D9542		1:500	
PNA,Rhodamine	VECTOR LABORATORIES	Cat#RL-1072		1:1000	
PNA,FITC conjugate	Sigma	Cat#L7381		1:1000	
Recombinant DNA					
pcDNA3.1(+)-3XFLAG	This paper	N/A			
CpG-free luciferase	PMID: 17965610	N/A			
CpG-free CGI luciferase	This paper	N/A			
<i>Renilla</i> Luc Vector	Invitrogen	Cat# 16154			
mCherry2-C1	gift from Michael Davidson	Addgene plasmid no. 54563			
mCherry2-CCER1	This paper	N/A			
mCherry2-hCCER1	This paper	N/A			
mCherry2-hCCER1-p.Arg53*	This paper	N/A			
mCherry2-hCCER1-p.Cys120fs	This paper	N/A			
mCherry2-hCCER1-p.Trp178	This paper	N/A			
pEGFP-C1	This paper	N/A			
EGFP-CCER1	This paper	N/A			
EGFP-hCCER1	This paper	N/A			
pMaxGFP	Lonza	N/A			
pMaxGFP-CCER1	This paper	N/A			
pMaxGFP-N	This paper	N/A			
pMaxGFP-CC	This paper	N/A			
pMaxGFP-C	This paper	N/A			
pMaxGFP-△CC	This paper	N/A			
Sequence-Based Reagents					
genotyping PCR-F: CCAACTGGGAGCGCTGTGG	This paper				
genotyping PCR-R: GCCACGACCCCTGCGTC	This paper				
qRT-PCR primer					
Ccer1-qPCR-F	CCAGGAAACAACCCAAGCA				
Ccer1-qPCR-R	AGCAGCAGCAAACGCAGA				
Crem-qPCR-F	ATGTCTTGAAAATCGTGTGGCT				
Crem-qPCR-R	TGGCAATAAAGGTCTTTGAGGG				
Akap3-qPCR-F	ATGGCGGATAGGGTTGACTG				
Akap3-qPCR-R	TCGGACAGGATCTGTTGATGT				
odf3-qPCR-F	ATGGCAGAGGAGGTATGGATG				
odf3-qPCR-R	GGTGGAATCAGGTACTTGGGTC				
Tssk6-qPCR-F	CGGGCGACAAACTCCTGAG				
Tssk6-qPCR-R	ACCGTCCCTTTATACTTCTTGGA				
Spaca9-qPCR-F	AATGAGGTGAAAGAGTCCCTCC				
Spaca9-qPCR-R	GGATTTTGTGCTGGGCATTCT				
Tnp1-qPCR-F	ACCAGCCGCAAGCTAAAGAC				
Tnp1-qPCR-R	TTTCCTACTTTTCAGGACGCTC				
Tnp2-qPCR-F	TGAAGCACCCCAAGCCATC				
Tnp2-qPCR-R	ATCTTCGCCCTGAGCTACGC				
Prm1-qPCR-F	CGAAGATGTGCGACACGGA				
Prm1-qPCR-R	TCACGCAGGAGTTTTGATGG				
Prm2-qPCR-F	ATGGTTTCGCTACCGAATGAGG				
Prm2-qPCR-R	CTCCGCCTTCTGCATGACC				
Software and Algorithms					
ImageJ	NIH	https://imagej.en.softonic.com/			
PONDR		http://www.pondr.com/			
GraphPad Prism	GraphPad Software	https://www.graphpad.com/			
Photoshop CS5	Adobe	https://www.adobe.com/			
Adobe Illustrator	Adobe	https://www.adobe.com/

# Supplementary material for: Phase-separated CCER1 coordinates the histone-to-protamine transition and male fertility
**Source:** Nat Commun. 2023 Dec 11;14:8209. doi: 10.1038/s41467-023-43480-z
**Supplement:** Supplementary file 3 — Supplementary Movie

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: Live-cell imaging shows the dynamic process of EGFP-CCER1 condensate formation.

File Name: Supplementary Movie 2

Description: Live-cell imaging shows the dynamic process of EGFP-CCER1 condensate disruption after 10% 1,6-hexanediol treatment.

How the deposited data were processed for this re-analysis (not part of the article)

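RNA of adult mouse testes was sequenced in 6 libraries, 3 *Ccer1*+/+ and 3 *Ccer1*-/-, and the genotypes were taken from the sample labels. The deposited files give an estimated count per Ensembl gene for 22259 genes in each library, most of them whole numbers, with no scaling between libraries. The submitters' notes name fastp 0.18.0, Bowtie2 2.2.8, HISAT2 without a version, StringTie 1.3.1 and the build GRCm38 (mm10). The counting program is not given in the sources used here. The submitters' read processing was not repeated. A symbol was found for 20314 genes and none for 1945. Of the symbols in the fixed lists, *Rhox5*, *Hbb-bs*, *Hbb-bt*, *H1f0*, *H3f4*, *H2al2a* and *Hmgcs1* were not matched and have no values.

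Counts were rounded and analysed in R 4.3.3. Genes were kept by filterByExpr of edgeR 4.0.16 at a minimum count of 10 and a minimum total of 15, which kept 15139 genes and left out 7120. Libraries were scaled by TMM. Dispersions were estimated robustly, and genotype was tested by edgeR's robust quasi-likelihood fit and its two-sided F test with no covariate. P values were adjusted by the Benjamini-Hochberg method over the genes tested. A standard error is the absolute log2 fold change over the square root of F, and 95% intervals use the t distribution with the degrees of freedom of the fit. CPM are TMM-scaled. Totals ran from 16259579 to 19621550 counts in *Ccer1*+/+ and from 15970289 to 16552947 in *Ccer1*-/- libraries. Single values were compared by two-sided exact permutation tests, which cannot give a p under 0.10 for 3 samples against 3.

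The comparisons, their tests, the gene lists and the rule for named genes were set before the data were examined, except that the paper's own figures had been seen. Named were every gene the paper names for these testes, the 10 leading genes in each direction, and up to 4 members of each list with the smallest p. The leading genes had to have at least 1 CPM in the higher group and no overlap between the genotypes, in order of p where fewer than 10 passed the adjusted p. Genes with no symbol were counted and not named. The 27 lists cover the *Tnp* and *Prm* genes, the genes reported intact together with *Ddx4*, germ cell stages, somatic cells of the testis, blood, epididymis, linker and core histones, histone-modifying factors, acrosome, manchette, flagellum, stress, immediate early, p53, cholesterol and interferon genes, mitochondrially encoded genes, ribosomal protein genes and the neighbors of *Ccer1*. A list needed 3 tested members, so 26 were tested, and the epididymal list had 1 tested member. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry.

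The alternatives were the size factors of DESeq2, upper quartile factors, scaling without *Tnp1*, *Tnp2*, *Prm1* and *Prm2*, library totals, the test of DESeq2 1.42.0, no filter, at least 10 counts in every library, a block for replicate number, an adjusted p under 0.10, a fold change over 1.5 with an adjusted p, and each library left out in turn. After the values were seen, 3 more were added: a curve on transcript length and GC content (natural splines of 5 degrees of freedom) removed from each library, 1 surrogate variable from sva 3.50.0, and *Ccer1*+/+ replicate 1 alone against the *Ccer1*-/- libraries. Replicate numbers were not taken to pair the samples. The procedure was tested on simulated counts of 14912 genes with 200 changed, where 8 unchanged genes were called. Each gene was simulated independently, so these counts lack the structure that the real libraries share across genes. Transcript length, GC content, the parts of *Ccer1* and the guide sites come from NCBIM37 and its annotation, and gene positions from GRCm38. The Hi-C samples and the human samples were not analysed here.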

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

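The tests of a mislabelled sample, of fewer late spermatids and of other splits at an adjusted p were chosen only after the result was seen, as were the length and GC curve and the comparison with *Ccer1*+/+ replicate 1 alone.

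Outside the genes the paper discusses, the mitochondrially encoded genes had a median log2 fold change of 0.52 in *Ccer1*-/- testes (12 of 13 positive, camera adjusted p = 2.22e-05, and 0.959 with an estimated correlation), but *Ccer1*+/+ replicate 1 was as high as the *Ccer1*-/- libraries. The cytosolic ribosomal protein genes, also not discussed in the paper, had a median of -0.17 (16 of 22 negative, camera adjusted p = 0.0133, and 0.959 with an estimated correlation), with *Ccer1*+/+ replicate 1 at -0.27 relative to the mean of all libraries, below the *Ccer1*-/- libraries at -0.11 to -0.047.

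*Ccer1*+/+ replicate 1 lay nearer the *Ccer1*-/- libraries than the other *Ccer1*+/+ libraries over all genes. A *Ccer1*-/- sample with the wrong label is argued against by its *Ccer1* level, 4.72 times that of the highest *Ccer1*-/- library. Transcript length and GC content followed the difference and took 47.0% of its variance, but as the whole cause they are argued against, because with the curve removed the mean correlation with the other *Ccer1*+/+ libraries (0.978) was still below that with the *Ccer1*-/- libraries (0.989), a difference of -0.0104. With the curve removed *Ccer1*+/+ replicates 2 and 3 correlated at 0.980 with each other. Replicate 2 reached 0.983, 0.984 and 0.973 with *Ccer1*-/- replicates 1, 2 and 3, and replicate 3 reached 0.978, 0.979 and 0.985. Lying nearer some *Ccer1*-/- library was thus not particular to replicate 1, whereas lying nearer all 3 was. What stays open is a technical difference that this curve does not hold, such as a library batch, which the labels do not give. A difference between the animals also stays open and was not tested.

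*Tnp1*, *Tnp2*, *Prm1* and *Prm2* were lower in *Ccer1*-/- testes. A trend with length and GC content is argued against as the whole cause, since the mean of the 4 log2 fold changes was -1.05 as scaled and -0.90 with the curve removed. *Tnp1* hardly moved (-1.73 and -1.72). The others fell less with the curve removed, from -0.73 to -0.52 for *Tnp2*, -0.90 to -0.74 for *Prm1* and -0.84 to -0.61 for *Prm2*. With edgeR none of the 4 was called in either setting (*Tnp1* adjusted p = 0.0726 with the curve removed, in a range of 1.50e-07 to 1.00 over all alternatives). A lower share of late spermatids in the testis is argued against by the other late spermatid transcripts. Their median log2 fold change was 0.038, with quartiles of -0.097 and 0.17 and a range from -0.61 (*Prm3*) to 0.63 (*Hmgb4*). Their mean log2 level was 0.077 higher in *Ccer1*-/-, with every *Ccer1*-/- library above every *Ccer1*+/+ library (two-sided exact permutation test, p = 0.10). The list covers late spermatids as a whole, so a shift among their steps was not tested. Against *Ccer1*+/+ replicate 1 alone the mean of the 4 was -0.58, so its size depends on which *Ccer1*+/+ libraries are taken. A lower RNA level of these genes in the spermatids of *Ccer1*-/- mice stays a hypothesis, here found and tested on the same libraries. The paper's qRT-PCR of testis RNA (Supplementary Fig. 4e) also reports differences for these 4 genes.

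The number of genes called between the genotypes was set beside the other splits of the 6 libraries. At an adjusted p under 0.05, 2 of 10 splits called at least as many genes as the real one, which called 1, and the highest of the others also called 1. At the paper's thresholds 7 of 10 splits reached the real count of 179, and the highest of the others, *Ccer1*+/+ replicate 1 with *Ccer1*-/- replicates 1 and 3 against the rest, gave 973. With 10 splits a share under 0.05 cannot be reached. A split with several times the real count points to a structure of the samples, and the 3 splits that put *Ccer1*+/+ replicate 1 with 2 *Ccer1*-/- libraries gave 726 to 973, while the split that put both replicates numbered 3 with *Ccer1*+/+ replicate 1 gave 605.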

How the results depend on the processing

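The length and GC curve, the surrogate variable and *Ccer1*+/+ replicate 1 alone were chosen only after the result was seen. *Ccer1* was called lower in every alternative, and every single-library omission apart from *Ccer1*+/+ replicate 1 called *Ccer1* alone. *Tnp1*, *Tnp2*, *Prm1* and *Prm2* had a negative log2 fold change in every alternative. Where a result changed, the cause was not tested.

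With single libraries left out, the called counts ran from 0 to 1414 higher and 1 to 1923 lower, and at the paper's thresholds from 45 to 1262 higher and 31 to 806 lower, the highest without *Ccer1*+/+ replicate 1. Of 3337 genes called without it, 291 were at an unadjusted p under 0.05 with all 6 libraries, and in 1112 *Ccer1*+/+ replicate 1 lay inside the range of the 3 *Ccer1*-/- libraries. The log2 fold changes ran from -2.07 to -1.55 for *Tnp1*, -0.94 to -0.65 for *Tnp2*, -1.14 to -0.84 for *Prm1* and -1.09 to -0.79 for *Prm2*. They ran from 0.011 to 0.16 for *Akap3*, -0.17 to -0.11 for *Odf3*, -0.58 to -0.20 for *Tssk6*, -0.047 to 0.11 for *Crem*, -0.30 to -0.074 for *Spaca9* and 0.048 to 0.57 for *Ddx4*. From 1 to 4 lists were higher and 1 to 4 lower. The camera adjusted p ran from 1.76e-09 to 0.151 for the ribosomal list, from 0.00884 to 0.860 for macrophages (reversed and past the threshold at 0.0211 without *Ccer1*-/- replicate 3) and from 0.0437 to 0.860 for immediate early genes (reversed without *Ccer1*+/+ replicate 2).

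At an adjusted p under 0.05, the DESeq2 test called 1 gene higher and 4 lower, and the surrogate variable gave 2 lower. At the paper's thresholds, higher genes numbered 72 with the DESeq2 test, 193 with no filter, 80 with at least 10 counts in every library, 315 with a replicate block and 0 with a fold change over 1.5 and an adjusted p. Lower genes numbered 93 with DESeq2's size factors, 90 with the DESeq2 test, 98 with no filter, 104 with at least 10 counts everywhere, 19 with the surrogate variable and 1 with a fold change and an adjusted p. The DESeq2 test called *Tnp1* (-1.78), *Prm1* (-0.95) and *Prm2* (-0.88), and the surrogate variable called *Tnp1* (-1.18). Against *Ccer1*+/+ replicate 1 alone, which is assumed to vary like the other libraries, the sign turned for *Akap3* (-0.090), *Tssk6* (0.27), *Crem* (-0.12), *Spaca9* (0.18) and *Ddx4* (-0.20), with the surrogate variable for *Akap3* (-0.0051), *Tssk6* (0.11), *Crem* (-0.050), *Spaca9* (0.11) and *Ddx4* (-0.042), and with the curve for *Crem* (-0.18), *Spaca9* (0.0081) and *Odf3* (0.022), none of them past the adjusted p. Against *Ccer1*+/+ replicate 1 alone the share of the 4 genes differed by -0.309 percentage points and their gap to the late spermatid list by -0.67.

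Lists called higher numbered 2 with the replicate block, 2 with the curve, 3 with *Ccer1*+/+ replicate 1 alone, 4 with the surrogate variable and 0 with an estimated correlation or fry, and lists called lower numbered 4 with the curve and 0 with an estimated correlation or fry. The adjusted p of the 4-gene list was 0.202 with an estimated correlation and 0.415 with fry. That of the mitochondrially encoded genes was 0.959 with an estimated correlation, 0.760 with fry and 0.0597 with the surrogate variable, and the list reversed against *Ccer1*+/+ replicate 1 alone (6.44e-04). That of the ribosomal list was 0.959 with an estimated correlation and 0.864 with fry, and it reversed against *Ccer1*+/+ replicate 1 alone (3.87e-11) and with the surrogate variable (5.05e-04). For the 105 other named genes, 1638 of 1779 values kept their sign and side of the threshold, 54 passed it (53 of them without *Ccer1*+/+ replicate 1), and 87 changed sign while not called, which is counted as a shift and not as a reversal. For the 23 lists not past the threshold, 347 of 437 values kept both, 28 passed with the same sign, among them the late spermatid list as higher with the surrogate variable (1.87e-04) and against *Ccer1*+/+ replicate 1 alone (0.00346), 2 passed with the opposite sign (the macrophage and immediate early lists), and 60 changed sign while not called. Replicates of the same number correlated at 0.065, 0.35 and 0.47 in their deviations from the genotype mean, not all above 0.10, so the numbers are not taken to pair the samples. Alternatives on a pseudocount apply to FPKM only and were not run. The share was not run with the DESeq2 test, nor the share and ranks with the curve or the surrogate variable, nor the gap with the surrogate variable.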

Differences from the paper's values

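All values of the paper set beside these were within the replicate spread or within 1.5 times at the settings used throughout, and the surrogate variable mentioned below was chosen only after the result was seen. At the paper's thresholds, taken on the unadjusted p, 124 genes were higher and 55 lower, where the paper reports 110 and 72, and the total of 179 is 0.804% of 22259 genes, where the paper reports 182 and 0.82%. Of 14 alternatives set before the data were examined, 8 differ from the paper's count of higher genes and 3 from its count of lower genes by more than 1.5 times. *Ccer1* had a log2 fold change of -2.58 and *Tnp1* one of -1.73, where the paper shows about -2.6 and about -1.8 in Supplementary Fig. 4d, read by eye.

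The paper names *Tnp1*, *Tnp2*, *Prm1* and *Prm2* as the transcripts lowered most. By p among lower genes they ranked 2, 5, 3 and 4, directly after *Ccer1*, and by the difference of mean CPM 3, 2, 5 and 1. By log2 fold change they ranked 4, 107, 41 and 58 of 15139 genes tested, and 2, 6, 3 and 4 among genes of at least 100 CPM. The paper's text does not say whether its P was adjusted. With its thresholds taken on the unadjusted p all 4 genes passed here, but at an adjusted p under 0.05 edgeR called *Ccer1* alone. The DESeq2 test also called *Tnp1*, *Prm1* and *Prm2*, edgeR without *Ccer1*+/+ replicate 1 called all 4 genes, and edgeR with a surrogate variable called *Tnp1*.

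The paper gives *Akap3*, *Tssk6*, *Crem*, *Spaca9* and *Odf3* as likely intact, and none of them passed with all 6 libraries. Without *Ccer1*+/+ replicate 1, *Tssk6* (log2 fold change -0.58) and *Spaca9* (-0.30) were called lower. Against *Ccer1*+/+ replicate 1 alone, also chosen after the result was seen, they were at 0.27 and 0.18, and with the surrogate variable at 0.11 each. The calls thus depend on which *Ccer1*+/+ libraries are taken. The paper's qRT-PCR reports no significant difference for either gene. The paper reports genes both higher and lower in *Ccer1*-/- testes. At an adjusted p under 0.05, edgeR called 0 genes higher (245 at an unadjusted p under 0.05), the DESeq2 test called *Cypt1*, and edgeR without *Ccer1*+/+ replicate 1 called 1414.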

Other observations

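The comparison with genes of like length and GC content was chosen only after the result was seen. So were the length and GC curve, the surrogate variable and *Ccer1*+/+ replicate 1 alone. The lists of linker histone genes, core histone variant genes and factors that act on histones did not pass the test at the settings used throughout. Most of the genes named here encode other proteins than those the paper measures by western blotting. *H1f0*, which encodes H1.0, was not matched and has no RNA value here. The paper reports less H1.6 protein, which *H1f6* encodes (Fig. 7a), and no effect on the level of CHD5 protein (Fig. 7h). The values here are of RNA and do not measure these proteins. The RNA was selected with oligo(dT) beads, so a histone transcript without a poly(A) tail would be undercounted. Whether this holds for the linker histone genes was not tested. Of 5 linker histone genes, 4 had a positive log2 fold change (median 0.062, camera adjusted p = 0.579). This list passed as higher with the curve (0.0214), with the surrogate variable (0.00532) and against *Ccer1*+/+ replicate 1 alone (0.00346), in a range of 0.00346 to 0.959 over all alternatives. *H1f2* had one of 0.67 (standard error 0.23), *Hils1*, a linker histone of spermatids, one of 0.062 (standard error 0.11), and the testis linker histone *H1f6* one of 0.36 (standard error 0.29) at a level of 1.93 CPM in *Ccer1*+/+. Of 10 core histone variant genes, 5 were positive and 5 negative (median -0.013, adjusted p = 0.676), and of 28 factors of histone acetylation, ubiquitination and eviction, 17 were positive and 11 negative (median 0.020, adjusted p = 0.909). Among the latter *Chd5*, a remodeler named by the paper, had a log2 fold change of -0.27 (standard error 0.12), and *Uhrf1* one of -0.41 (standard error 0.19). *Plk1*, also named by the paper, had one of -0.20 (standard error 0.15). With edgeR over all genes, 0 members of these 3 lists passed an adjusted p under 0.05, 2 were at an unadjusted p under 0.05, and DESeq2 called 0. Without *Ccer1*+/+ replicate 1, edgeR called *Plk1* (-0.40) and, among the named members, *Chd5* (-0.43), *H2ax* (-0.50), *Dot1l* (-0.51), *H2az1* (-0.55), *H1f10* (-0.63), *Uhrf1* (-0.69), *H2az2* (-0.77) and *H2aj* (-0.92) lower and *Ube2b* (0.69) higher. Against *Ccer1*+/+ replicate 1 alone the sign turned for several of them, among them *H2az1* (0.23), *H2az2* (0.32), *H2aj* (0.68) and *H1f10* (0.74). *Chd5* and *Dot1l* kept their sign. With the surrogate variable *H1f10* (0.45) and *H2aj* (0.40) were positive too. These calls therefore depend on which *Ccer1*+/+ libraries are taken.

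The structures of the sperm cell gave medians of -0.017 over 16 acrosome genes (adjusted p = 0.676), 0.11 over 17 manchette and head shaping genes (0.840) and -0.055 over 22 flagellum genes (0.384), by camera. The acrosome list passed as lower with the curve (0.0223), with the surrogate variable (0.00532) and against *Ccer1*+/+ replicate 1 alone (0.00889), in a range of 0.00532 to 0.959. The flagellum list passed as lower without *Ccer1*+/+ replicate 2 (0.00903) or *Ccer1*-/- replicate 3 (0.0311), in a range of 0.00903 to 0.959 over all alternatives. The medians were -0.0071 over 13 heat shock and unfolded protein response genes (adjusted p = 0.932), 0.0056 over 10 immediate early genes (0.932), 0.22 over 10 p53 target and apoptosis genes (0.384), 0.036 over 14 cholesterol synthesis genes (0.732) and 0.14 over 7 interferon-stimulated genes (0.676). The genes reported intact, with *Ddx4*, had a median of -0.0012 as a list (0.932), and the median differs in sign from the mean for this list (0.0081) and from the direction of the test (downward) for the immediate early list. The epididymal list had 1 tested member, *Rnase10*, at 0.30 (standard error 0.22). Of the neighbors of *Ccer1* on chromosome 10, 4 of 4 tested were positive (median 0.43, camera adjusted p = 0.0926), among them *Lum* at 0.81 (standard error 0.44) and *Epyc* at 0.51 (standard error 0.24), and the list passed without *Ccer1*-/- replicate 3 (0.0311), in a range of 0.0311 to 0.967. *Epyc* passed with edgeR without *Ccer1*+/+ replicate 1. The list did not follow genotype in every library. Relative to the mean of all 6 libraries, its mean log2 level was 0.21 in *Ccer1*+/+ replicate 1 and -0.54 and -0.36 in *Ccer1*+/+ replicates 2 and 3. In *Ccer1*-/- it was 0.053 to 0.42.

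In 5 of 6 lists of somatic cells, all but the red blood cell list, the replicates numbered 3 of both genotypes had the lowest levels. Relative to the mean of all 6 libraries, the mean log2 level of macrophage and antigen-presenting cell transcripts was -1.05 in *Ccer1*+/+ replicate 3 and -0.92 in *Ccer1*-/- replicate 3, and 0.43 to 0.59 in the other 4 libraries. For peritubular myoid and smooth muscle transcripts it was -0.82 and -0.92 in these replicates and 0.20 to 0.61 in the others, and for endothelial transcripts -0.55 and -0.70 against 0.24 to 0.36. Without *Ccer1*+/+ replicate 3 the macrophage list passed as lower (camera adjusted p = 0.00884) and the myoid list too (0.0127), and without *Ccer1*-/- replicate 3 the macrophage list passed as higher (0.0211). Without *Ccer1*+/+ replicate 2 the Sertoli (0.0107), Leydig (7.11e-04) and immediate early (0.0437) lists passed as higher, and the Leydig list also without *Ccer1*-/- replicate 3 (0.00967) and with the surrogate variable (0.00532). With all 6 libraries the Leydig list was higher by 0.22 in *Ccer1*-/- (two-sided exact permutation test, p = 0.50). Over all alternatives the adjusted p of each of these 5 lists reached at least 0.959.

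The reverse primer of the *Ccer1* qRT-PCR pair lies within the 58 bases between the guides' cut sites, which the drawn 58-bp allele lacks, while RNA-seq counted *Ccer1* at 16.7% of the *Ccer1*+/+ mean in *Ccer1*-/- testes. Genes of a length and GC content like those of *Tnp1*, *Tnp2*, *Prm1* and *Prm2* were as low as them in 0 of 84, 1 of 57, 0 of 74 and 0 of 63 cases. These genes had to pass a minimum level and were not matched on level. Their median log2 fold changes were -0.036, -0.26, -0.19 and -0.23 in the same order, so the genes like *Tnp2*, *Prm1* and *Prm2* tended to be lower too.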
